# Characterizing hypoxia-orchestrated post-stroke changes in oligodendrocyte precursor cells for optimized cell therapy

**DOI:** 10.1016/j.stemcr.2025.102687

**Published:** 2025-10-30

**Authors:** Yasuhiro Kuwata, Ken Yasuda, Kazuto Tsukita, Akihiro Kikuya, Naoki Takayama, Narufumi Yanagida, Kimitoshi Kimura, Ryosuke Takahashi, Riki Matsumoto, Takakuni Maki

**Keywords:** ischemic stroke, oligodendrocyte precursor cells, hypoxia, oxygen, Hif1-α, tMCAO, scRNA-seq, transplantation, angiogenesis, oligodendrogenesis

## Abstract

Oligodendrocyte precursor cells (OPCs) are highly adaptable, engaging in diverse functions beyond myelination. However, how OPCs adjust their roles after ischemic stroke and contribute to recovery remains largely unknown. To address this gap, we constructed a “transient middle cerebral artery occlusion (tMCAO) atlas” by integrating mouse single-cell RNA sequencing (scRNA-seq) datasets and combined it with *ex vivo* OPC cultures and *in vivo* cell transplantation experiments. This approach revealed the emergence of “angiogenic” OPCs in the subacute phase and “oligogenic” OPCs in the chronic phase, driven by distinct levels of hypoxia—severe hypoxia inducing angiogenic OPCs and mild hypoxia promoting oligogenic OPCs. *Ex vivo*, severe hypoxic preconditioning faithfully induced angiogenic OPCs, and their intravenous transplantation enhanced angiogenesis and improved recovery in tMCAO mice. These findings highlight “oxygen tone” as a key regulator of OPC dynamic adaptation after ischemic stroke, offering a promising strategy to harness OPCs for stroke cell therapy.

## Highlights

• Hypoxia dynamically alters oligodendrocyte precursor cell (OPC) phenotypes post stroke
• OPCs under mild hypoxia acquire “oligogenic” transcriptional profile
• Severe hypoxia induces “angiogenic” OPC states detrimental for repair
• Hypoxia-modulated OPC traits guide optimal selection for cell therapy in stroke

## Introduction

Oligodendrocyte precursor cells (OPCs) originate during embryogenesis and persist as resident cells in the adult brain parenchyma (Akay et al., 2021; Bergles and Richardson, 2015). Initially generated in the subventricular zones of the embryonic neural tube, OPCs migrate throughout the brain and spinal cord (Tsai et al., 2016), continuing to proliferate and develop into oligodendrocytes during postnatal development (Akay et al., 2021; Bergles and Richardson, 2015). While the rate of oligodendrocyte production significantly declines as the brain matures, OPCs remain abundant in the adult brain (Akay et al., 2021; Bergles and Richardson, 2015). OPCs’ primary role is to differentiate into oligodendrocytes and contribute to myelination (Akay et al., 2021; Bergles and Richardson, 2015); however, it is increasingly recognized that OPCs actively modify their characteristics in response to the surrounding environment, participating in various aspects of brain development, structure, and function through interactions with other cells (Akay et al., 2021; Xiao and Czopka, 2023).

Among various environmental cues influencing OPCs, growing evidence suggests that they utilize hypoxia-inducible factor 1α (HIF-1α), a key regulator of cellular responses to hypoxia, to shift toward an angiogenic phenotype during embryonic development (Yuen et al., 2014). In the fetal brain, extremely low oxygen levels (partial pressure of oxygen ≤ 7.60 mmHg, equivalent to a fraction of inspiratory oxygen [FiO2] ≤ 1.00%) render HIF activity indispensable for brain development (Zhang et al., 2011). During embryonic development, HIF-1α-instructed OPCs inhibit their maturation into oligodendrocytes by upregulating WNT signaling in an autocrine manner and/or by suppressing *Sox10* expression via non-canonical HIF-1α targets (Allan et al., 2021; Yuen et al., 2014). At the same time, they promote angiogenesis in a paracrine manner by activating WNT and/or vascular endothelial growth factor receptor signaling in endothelial cells (Allan et al., 2021; Minocha et al., 2015; Yuen et al., 2014). Notably, autocrine activation of WNT signaling in OPCs upregulates *Cxcr4*, facilitating OPC association with endothelial cells through the CXCR4-CXCL12 axis (Fancy et al., 2009; 2014; Tsai et al., 2016). Thus, a key role of OPCs in embryonic brain development is to associate with vasculature and promote angiogenesis, driven by severe hypoxia in the fetal brain and coordinated by HIF-1α, WNT signaling, and *Cxcr4*.

Importantly, cerebral ischemia is another condition where hypoxia-driven cellular modulation becomes prominent (Baranova et al., 2007). Interestingly, although prolonged extreme hypoxia leads to cell death, sub-lethal hypoxic conditions can shift brain tissue toward greater resilience against cerebral ischemia (Rybnikova et al., 2022). Although the mechanisms of hypoxia-induced tolerance to ischemic stroke have mainly focused on neuronal cells, it has also been reported that neuronal changes alone do not fully explain the observed resilience (He et al., 2021). This highlights the important role of other cell types within the neurovascular unit, including OPCs, in stroke pathophysiology (Tiedt et al., 2022; Kishida et al., 2019; Okazaki et al., 2019; Hase et al., 2022).

Current acute ischemic stroke therapies primarily aim to rapidly restore cerebral blood flow to minimize damage (Chamorro et al., 2021). While their success depends on how quickly and effectively blood flow is restored, complete recovery is not always achievable in all patients, underscoring the need for additional therapies to provide “neuroprotection” (Chamorro et al., 2021). Among potential therapeutic approaches, stem cell transplantation is particularly promising, as it can provide the necessary cellular components that are otherwise insufficient in the post-stroke brain (Anthony et al., 2022). Although the potential of stem cell transplantation for ischemic stroke treatment is unquestionable (Anthony et al., 2022), its clinical translation to humans remains challenging (Houkin et al., 2024), highlighting the unmet need for further refinement of cell-based therapies. To this end, we propose two key steps: (1) identifying specific cells that inherently protect ischemic tissue but are insufficient on their own and (2) understanding their adaptive responses (Kakae et al., 2023; Kumar Podder et al., 2024). Following ischemic stroke, the brain undergoes dynamic biological changes driven by both local interactions within the neurovascular unit and systemic metabolic shifts (Hosoki et al., 2020; Tiedt et al., 2022). Therefore, a thorough understanding of these biological events is crucial to identifying protective responses that should be supported. In this context, a promising strategy to improve stem cell transplantation is to modify these cells *ex vivo* to mimic *in vivo* adaptations, thereby enhancing their protective functions and optimizing therapeutic outcomes.

Here, we focused on OPCs for two reasons: (1) under physiological conditions, only a limited number of OPCs migrate to ischemic regions (Wang et al., 2022); and (2) our previous studies demonstrated that *ex vivo* OPCs preconditioned with severe hypoxia secrete a variety of pro-angiogenic factors (Kishida et al., 2019). These findings suggest that hypoxia-induced phenotypic changes in OPCs can enhance ischemic tolerance in brain tissue, though their natural response remains suboptimal.

In this study, we first compiled and analyzed publicly available single-cell RNA sequencing (scRNA-seq) datasets to construct a “transient middle cerebral artery occlusion (tMCAO) atlas” and profile OPC transcriptional changes during ischemic stroke. We chose tMCAO as the model for acute ischemic stroke as it is a well-established and widely used model (Frazier et al., 2023; Kim et al., 2022; Nakahashi-Oda et al., 2021; Shi et al., 2021a; 2021b; Wu et al., 2023; Zeng et al., 2023; Zheng et al., 2022). This model induces ischemic injury in the ipsilateral cortex, striatum (including the caudoputamen), and adjacent white matter, thereby closely reproducing the distribution of infarcts typically observed in patients with middle cerebral artery territory stroke. Importantly, tMCAO allows reperfusion, which is highly relevant to current clinical practice involving thrombolysis and thrombectomy. Using the tMCAO atlas, we found that a subset of OPCs altered their transcriptome in the subacute stage after tMCAO (day 3), adopting a distinct hypoxia-induced, HIF-1α-driven “angiogenic” transcriptional profile that mirrors OPC characteristics reported in embryonic brain development (Yuen et al., 2014). In contrast, in the chronic stage after tMCAO (day 14), OPCs transitioned into a distinct “oligogenic” transcriptional profile. Importantly, *ex vivo*, we successfully induced OPCs to acquire transcriptomic characteristics similar to those of *in vivo* “angiogenic” OPCs by utilizing severe hypoxia preconditioning. Notably, intravenous transplantation of these cells efficiently promoted angiogenesis, reduced infarct volume, and ameliorated functional decline after tMCAO. Finally, we demonstrated that varying oxygen levels critically influence OPC maturation *ex vivo*, with mild hypoxia optimally promoting OPC maturation and, at least in part, contributing to the emergence of *in vivo* “oligogenic” OPCs. These findings underscore the crucial role of “oxygen tone” in shaping temporally dynamic reparative OPC phenotypes and highlight the therapeutic potential of hypoxia-preconditioned OPCs for enhancing post-stroke recovery.

## Results

### Creation of the tMCAO atlas

We systematically searched the BioProject database to identify scRNA-seq datasets that investigated post-tMCAO transcriptional changes and utilized the droplet-based 10× Genomics Chromium approach (see Methods) (Frazier et al., 2023; Kim et al., 2022; Nakahashi-Oda et al., 2021; Shi et al., 2021a; 2021b; Wu et al., 2023; Zeng et al., 2023; Zheng et al., 2022). To minimize batch effects across studies as much as possible, we downloaded raw FASTQ data and processed all datasets using the same pipeline for mapping, followed by uniform and stringent quality control according to single-cell best practices (see Methods) (Heumos et al., 2023). For our meta-analysis, we analyzed scRNA-seq datasets derived primarily from the ipsilateral hemisphere after tMCAO, encompassing both the infarct core and peri-infarct regions. Contralateral hemispheres from tMCAO mice were excluded, and control datasets were obtained from the ipsilateral hemisphere of sham-operated mice. Ultimately, we included 21 samples from 6 studies that provided sufficient OPCs to construct the tMCAO atlas (Table S1). After quality control, our tMCAO atlas comprised 106,905 cells from sham-operated, 1-day, 3-day, 7-day, and 14-day post-tMCAO groups (Figures 1A and 1B).

**Figure 1:**
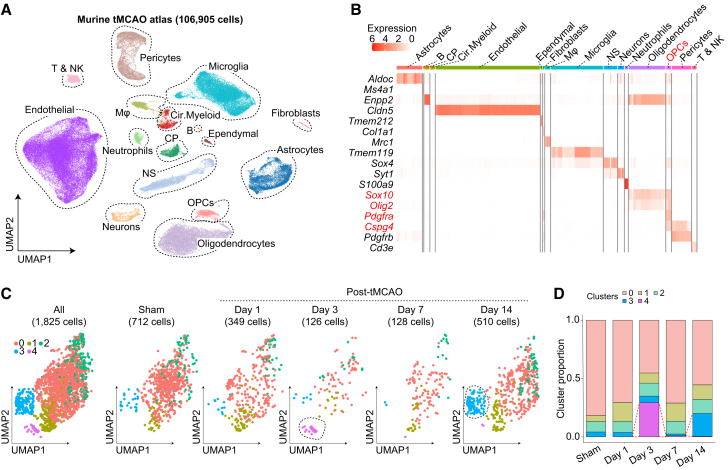
Murine transient middle cerebral artery occlusion atlas identifies distinct subclusters of oligodendrocyte precursor cells (A) The transient middle cerebral artery occlusion (tMCAO) atlas comprises 106,905 cells from 21 oligodendrocyte precursor cell (OPC)-containing samples across six studies. (B) OPCs were extracted based on the expression of *Sox10*, *Olig2*, *Pdgfra*, and *Cspg4* genes. (C) Dimensional reduction using uniform manifold approximation and projection (UMAP) reveals distinct OPC clusters, including cluster 4 at day 3 post tMCAO and cluster 3 at day 14 post tMCAO. (D) The proportion of cluster 4 increases on day 3 post tMCAO, whereas cluster 3 becomes more prominent on day 14 post tMCAO. Abbreviations: B, B cells; CP, choroid plexus cells; Cir.Myeloid, circulating myeloid cells; Endothelial, endothelial cells; Ependymal, ependymal cells; Mφ, macrophages; NP, neural progenitor cells; T & NK, T cells and NK cells.

### Transcriptomic characterization of angiogenic OPCs on day 3 and oligogenic OPCs on day 14 after tMCAO

We identified OPCs based on the expression of *Pdgfrα*, *Cspg4*, *Sox10*, and *Olig2* genes and primarily focused on OPCs for subsequent analyses (Figure 1B). Notably, we noted two distinct clusters: one that increased on day 3 after tMCAO (cluster 4) and another that increased on day 14 after tMCAO (cluster 3) (Figures 1C and 1D). Importantly, neither cluster 4 nor cluster 3 expressed genes specific to non-OPC cell types (Figure S1A), and both were consistently detected in samples at 3 and 14 days post tMCAO, respectively (Figure S1B), indicating that these clusters likely represent significant time-course-specific biological changes rather than batch effects.

To investigate the overall functional properties of these distinct clusters, we conducted gene set scoring analysis using pathways retrieved from the Molecular Signatures Database (Castanza et al., 2023), including Hallmark gene sets, Gene Ontology gene sets, and WIKI pathways gene sets. Additionally, to infer transcription factor activity, we used the CollecTRI database for transcription factor regulons (Müller-Dott et al., 2023). Finally, to examine OPC-specific functions, we manually curated gene sets, including OPC migration/myelination-associated gene sets (Hamanaka et al., 2023) and OPC-specific HIF-1α target gene sets (Allan et al., 2021; Hamanaka et al., 2023). We also extracted signature of WNT-activated OPCs via reanalyzing microarray datasets of mouse WNT-activated OPCs from Olig2cre-DA-cat mice (Fancy et al., 2009; 2014; Tsai et al., 2016), in which dominant-active β-catenin allows constitutive activation of the WNT pathway only in oligodendrocyte lineage cells.

These analyses revealed that OPCs in cluster 4, a distinct population present 3 days post-tMCAO, specifically upregulate HIF-1α activity, as evidenced by increased expression of both canonical and OPC-specific HIF-1α target genes (Figure 2A), including marked upregulation of the *Vegfa* gene (Figure 2C). Consistent with previous reports on HIF-1α-instructed OPCs (Yuen et al., 2014), this cluster also exhibits heightened WNT pathway activity (Figure 2A), with a drastic increase in *Cxcr4* expression (Figure 2C) (Tsai et al., 2016). Collectively, these findings collectively indicate that severe hypoxia plays a key role in inducing cluster 4 of OPCs.

**Figure 2:**
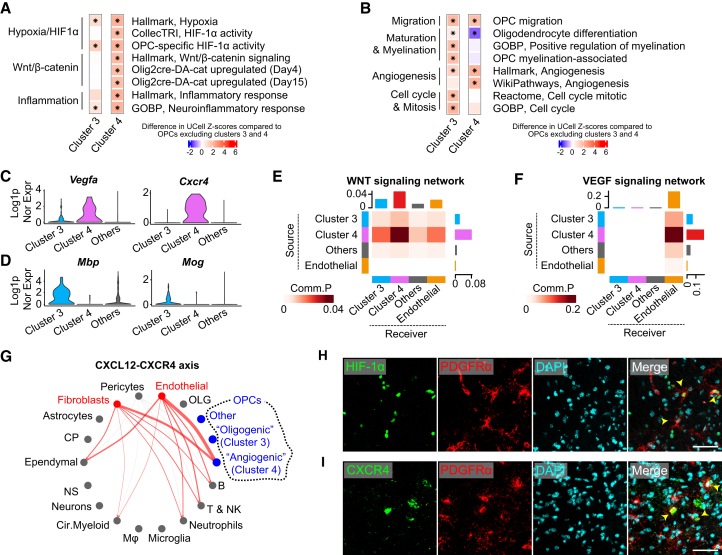
Bioinformatic analyses predict the functions of distinct OPC subclusters as angiogenic and oligogenic (A) Gene set scoring analyses revealed upregulated pathways in OPC subclusters compared to other OPCs outside clusters 3 and 4. Mann-Whitney U test with multiple comparisons adjusted using the Benjamini & Hochberg method, *p* < 0.05. (B) Gene set scoring analyses identified upregulated OPC-relevant functional properties in OPC subclusters compared to other OPCs outside clusters 3 and 4. Mann-Whitney U test with multiple comparisons adjusted using the Benjamini and Hochberg method, *p* < 0.05. (C) *Vegfa* and Cxcr4 were specifically upregulated in cluster 4 OPCs. (D) *Mog* and *Mbp* were specifically upregulated in cluster 3 OPCs. (E and F) Cell-cell interaction analyses revealed that cluster 4 OPCs act as critical signaling sources in the WNT and VEGF signaling networks, with endothelial cells serving as key recipients. (G) The CXCL12-CXCR4 axis was specifically upregulated from endothelial cells and fibroblasts to cluster 4 OPCs. (H and I) Immunohistochemistry demonstrated upregulated HIF-1α activity and CXCR4 expression in subsets of OPCs accumulating at the ischemic border. Scale bars, 50 μm.

Notably, cluster 4 also exhibits specific upregulation of genes involved in the inflammatory response (Figure 2A) and is predicted to be influenced by cytokines, such as interleukin-1β (IL-1β), tumor necrosis factor alpha (TNF-α), and interferon-γ (IFN-γ), which have been widely implicated in the pathological processes during the acute phase of ischemic stroke (Doll et al., 2014; Li et al., 2001) (Figure S1C). This suggests that inflammation associated with the acute phase of ischemic stroke may also modify the characteristics of this cluster.

Functionally, cluster 4 upregulated genes associated with OPC migration (Figure 2B). In line with the characteristics of HIF-1α-instructed OPCs observed in the developing brain (Allan et al., 2021; Yuen et al., 2014), OPCs in cluster 4 appeared to halt gene programs related to oligodendrocyte differentiation and subsequent myelination (Figure 2B), as evidenced by the reduced expression of myelination-associated *Mbp* and *Mog* genes (Figure 2D). Instead, the defining feature of OPCs in this cluster appears to be their active involvement in angiogenesis (Figure 2B). Consistently, cell-cell interaction analyses revealed that OPCs in this cluster closely associate with endothelial cells, acting as a signaling source through the WNT and vascular endothelial growth factor (VEGF) pathways (Figures 2E and 2F), both of which are essential for OPC-driven angiogenesis in the developing brain (Allan et al., 2021; Yuen et al., 2014). Conversely, endothelial cells appear to attract OPCs in cluster 4 via the CXCL12-CXCR4 axis (Figure 2G), a key pathway for the close anatomical association between OPCs and endothelial cells in the developing brain (Tsai et al., 2016). It is also noteworthy that, even in comparison to other cell types, OPCs in cluster 4 represent a significant source of *Vegfa* at 3 days after tMCAO (Figure S1E), alongside astrocytes and fibroblasts, and are the primary source of *Wnt7a* at 3 days after tMCAO (Figure S1F), both of which are key factors in post-stroke angiogenesis (Hu et al., 2024). Altogether, we concluded that cluster 4 represents the OPCs primarily instructed by HIF-1α, resembling the angiogenesis-inducing OPCs previously characterized in the developing brain (Allan et al., 2021; Minocha et al., 2015; Tsai et al., 2016; Yuen et al., 2014), with additional functional modulation likely influenced by inflammation. We therefore annotated cluster 4 as angiogenic OPCs.

To validate the presence and investigate the spatial distribution of angiogenic OPCs, we next conducted immunofluorescence analysis 3–5 days post tMCAO. Nuclear HIF-1α signals were observed in a subset of platelet-derived growth factor receptor alpha (PDGFRα)-positive cells exhibiting morphological characteristics consistent with OPCs at the peri-infarct region (Figure 2H). Additionally, in the peri-infarct cortex, we identified cells double-positive for VEGFA and OLIG2 (Figure S2A), as well as cells double-positive for CXCR4 and PDGFRα (Figure 2I)—a combination that effectively distinguishes angiogenic OPCs from other cell types (Figures S1E, S1G, and S1H)—but not in the ischemic core or in the peri-infarct corpus callosum with its adjacent regions (Figure S2B).

Interestingly, OPCs in cluster 3, a distinct population observed 14 days post tMCAO, exhibit functional characteristics that are markedly different from the angiogenic OPCs seen at 3 days post tMCAO. This cluster appears to be only mildly affected by hypoxia, moderately upregulates OPC-specific HIF-1α target genes, and slightly increases the expression of angiogenesis-related genes (Figure 2A). However, its defining feature is the elevated expression of genes involved in oligodendrocyte differentiation and myelination (Figure 2B), such as *Mbp* and *Mog* genes (Figure 2D), accompanied by pronounced cellular renewal through cell division (Figure 2B). Prominently, *Myrf*, a key transcription factor for oligodendrocyte myelination and myelin maintenance (Emery et al., 2009; Qian et al., 2021), and *Bcas1*, a marker of the active phase of oligodendrocyte generation and myelination, are specifically upregulated in OPCs in cluster 3 (Fard et al., 2017) (Figure S1D). Additionally, these cells are predicted to be influenced not only by acute-phase cytokines like IL-1β, TNF-α, and IFN-γ but also by cytokines more associated with the chronic phase, such as IL-10 and transforming growth factor β (Doll et al., 2014; Hu et al., 2024) (Figure S1C). Based on these observations, we annotated cluster 3 as oligogenic OPCs, which are likely to play an integral role in remyelination following the acute stage of ischemic stroke. This role appears to be shaped by a milder hypoxic environment than that of angiogenic OPCs, as well as the influence of chronic-phase cytokines.

We next turned to immunohistochemical analyses to confirm the presence of oligogenic OPCs *in vivo* and assess their spatial distribution 14 days post tMCAO. In contrast to angiogenic OPCs, BCAS1^+^OLIG2^+^ oligogenic OPCs were more prominently increased in the peri-infarct corpus callosum with its adjacent regions, relative to the peri-infarct cortex, at day 14 post tMCAO (Figures S2C–S2E). These results confirmed the presence of the identified OPC subtypes and further indicated that the temporal transitions of OPC phenotypes after ischemic stroke are coupled with distinct spatial distributions, with angiogenic OPCs predominantly localized to peri-infarct cortical regions at day 3 and oligogenic OPCs enriched in peri-infarct white matter at day 14.

Interestingly, trajectory analysis predicted two distinct differentiation trajectories (Figures S2F and S2G). The first follows an angiogenic trajectory, culminating in angiogenic OPCs (Figure S2H), while the second represents an oligogenic trajectory, leading to oligogenic OPCs (Figure S2I). In both trajectories, key genes characteristic of each OPC population show progressively increased expression as differentiation advances (Figure S2J).

### *Ex vivo* induction of HIF-1α-instructed angiogenic OPCs via severe hypoxic preconditioning

Encouraged by the *in vivo* detection of HIF-1α-instructed angiogenic OPCs after tMCAO, we reanalyzed bulk RNA sequencing (RNA-seq) data of OPCs subjected to severe hypoxic preconditioning *ex vivo* (severe-hypo-OPCs), previously generated by our group (Figure 3A) (Kishida et al., 2019).

**Figure 3:**
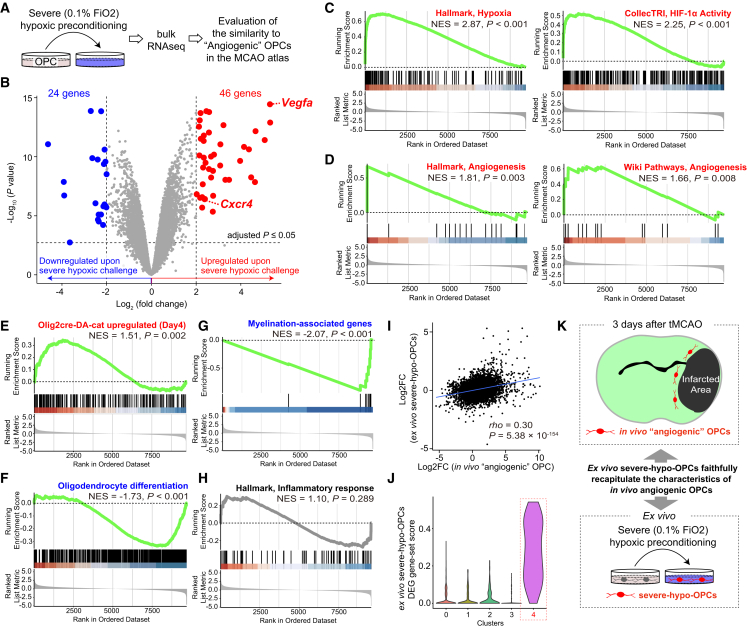
*Ex vivo* OPCs acquire functional characteristics similar to *in vivo* angiogenic OPCs following severe hypoxic preconditioning (A and B) Bulk RNA-seq-based differentially expressed gene (DEG) analysis revealed marked transcriptional changes in *ex vivo* severe hypoxia-preconditioned OPCs (severe-hypo-OPCs), including significant upregulation of *Vegfa* and *Cxcr4* and hallmark genes of *in vivo* angiogenic OPCs. Red points indicate significantly different genes identified using a linear model with multiple comparisons adjusted by the Benjamini and Hochberg method, with significance set at *p* < 0.05 and log_2_ fold change >2. *n* = 3 (control, biological replicates) and *n* = 3 (0.1%, biological replicates). (C–H) Gene set enrichment analysis (GSEA) revealed increased hypoxia and HIF-1α pathway activities (C), angiogenesis pathway activities (D), and WNT pathway activities (E); decreased OPC differentiation toward oligodendrocytes (F); decreased myelination-associated gene expression (G) in severe-hypo-OPCs, faithfully mirroring the functional characteristics of *in vivo* angiogenic OPCs. However, no upregulation of the inflammatory response was detected (H). (I) Correlation analysis revealed a significant positive correlation of log_2_ fold changes (log_2_FC) between *in vivo* angiogenic OPCs and *ex vivo* severe-hypo-OPCs. (J) Gene set scores calculated from DEGs in *ex vivo* severe-hypo-OPCs were specifically upregulated in cluster 4 OPCs in the transient middle cerebral artery occlusion (tMCAO) atlas. (K) Illustration showing that *ex vivo* severe-hypo-OPCs faithfully recapitulate the characteristics of *in vivo* angiogenic OPCs, which emerge at the peri-infarct region 3 days post tMCAO. FiO_2_, fraction of inspiratory oxygen; NES, normalized enrichment score; Hallmark, Hallmark gene sets; CollecTRI, CollecTRI database; DA-cat, dominant-active β-catenin; GOBP, Gene Ontology Biological Process; WikiPathways; *rho*, Spearman’s rank correlation coefficient.

First, we aimed to confirm that our *ex vivo* OPC cultures faithfully reflect the transcriptional characteristics of *in vivo* OPCs in the murine brain. Analysis of scRNA-seq data from murine oligodendrocyte lineage cells (Marques et al., 2016) demonstrated that our *ex vivo* OPCs closely resemble the transcriptional profile of *in vivo* OPCs, although some cells exhibit signs of differentiation into committed oligodendrocyte precursors and newly formed oligodendrocytes (Figure S3A). These findings validate our *ex vivo* OPC cultures as a suitable model for evaluating functional changes in OPCs *in vivo*.

Crucially, differentially expressed gene (DEG) analysis revealed substantial transcriptional changes within severe-hypo-OPCs compared with standard OPCs, including significant upregulation of *Vegfa* and *Cxcr4* (Figure 3B). As expected, gene set enrichment analysis (GSEA) suggested that hypoxia-induced changes underlie these marked transcriptional alterations, and HIF-1α activation played an orchestrating role (Figure 3C). Notably, severe-hypo-OPCs dramatically upregulated angiogenesis activity (Figure 3D) and WNT pathway activity (Figure 3E), along with apparent downregulation of genes associated with oligodendrocyte differentiation and subsequent myelination (Figures 3F and 3G), mirroring the functional characteristics of *in vivo* angiogenic OPCs detected 3 days post tMCAO. Although we did not observe upregulation of inflammatory response genes in severe-hypo-OPCs (Figure 3H), correlation analyses between the log2-fold changes of DEGs in these *ex vivo* severe-hypo-OPCs and those in the *in vivo* angiogenic OPCs revealed significant positive correlations (*rho* = 0.30, Figure 3I). Given that cross-platform correlations between scRNA-seq and bulk RNA-seq log_2_ fold changes are typically around *rho* ≈ 0.6 even for identical samples—primarily due to the substantial difference in sequencing depth between the two platforms (Liu et al., 2023)—the observed correlation of *rho* = 0.30 should be interpreted as biologically relevant. Furthermore, the gene set score calculated from DEGs in *ex vivo* severe-hypo-OPCs confirmed a marked increase in the coordinated upregulation of these DEGs in *in vivo* angiogenic OPCs (Figure 3J).

To further investigate the contribution of the inflammatory response in shaping *in vivo* angiogenic OPCs, we reanalyzed bulk RNA-seq data from OPCs treated with IFN-γ (pro-inflammatory) or dexamethasone (DEX; anti-inflammatory) (Meijer et al., 2022). In both conditions, there were no changes in the expression of *Vegfa* and *Cxcr4* (Figures S3B and S3C), indicating that inflammation is unlikely to be the main driver of gene expression changes in *in vivo* angiogenic OPCs. Nevertheless, IFN-γ treatment did suppress the expression of myelination-associated genes (Figures S3D and S3F), and the gene expression changes observed in *ex vivo* IFN-γ- and DEX-treated OPCs showed weak positive and negative correlations, respectively, with those observed in *in vivo* angiogenic OPCs (Figures S3E and S3G). Collectively, we concluded that *ex vivo* severe-hypo-OPCs faithfully replicate the functional characteristics of *in vivo* angiogenic OPCs detected 3 days post tMCAO, although additional modifications influenced by inflammatory responses may further alter the properties of *in vivo* angiogenic OPCs (Figure 3K).

### Transplantation of severe-hypo-OPCs effectively ameliorated tMCAO outcome through increasing angiogenesis

Considering the well-known benefits of angiogenesis (Fang et al., 2023; Kanazawa et al., 2019; Krupinski et al., 1994), we hypothesized that *in vivo* angiogenic OPCs play a protective role. Encouraged by the finding that *ex vivo* severe-hypo-OPCs exhibit similar functional characteristics to *in vivo* angiogenic OPCs, we transplanted these severe-hypo-OPCs and compared their efficacy with standard OPCs. The angiogenic OPCs emerge at 3 days post tMCAO, and angiogenesis is reported to be detectable around 3–4 days after tMCAO (Fang et al., 2023; Kanazawa et al., 2019; Krupinski et al., 1994); therefore, we chose to administer severe-hypo-OPCs at 3 days post tMCAO. While previous OPC transplantation studies have primarily employed intracranial injection (Chen et al., 2015; Li et al., 2021; Wang et al., 2022), we opted for intravenous transplantation due to the following reasons: (1) severe-hypo-OPCs are likely to interact readily with brain endothelial cells and fibroblasts through the CXCR4-CXCL12 axis (Figure 2G); (2) the tMCAO atlas indicates upregulation of *Cxcl12* expression in brain endothelial cells and fibroblasts at 3 days post tMCAO (Figure S4A); and (3) brain endothelial cells express *Cxcl12* at higher levels than endothelial cells from other organs, as shown by public scRNA-seq data on multi-organ endothelial cells (Figures S4B and S4C) (Bondareva et al., 2022). Importantly, intravenous injection also has far greater clinical translation potential compared to intracranial injection.

We administered a retro-orbital injection of 7.5 × 10^5^ CAG-enhanced green fluorescent protein (EGFP)-tagged severe-hypo-OPCs suspended in 5 μL PBS (severe-hypo-OPC group), CAG-EGFP-tagged standard OPCs suspended in 5 μL PBS (standard OPC group), or 5 μL PBS alone (control group) on day 3 post tMCAO. Neurological function was assessed over time, and on day 14, we measured the percentage of infarcted areas in each mouse, a commonly used endpoint around the time when brain repair processes typically activate (Clarkson et al., 2010; Shi et al., 2021a) (Figure 4A). At 14 days after transplantation, co-staining with microtubule-associated protein-2 (MAP-2) revealed that GFP+-transplanted OPCs were distributed not only within the ischemic core and border but also extended into the peri-infarct penumbra, indicating that the transplanted OPCs survived and remained engrafted in the host tissue at day 14 (Figure S4D). Neurobehavioral tests revealed that the severe-hypo-OPC group exhibited the greatest recovery compared to the standard OPC and control groups. This was evident both in modified neurological severity scores (mNSS) (at day 14: −2.17 ± 0.41 [severe-hypo-OPC] vs. −1.33 ± 0.52 [standard OPC] vs. 0.00 ± 0.60 [control]) and in the Rotarod test (time to fall at day 14: 19.83 ± 4.49 [severe-hypo-OPC] vs. 11.33 ± 2.34 [standard OPC] vs. 8.50 ± 3.34 [control]) (Figure 4B). Critically, the severe-hypo-OPC group exhibited the smallest infarcted area among the three groups (% infarcted area at day 14: 10.57 ± 6.36 [severe-hypo-OPC] vs. 18.28 ± 8.80 [standard OPC] vs. 32.02 ± 14.74 [control]).

**Figure 4:**
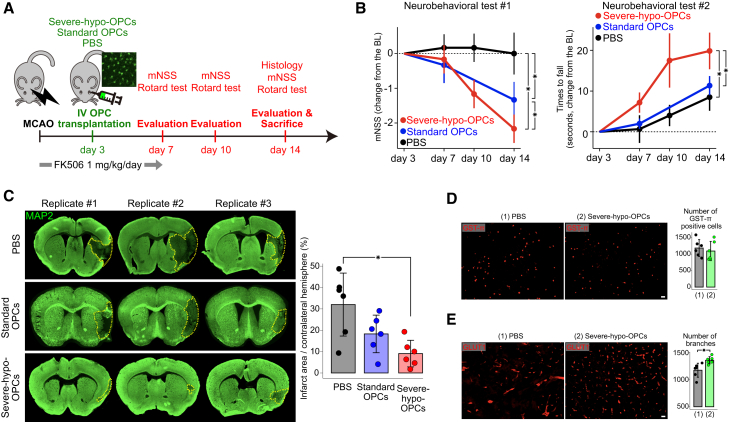
Intravenous transplantation of severe-hypo-OPCs facilitates post-tMCAO recovery by promoting angiogenesis (A) Intravenous (i.v.) transplantation of OPCs (severe-hypo-OPCs, standard OPCs, and PBS) was performed on day 3 post tMCAO. Serial neurobehavioral assessments and histological quantifications of the infarcted area were subsequently conducted. (B) Neurobehavioral tests confirmed accelerated recovery in the severe-hypo-OPC group. Circles indicate the mean, and error bars represent the standard deviation. Mann-Whitney U test with multiple comparisons adjusted using the Benjamini and Hochberg method, *p* < 0.05; *n* = 12 (control, biological replicates), *n* = 6 (severe-hypo-OPC, biological replicates), *n* = 6 (standard OPC, biological replicates). (C) MAP-2 immunofluorescence-based quantification of the infarcted area showed a reduced infarct size in the severe-hypo-OPC group. The yellow dashed line indicates the infarcted area. The tops of the bars represent the mean, and error bars indicate the standard deviation. Mann-Whitney U test with multiple comparisons adjusted using the Benjamini and Hochberg method, *p* < 0.05; *n* = 6 (control, biological replicates), *n* = 6 (severe-hypo-OPC, biological replicates), *n* = 6 (standard OPC, biological replicates). (D) The number of GST-π-positive cells remained unchanged between the control (phosphate-buffered saline [PBS]) and severe-hypo-OPC groups. The tops of the bars indicate the mean, and the error bars indicate the standard deviation. Scale bars, 50 μm. *n* = 3 (severe-hypo-OPC), *n* = 3 (standard OPC). (E) The number of branches in blood vessels was significantly higher in mice intravenously injected with severe-hypo-OPCs. The tops of the bars indicate the mean, and the error bars indicate the standard deviation. Scale bars, 50 μm. Mann-Whitney U test, ^∗^*p* < 0.05; *n* = 3 (severe-hypo-OPC), *n* = 3 (standard OPC).

Immunofluorescence analyses revealed that transplanted severe-hypo-OPCs expressed PDGFRα (Figure S4E) but did not express O4 or glutathione-S transferase (GST)-π (Figure S4F), suggesting that they remained immature and did not differentiate into oligodendrocytes. Approximately half of the transplanted severe-hypo-OPCs colocalized with ionized calcium-binding adaptor molecule-1 (Iba-1)-positive cells (Figure S4E), indicating that they were phagocytosed by microglia. Regarding the therapeutic mechanism of transplanted severe-hypo-OPCs, immunofluorescence showed no change in the number of GST-π-positive cells (Figure 4D), but vascular density and branching were significantly increased following severe-hypo-OPC transplantation (Figure 4E). Thus, these findings collectively indicated that intravenous transplantation of severe-hypo-OPCs efficiently reduced infarct size and improved stroke outcomes primarily by promoting angiogenesis rather than oligodendrogenesis.

### Oxygen tone contributes to regulating OPC phenotypic change during the tMCAO time course

Although the hypoxic response in *in vivo* oligogenic OPCs appeared lower compared to angiogenic OPCs, we still observed a marginally higher hypoxic response in *in vivo* oligogenic OPCs (cluster 3), as evidenced by OPC-specific HIF-1α activity (Figure 2A). This prompted us to investigate whether varying oxygen levels might differentially regulate OPC phenotypes and specifically contribute to the induction of *in vivo* oligogenic OPCs. To test this, we adjusted the oxygen concentration (2%, 3%, 5%, 10%, and 15% FiO_2_) in our *ex vivo* OPC cultures and quantified MBP protein levels as a marker of OPC maturation (Figure 5A). Strikingly, MBP protein levels varied significantly with oxygen concentration, with 3%–5% oxygen most effectively increasing MBP levels (Figures 5B and 5C), indicating that mild hypoxic preconditioning may enhance OPC maturation *ex vivo*.

**Figure 5:**
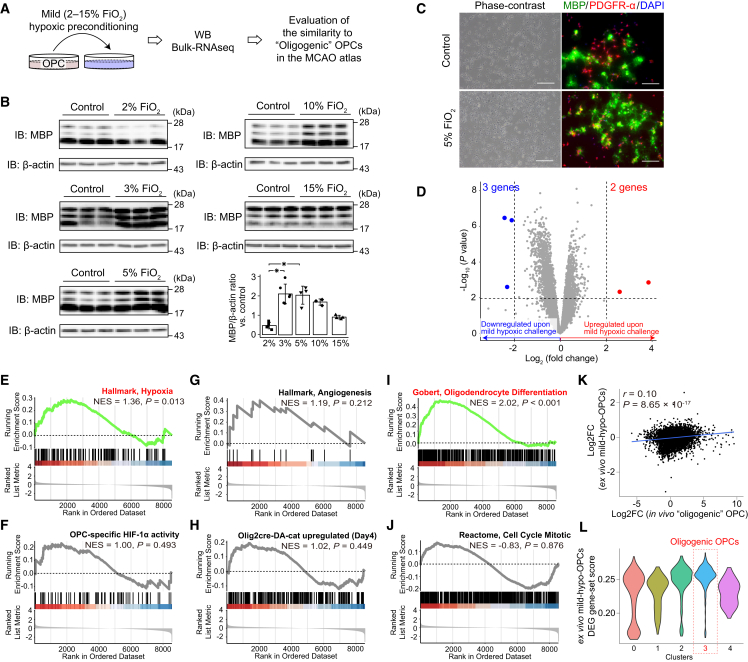
Mild hypoxic preconditioning directs *ex vivo* OPCs toward oligogenic OPCs To examine how mild hypoxia affects OPC maturation, we conducted MBP western blotting (WB), immunostaining, and bulk RNA-seq, comparing *ex vivo* mild hypoxia-preconditioned OPCs (mild-hypo-OPCs) with *in vivo* oligogenic OPCs. (A) Experimental design overview. (B) WB analysis showed that FiO_2_ levels of 3%–5% significantly increased MBP expression. Error bars represent standard deviation. Mann-Whitney U test with multiple comparisons adjusted using the Benjamini and Hochberg method, *p* < 0.05; *n* = 5 (control in 2%, biological replicates), *n* = 5 (2%, biological replicates), *n* = 6 (control in 3%, biological replicates), *n* = 6 (3%, biological replicates), *n* = 4 (control in 5%, biological replicates), *n* = 4 (5%, biological replicates), *n* = 3 (control in 10%, biological replicates), *n* = 3 (10%, biological replicates), *n* = 4 (control in 15%, biological replicates), *n* = 4 (15%, biological replicates). (C) Immunostaining confirmed robust MBP induction at 5% FiO_2_. (D) Bulk RNA-seq-based differentially expressed gene (DEG) analysis revealed minimal transcriptomic changes in *ex vivo* mild-hypo-OPCs. *n* = 3 (per group, biological replicates). (E–J) Gene set enrichment analysis (GSEA) showed increased activity in general hypoxia-related pathways (E), but no upregulation of HIF-1α signaling (F), angiogenesis (G), or WNT signaling (H). Importantly, GSEA revealed enhanced OPC differentiation toward oligodendrocytes (I), consistent with an oligogenic phenotype, without increases in mitotic activity (J). (K) DEG log_2_ fold changes between *in vivo* oligogenic OPCs and *ex vivo* mild-hypo-OPCs were weakly but significantly correlated. (L) Gene set scoring analysis in the transient middle cerebral artery occlusion (tMCAO) atlas showed a marginally increased DEG score of *ex vivo* mild-hypo-OPCs in oligogenic OPCs. NES, normalized enrichment score; Hallmark, Hallmark gene sets; DA-cat, dominant-active β-catenin; Reactome, Reactome pathway database.

To confirm whether mild hypoxic preconditioning truly accelerates OPC maturation and to determine whether the transcriptomic changes resemble those of *in vivo* oligogenic OPCs, we conducted bulk RNA-seq analysis of these mild hypoxic-preconditioned OPCs (mild-hypo-OPCs). 

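The bulk RNA-seq libraries were made from primary rat OPCs kept at an FiO2 of 5% (mild-hypo-OPCs) and from OPCs cultured without hypoxic preconditioning (standard OPCs). The paper's methods give an exposure of 6 days, and the labels of the deposited libraries give 6 hours. Each group had 6 deposited libraries, whereas the legend of Figure 5D gives n = 3 per group and does not name them. All 12 libraries were therefore analysed. Each was counted as a replicate by its label, and the errors would be too small if some of them came from the same culture. The authors prepared strand-specific libraries from 200 ng of total RNA, sequenced 76 bp paired-end reads, aligned them with STAR to the rat genome mRatBN7.2 and estimated gene expression with RSEM. The deposited values are whole-number counts for 30562 Ensembl genes, without normalization, and the paper's text does not name how RSEM's estimates were made whole. No count was recorded for 13171 of these genes in any library. Total counts ranged from 4111669 to 9022324 per library in mild-hypo-OPCs (median 4915674.5) and from 1356079 to 2797513 in standard OPCs (median 1952621), so that the ranges did not overlap and depth differed together with the condition. Ribosomal RNA genes took between 17.4% and 25.25% of the counts in mild-hypo-OPCs (median 19.565%) and between 23.87% and 38.42% in standard OPCs (median 32.15%). The filter was the one in the paper's methods, a counts-per-million (CPM) value above 10 in at least 1 library, and it left 8938 genes. Counts were scaled with edgeR's TMM factors, which lay between 1.08 and 1.23 in mild-hypo-OPCs and between 0.809 and 0.945 in standard OPCs. The groups were then compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the genes kept. The choice of scaling factors, the filter and the libraries included could each change the numbers. Log2 fold changes are given as mild-hypo-OPCs relative to standard OPCs throughout.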

DEG analysis revealed minimal overall gene expression changes compared to those induced by severe hypoxic preconditioning (Figure 5D). 

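In the comparison of 6 mild-hypo-OPC with 6 standard OPC libraries, 626 genes were higher and 1520 genes were lower in mild-hypo-OPCs at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test). Most of these differences were small. The median absolute log2 fold change of the called genes was 0.53, and 89.2% of them changed by less than 1 on the log2 scale. With the additional threshold of an absolute log2 fold change above 2, 1 gene was higher and 15 genes were lower. In 263 genes all 6 mild-hypo-OPC libraries lay above all 6 standard OPC libraries, and in 483 genes they all lay below. Such separation was found in 8.35% of the genes tested, against the 0.217% that chance gives for 6 libraries against 6. The direction of the calls depended most on the scaling factors. With library size only, 5515 genes were higher and 405 lower, because the median log2 fold change of all genes moved to 0.43. With upper-quartile scaling, 1136 genes were higher and 1255 lower. In the 3 libraries per group numbered 1 to 3, 53 genes were higher and 343 lower, and in those numbered 4 to 6, 569 were higher and 1381 lower. With log2 total count as a covariate, a setting chosen after seeing the data, 0 genes were higher and 43 lower at the adjusted threshold, and 217 were higher at an unadjusted p-value under 0.05. The total counts of the groups do not overlap, so this covariate takes up much of the group difference by construction. The paper states, with Figure 5D, that the changes were minimal compared with those after severe hypoxic preconditioning, whose libraries are not analysed here.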

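The gene with the lowest p-value among those higher in mild-hypo-OPCs was Nid1 (ENSRNOG00000002461), which encodes the basement membrane protein nidogen 1. It had 31.5 ± 2.13 CPM (SD, n = 6) in mild-hypo-OPCs and 12.2 ± 3.16 CPM (SD, n = 6) in standard OPCs, a log2 fold change of 1.33 (standard error 0.14, adjusted p = 3.82e-05 from edgeR's quasi-likelihood test). Of the genes whose libraries separated completely, Nid1, Klhl40, Casr, Tmem130 and Dpysl5 had the largest increases, with log2 fold changes from 1.09 for Dpysl5 to 1.33 for Nid1. Klhl40 and Tmem130 rested on few reads, with at most 10 counts per standard OPC library for Klhl40 and 9 for Tmem130. Only Hspa8-ps22 (ENSRNOG00000005811) exceeded a log2 fold change of 2 among the higher genes. It had 18 to 83 counts in the mild-hypo-OPC libraries, 8 counts in standard OPC replicate 3 and 0 in the other standard OPC libraries, and its name marks it as a pseudogene of Hspa8, with which it can share reads. Among the lower genes, LOC103690870 (ENSRNOG00000065954) fell from 17.5 ± 7.99 CPM (SD, n = 6) to 2.56 ± 0.629 CPM (SD, n = 6), a log2 fold change of -2.66 (standard error 0.30, adjusted p = 7.44e-05 from edgeR). Rps14 and Sec61g also separated completely, with log2 fold changes of -1.74 and -1.61. With log2 total count as a covariate, chosen after seeing the data, Nid1, Klhl40, Casr, Tmem130, Dpysl5, Hspa8-ps22, LOC103690870, Rps14 and Sec61g each lost the call, with adjusted p-values from edgeR between 0.0633 for Nid1 and 0.973 for Sec61g. Such a loss is partly built in, since the total counts of the groups do not overlap. Over 26 alternatives, this fit included, the log2 fold change of Nid1 lay between 1.097 and 1.759. That of Rps14 lay between -2.101 and -0.471, and that of Sec61g between -1.995 and -0.131. Tmem130 also lost its call in replicates 4 to 6 (adjusted p = 0.138 from edgeR). Ribosomal protein genes such as Rps14 have many pseudogene copies that can share their reads. Of the 15 lower genes beyond a log2 fold change of 2, 7 have no symbol in the deposited table. Of these, ENSRNOG00000069208 and ENSRNOG00000069391 have identical counts in every library, with a log2 fold change of -3.26, and ENSRNOG00000063733, ENSRNOG00000066757, ENSRNOG00000068496 and ENSRNOG00000071192 had -3.34, -2.21, -2.05 and -2.31. ENSRNOG00000063733 and ENSRNOG00000071192 rested on few reads, with at most 10 counts per mild-hypo-OPC library and 43 and 33 per standard OPC library. The most abundant of the 7, ENSRNOG00000070284, had 6821 ± 1546 CPM (SD, n = 6) in mild-hypo-OPCs and 39220 ± 30360 CPM (SD, n = 6) in standard OPCs. It had 68780 and 84000 CPM in standard OPC replicates 1 and 2, and 8085 in replicate 4, below the 9495 of mild-hypo-OPC replicate 6. Most of the 15 lower genes were likewise highest in standard OPC replicates 1 and 2. Cers1, LOC103690870 and LOC120099984 did not follow this profile. These genes vary together, so their calls are not independent. Tifab and Prelid1 had log2 fold changes of -2.15 and -2.16. Cers1 (-3.46) and LOC120099984 (-2.84) rested on few reads, with at most 31 and 14 counts in any library, and were not called by limma-voom (adjusted p = 0.129 and 0.177) or DESeq2 (adjusted p = 0.314 and 0.159). The call of Cers1 was also lost without standard OPC replicate 3 (adjusted p = 0.0614 from edgeR), and that of LOC120099984 in 7 of the 11 fits that left out 1 library and kept the gene, for example without standard OPC replicate 3 (adjusted p = 0.132 from edgeR). In replicates 4 to 6, Prelid1, Urm1 and ENSRNOG00000068496 were not called (adjusted p = 0.219, 0.0746 and 0.0567 from edgeR). For Selenow, Tmem125 and Urm1 the change beyond 2 was in the lower-count of 2 Ensembl genes with that symbol. The other gene of the pair had a log2 fold change of -0.66 for Selenow, -0.04 for Tmem125 and -0.67 for Urm1. The Tmem125 gene beyond 2 (-2.07) had at most 28 counts in any library. It was not called by limma-voom (adjusted p = 0.0805) but was by DESeq2 (adjusted p = 0.0115).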

GSEA and DEG analyses relative to standard OPCs showed that mild hypoxic preconditioning induced subtle hypoxia-associated transcriptomic changes (Figure 5E) but did not significantly increase HIF-1α activity (Figure 5F), angiogenesis (Figure 5G), or WNT pathway activity (Figure 5H). 

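The gene sets of Figures 5E to 5H were not used here, and lists assembled by hand from general knowledge of each response stand in their place. Preranked GSEA on the log2 fold changes was run with fgsea, which permutes genes, with adjustment over 6 lists. The hypoxia-response list (58 of 92 genes tested) had an NES of 0.98 (gene permutation, adjusted p = 0.570), and the HIF-1 target list (26 of 40 genes tested) an NES of 1.17 (adjusted p = 0.321). Genes of the hypoxia-response list went both ways. For example, P4ha1, Pfkl, Hmox1 and Ero1a were higher with log2 fold changes of 0.47, 0.64, 0.63 and 0.43, while Higd1a, Bnip3 and Bnip3l were lower with -0.81, -0.69 and -0.46. In total 7 genes of this list were called higher and 8 lower. The mean expression of the list per library was 5.28 ± 0.02 log2 CPM (SD, n = 6) in mild-hypo-OPCs and 5.24 ± 0.04 log2 CPM (SD, n = 6) in standard OPCs. The difference of 0.03 was not larger than the spread between libraries (two-sided exact permutation test, p = 0.117, adjusted p = 0.146). For the HIF-1 target list the difference was 0.06 (exact permutation test, p = 0.121, adjusted p = 0.146). The angiogenic-factor list (12 of 40 genes tested) had an NES of 0.80 (adjusted p = 0.749) and a difference of 0.06 (exact permutation test, adjusted p = 0.275). The WNT-target list (15 of 34 genes tested) had an NES of 1.28 (adjusted p = 0.321), whereas its mean per library was higher by 0.12 log2 CPM in mild-hypo-OPCs (exact permutation test, p = 0.0173, adjusted p = 0.0346), and all 6 mild-hypo-OPC libraries lay above the mean of standard OPCs. This call was lost without standard OPC replicate 3, 4 or 6 (exact permutation test, adjusted p = 0.0693 for each).

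**Figure D1:**
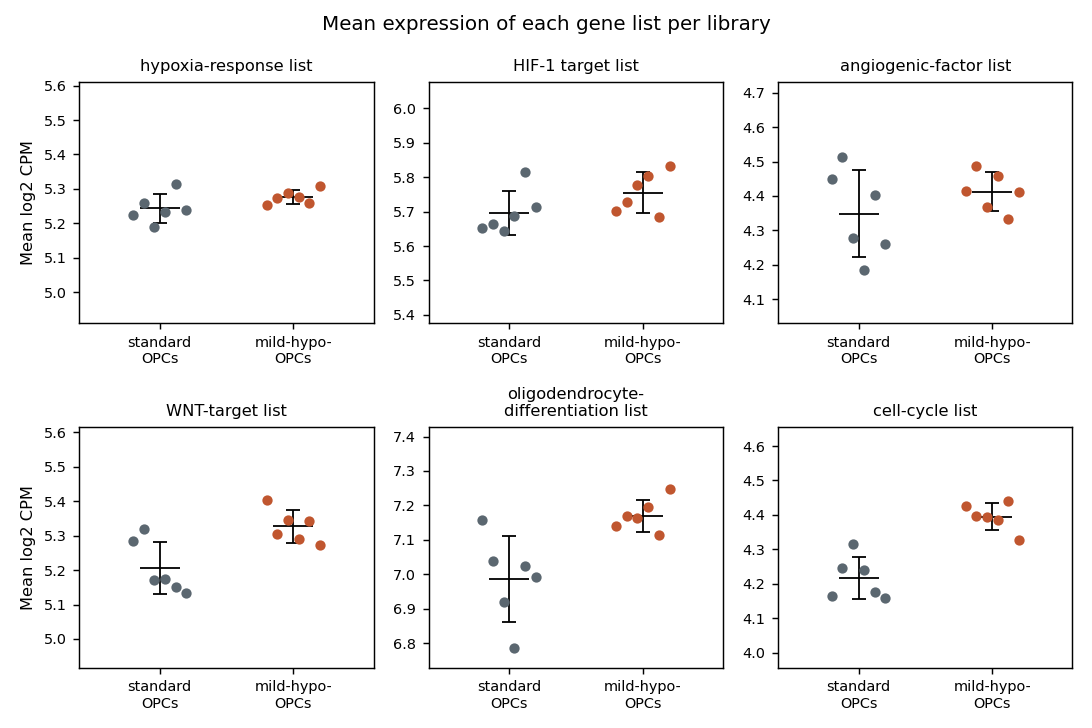
Mean log2 CPM over the tested genes of each of the 6 lists, 1 point per library, for standard OPCs and mild-hypo-OPCs. Horizontal marks are group means and error bars are SDs over 6 libraries. The groups do not overlap for the cell-cycle list and overlap for the other 5 lists.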

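The alternative that moved the list means most was scaling by library size only. Under it the hypoxia-response difference was 0.47 (exact permutation test, adjusted p = 0.00217), and the HIF-1 target and angiogenic-factor lists were also called higher (0.49 for each). This scaling moved the median log2 fold change of all genes to 0.43, so these calls do not single out the lists. By GSEA with this scaling none of them was called. The adjusted p (gene permutation) was 0.151 for the hypoxia-response list and 0.0959 for the HIF-1 target and angiogenic-factor lists. With upper-quartile scaling the hypoxia-response difference was 0.10 (exact permutation test, adjusted p = 0.00433) and that of the HIF-1 target list 0.13 (exact permutation test, adjusted p = 0.00779). Without the expression filter the hypoxia-response, HIF-1 target and angiogenic-factor lists were called higher by 0.10, 0.14 and 0.20. With the trend on gene span removed, a setting chosen after seeing the data, the hypoxia-response and HIF-1 target lists were called higher by 0.09 and 0.08. With the median over genes the HIF-1 target list was called lower (-0.20, exact permutation test, adjusted p = 0.0390). The hypoxia-response list was also called higher without mild-hypo-OPC replicate 1, mild-hypo-OPC replicate 2 or standard OPC replicate 5 (exact permutation tests, adjusted p = 0.0260, 0.0468 and 0.0260). The HIF-1 target list was called higher without mild-hypo-OPC replicate 1, 2 or 5 or standard OPC replicate 5, with differences of 0.10, 0.09, 0.10 and 0.08. By GSEA (gene permutation) the adjusted p of the hypoxia-response list lay between 0.0357 and 0.923 over 27 alternatives. It was lowest with log2 total count as a covariate, chosen after seeing the data, under which the HIF-1 target list was also called higher (adjusted p = 0.00896 by gene permutation). The WNT-target list was called higher by GSEA without the expression filter (adjusted p = 0.0397 by gene permutation) and by fry (adjusted p = 0.0335), and not by camera (adjusted p = 0.191 with a preset and 0.313 with an estimated correlation). The call of its mean was also lost under filterByExpr (0.13) and, in settings chosen after seeing the data, with protein-coding genes only (0.15) and after thinning every library to the smallest total (0.10).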

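Among the single genes that the paper ties to these pathways, Hif1a had a log2 fold change of 0.19 (standard error 0.08, adjusted p = 0.110 from edgeR), Vegfa of -0.19 (standard error 0.16, adjusted p = 0.440 from edgeR) and Wnt7a of 0.15 (standard error 0.17, adjusted p = 0.542 from edgeR). Hif1a was called higher with DESeq2 (0.20, adjusted p = 0.0431) and, in edgeR, with upper-quartile scaling (0.26, adjusted p = 0.0341) and with library size only (0.63, adjusted p = 1.55e-05), and was -0.04 with log2 total count as a covariate, chosen after seeing the data. With library size only Wnt7a was also called higher (0.58, adjusted p = 0.00699 from edgeR). Vegfa had 71 to 124 counts per mild-hypo-OPC library and 11 to 50 per standard OPC library, so a small change was not detectable at this depth, and with library size only its log2 fold change was 0.24. Cxcr4 was below the filter, with 14 to 31 counts in mild-hypo-OPCs and 3 to 9 in standard OPCs. Scaled for depth, it was not called without the filter (-0.10, standard error 0.32, adjusted p = 0.865 from edgeR). The same held with filterByExpr (-0.14, standard error 0.28, adjusted p = 0.793 from edgeR).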

Consistent with the observed increase in MBP protein levels (Figure 5B), GSEA analysis demonstrated a clear promotion of OPC differentiation toward oligodendrocytes (Figure 5I). 

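A list of 64 oligodendrocyte-differentiation genes, also assembled by hand, had 49 genes tested and an NES of 2.26 (GSEA by gene permutation, adjusted p = 1.94e-05). In this list 16 genes were called higher and 3 lower. Gpr17, Cldn11, Gpr37 and Mag were higher with log2 fold changes of 0.45, 0.54, 0.68 and 0.47, and Ninj2, Qdpr and Evi2a were lower with -0.57, -0.34 and -0.33. The mean of the list per library was 7.17 ± 0.05 log2 CPM (SD, n = 6) in mild-hypo-OPCs and 6.99 ± 0.13 log2 CPM (SD, n = 6) in standard OPCs. The difference of 0.18 was larger than the spread between libraries (two-sided exact permutation test, p = 0.00649, adjusted p = 0.0195), although the ranges overlapped. With the median over the list's genes in place of the mean, the difference was 0.04 (exact permutation test, adjusted p = 0.665). The call by camera with a preset inter-gene correlation (adjusted p = 0.000259) held under fry (adjusted p = 0.0194) and did not hold with the correlation estimated from the libraries (adjusted p = 0.313). The GSEA call (gene permutation) was lost without the expression filter (adjusted p = 0.228) and, in a setting chosen after seeing the data, with log2 total count as a covariate (adjusted p = 0.167). Mbp (ENSRNOG00000016516) had 7132 ± 453.9 CPM (SD, n = 6) in mild-hypo-OPCs and 5851 ± 949.8 CPM (SD, n = 6) in standard OPCs, a log2 fold change of 0.29 (standard error 0.11, adjusted p = 0.0555 from edgeR). It passed the threshold with limma-voom (adjusted p = 0.0253) and DESeq2 (adjusted p = 0.0209). In edgeR it also passed with library size only (adjusted p = 8.83e-05), upper-quartile scaling (0.0202), no filter (0.0430), at least 10 counts in every library (0.0498), replicates 4 to 6 only (0.0322), without mild-hypo-OPC replicate 1 (0.0426) or standard OPC replicate 1 (0.0153), and, chosen after seeing the data, with protein-coding genes only (0.0215). Myrf had a log2 fold change of 0.38 (standard error 0.13, adjusted p = 0.0442 from edgeR), and this call was lost in 7 of the 12 fits that each left out 1 library. Without standard OPC replicate 4, for example, its adjusted p in edgeR was 0.103. The call was also lost in replicates 1 to 3 (adjusted p = 0.298 from edgeR), and the change was -0.41 with log2 total count as a covariate. The changes in Mog (0.15, adjusted p = 0.578 from edgeR) and Bcas1 (-0.03, adjusted p = 0.827 from edgeR) were not called, and with library size only both were called higher (0.57 and 0.40, adjusted p = 0.00739 and 0.00248 from edgeR). Of the OPC-state genes the paper names, 11 were tested and 1 was called over all genes, with 0 called when adjusted over the list alone and 4 at an unadjusted p under 0.05. Among those not called over all genes were Sox10, Olig2, Pdgfra and Cspg4, with log2 fold changes of 0.23, 0.08, 0.05 and 0.22. With library size only these 4 genes were called higher by 0.67, 0.52, 0.49 and 0.66 (adjusted p from 4.57e-05 for Sox10 to 0.000317 for Pdgfra, edgeR). Sox10 was also called higher with upper-quartile scaling (adjusted p = 0.0325 from edgeR), in replicates 4 to 6 (0.0185) and without standard OPC replicate 1 (0.0229). With the trend on gene span removed, chosen after seeing the data, Sox10 and Olig2 were called higher (adjusted p = 0.0252 and 0.00474 from edgeR).

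**Figure D2:**
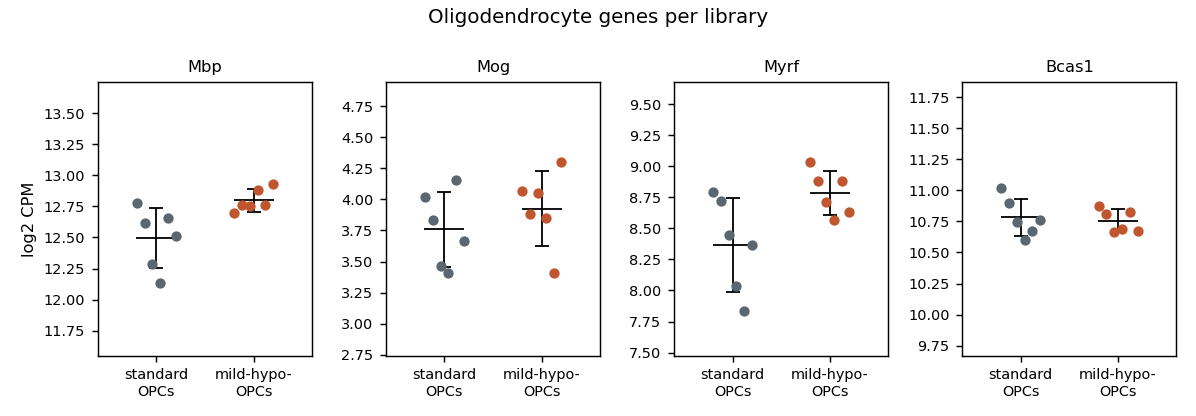
Expression of Mbp, Mog, Myrf and Bcas1 in log2 CPM, 1 point per library, for standard OPCs and mild-hypo-OPCs. Horizontal marks are group means and error bars are SDs over 6 libraries. The groups overlap for each of these genes.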

Although no upregulation of cell cycle activity was observed in mild-hypo-OPCs (Figure 5J), correlation analysis of log2 fold changes in DEGs between mild-hypo-OPCs and *in vivo* oligogenic OPCs revealed a weak but significant positive correlation (*rho* = 0.10, Figure 5K). Furthermore, gene set scoring analysis showed a mild upregulation of DEG scores from *ex vivo* mild-hypo-OPCs in *in vivo* oligogenic OPCs (Figure 5L).

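For cell cycle activity, 74 of the 97 genes of a hand-assembled cell-cycle list were tested, which is not the gene set of Figure 5J. The list had an NES of 2.22 by GSEA (gene permutation, adjusted p = 3.41e-06) in mild-hypo-OPCs relative to standard OPCs. Genes called higher included Uhrf1, Mcm5, Mcm6 and Top2a, with log2 fold changes of 0.71, 0.62, 0.65 and 0.43. Genes not called went both ways. For example, Mki67, Cdk1 and Cdc20 had -0.19, -0.01 and -0.065, and Bub1 and Aurkb had 0.363 and 0.282. In total 11 genes of the list were called higher and 4 lower, the latter including Cks1b and Birc5 with -0.44 and -0.51. The mean of the list per library was 4.39 ± 0.04 log2 CPM (SD, n = 6) in mild-hypo-OPCs and 4.22 ± 0.06 log2 CPM (SD, n = 6) in standard OPCs. The difference of 0.18 was small but exceeded the spread between libraries, and every mild-hypo-OPC library lay above every standard OPC library (two-sided exact permutation test, p = 0.00217, the smallest p that 6 libraries against 6 allow, adjusted p = 0.0130). The set test camera gave an adjusted p of 0.000259 with a preset correlation and 0.00591 with an estimated one, and fry gave 0.00118. By GSEA, camera and fry, the adjusted p of this list over 30 alternatives lay between 1.41e-08 and 0.00896. The total counts of the groups do not overlap. An effect of mild hypoxia and a difference in preparation that goes with depth therefore cannot be told apart for this list.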

Consistent with our prediction from the tMCAO atlas that the characteristics of *in vivo* oligogenic OPCs may be influenced by cytokines (Figure 2A), correlation analysis of log2 fold changes in DEGs between *ex vivo* IFN-γ-treated OPCs, DEX-treated OPCs, and *in vivo* oligogenic OPCs revealed significant positive correlations for IFN-γ treatment and negative correlations for DEX treatment (Figure S5A). Cell-cell interaction analysis of the tMCAO atlas indicated increased interaction strength between oligogenic OPCs and various glial cells, including microglia, astrocytes, and neurons (Figure S5B), consistent with the notion that oligogenic OPCs may promote myelination through interactions with multiple cell types during the subacute and chronic phases (Shi et al., 2021a). Thus, these findings collectively suggest that while mild hypoxia likely contributes, at least partially, to the emergence of *in vivo* oligogenic OPCs in the chronic stage post tMCAO, mild hypoxia preconditioning alone was insufficient to faithfully recapitulate the characteristics of *in vivo* oligogenic OPCs in our *ex vivo* OPC cultures. Therefore, cytokines and interactions with other cell types also play a crucial role in the induction of *in vivo* oligogenic OPCs.

## Discussion

In this study, by assembling and analyzing scRNA-seq data after tMCAO, we successfully transcriptionally characterized distinct OPC populations that preferentially emerged at specific time points following acute ischemic stroke. One population, termed angiogenic OPCs, appeared 3 days post tMCAO and was predicted to be induced by severe hypoxia. These OPCs appeared to be regulated by HIF-1α, promoting angiogenesis through the WNT and VEGF signaling pathways while also being attracted to endothelial cells via the CXCR4-CXCL12 axis. Notably, severe hypoxic preconditioning enabled *ex vivo* OPCs to acquire transcriptomes faithfully mirroring those of *in vivo* angiogenic OPCs. Importantly, transplantation of these *ex vivo* severe-hypo-OPCs effectively mitigated tMCAO-induced motor deficits and reduced infarct size, primarily through their pro-angiogenic activity. It is noteworthy that in the tMCAO model, at day 3–5 after stroke, the infarct is not yet fully matured; additional neuronal loss continues beyond this time point (Bellut et al., 2023; Buscemi et al., 2019). Therefore, it is reasonable to consider that OPC transplantation at day 3 may not directly rescue pan-necrotic tissue but could instead promote the initiation of repair processes, such as angiogenesis, thereby preventing ongoing secondary neuronal injury and facilitating tissue recovery. Another population, termed oligogenic OPCs, emerged 14 days post tMCAO and was predicted to contribute to myelination. Integration with *ex vivo* experiments suggested that mild hypoxic preconditioning partially contributed to the generation of *in vivo* oligogenic OPCs. Thus, our study highlights oxygen tone as a crucial determinant in OPCs acquiring protective phenotypes appropriate to specific time points after ischemic stroke, underscoring that a deep understanding and replication of this adaptive response are key to successfully developing OPC-based cell transplantation therapies.

Extensive previous research has documented the dynamic and complex biological changes occurring over the course of acute ischemic stroke, using various models, including the widely used tMCAO model. In the acute phase (within 24 h), there is a marked upregulation of inflammation- and apoptosis-related genes in the ischemic brain (Lu et al., 2004), driven by the infiltration of inflammatory cells, predominantly neutrophils and other innate immune cells (Cai et al., 2020), along with substantial neuronal loss (Buscemi et al., 2019; Garcia et al., 1995). In the subacute phase (3–7 days later), angiogenesis becomes detectable (Kanazawa et al., 2019). In the chronic phase, the infiltration of adaptive immune cells increases, and brain repair processes, such as remyelination, are activated (Ito et al., 2019; Shi et al., 2021a). Regarding OPCs, existing evidence indicates that OPCs proliferate, migrate toward the lesion, and accumulate in the peri-infarct region following cerebral ischemia (Bonfanti et al., 2017; Jiang et al., 2011). Notably, prior reports suggest that nearly all OPCs migrating into the peri-infarct region fail to differentiate or mature until the chronic phase (Bonfanti et al., 2017; Jiang et al., 2011), implying functional roles beyond myelination during the acute and subacute phases.

Despite this, surprisingly few studies have specifically examined the spatiotemporal transcriptional changes in OPCs after tMCAO. This lack of research likely stems from the fact that OPCs represent a relatively small and underrepresented cell population, making them challenging to study in isolation. Consequently, a meta-analysis approach, such as ours, provides a powerful strategy to uncover the dynamic changes within these rare cell populations (Oki et al., 2018; Zou et al., 2024). Importantly, our meta-analysis approach, for the first time at the transcriptomic level, highlights the remarkable adaptability of OPCs as they dynamically shift their functions—playing a critical role in angiogenesis during the subacute phase and contributing to remyelination during the chronic phase. Moreover, our study reveals that oxygen tone serves as a crucial factor sensed by OPCs to spatiotemporally acquire specific characteristics post stroke, a phenomenon partially shared with the developing brain (Allan et al., 2021; Yuen et al., 2014), to facilitate recovery after acute ischemic stroke. Critically, our tMCAO atlas revealed that these functional adaptations naturally occur in only a small subset of OPCs in the adult brain following ischemic stroke. This limited natural adaptation underscores the therapeutic potential of our proposed strategy—preconditioning OPCs *ex vivo* to induce “protective functional adaptations” before transplantation—positioning them as an ideal target for cell-based therapies aimed at enhancing stroke recovery. In this context, given that (1) both human and mouse studies have shown that post-stroke angiogenesis correlates with improved outcomes (Berkhemer et al., 2016; Greenberg, 2015), (2) our findings indicate that angiogenic OPCs are among the primary contributors to angiogenesis within brain-resident cells, and (3) severe hypoxic preconditioning *ex vivo* faithfully induced angiogenic OPCs, we propose that enhancing angiogenesis through the transplantation of *ex vivo* severely hypoxia-preconditioned angiogenic OPCs represents a theoretically robust strategy.

We have to acknowledge that although this study successfully characterized dynamic OPC functional adaptations at the transcriptomic level, many questions remain unanswered. The factors limiting the broader induction of angiogenic and oligogenic OPC phenotypes remain unclear. One possible contributor is inflammation, though other mechanisms may also play a role, warranting further investigation. Additionally, exploring the potential mutual transformation between angiogenic OPCs and oligogenic OPCs is particularly intriguing. Our results showed that transplanted angiogenic OPCs did not express maturation markers, even after entering the chronic phase post tMCAO, and trajectory analysis predicted distinct developmental paths for angiogenic and oligogenic OPCs.

Another unresolved question concerns the origin of angiogenic and oligogenic OPCs. Resident OPCs expand in the peri-infarct region, while subventricular zone (SVZ) progenitors can migrate into ischemic areas and generate oligodendrocyte lineage cells (Menn et al., 2006). Their relative contribution appears to be lesion dependent—peri-striatal infarcts involving more SVZ input—whereas distal cortical lesions may rely predominantly on resident OPCs, possibly with additional input from meningeal-derived OPCs (Maki et al., 2013). Our histochemical analyses showed that angiogenic OPCs preferentially reside in the peri-infarct cortex, whereas oligogenic OPCs were enriched at the peri-infarct corpus callosum with its adjacent regions, in proximity to the SVZ. These findings suggest that the origins of the two OPC subtypes may differ; however, rigorous lineage-tracing studies will be required to definitively resolve this question. Finally, we should acknowledge that although our study focused exclusively on tMCAO, other models—such as permanent middle cerebral artery occlusion (MCAO), thromboembolic occlusion, or photothrombosis—offer complementary strengths (Macrae, 2011; Matur et al., 2023), and future studies using these approaches will be valuable to confirm the external validity of our findings.

In conclusion, by assembling and analyzing scRNA-seq data, we delineated the temporal transcriptional changes of OPCs following ischemic stroke, identifying two functionally distinct populations: angiogenic OPCs, which support angiogenesis in the subacute phase, and oligogenic OPCs, which contribute to remyelination in the chronic phase. Furthermore, we successfully induced *ex vivo* OPCs with transcriptomic characteristics similar to angiogenic OPCs through severe hypoxic preconditioning. Importantly, intravenous transplantation of these hypoxia-conditioned OPCs significantly enhanced post-stroke recovery by promoting angiogenesis in a stroke mouse model. Finally, we demonstrated that mild hypoxia partially contributes to the generation of oligogenic OPCs. Thus, after acute ischemic stroke, OPCs sense oxygen tone and undergo phenotypic shifts that enable them to fulfill stage-specific reparative roles, thereby facilitating recovery. Understanding and harnessing these adaptations offer promising therapeutic avenues for ischemic stroke, beyond current treatments that primarily focus on rapid reperfusion.

## Methods

### Experimental design

We assembled publicly available scRNA-seq data from the *in vivo* tMCAO murine model to characterize OPC temporal transcriptomic change. Controlled laboratory experiments were then conducted, including immunohistochemical staining of the *in vivo* tMCAO murine model, *ex vivo* perturbations of OPCs, and their subsequent transplantation back into the *in vivo* tMCAO murine model.

### tMCAO atlas

To identify relevant datasets, we searched the NCBI BioProject database on December 1, 2023, using the following search terms:

(“tMCAO” [All Fields] AND “single cell” [All Fields]) OR (“middle cerebral artery occlusion” [All Fields] AND “single cell” [All Fields]) OR (“tMCAO” [All Fields] AND “scRNAseq” [All Fields]) OR (“middle cerebral artery occlusion” [All Fields] AND “scRNAseq” [All Fields]).

Inclusion criteria required raw FASTQ data generated using the 10× Genomics Chromium platform to ensure uniform pipeline processing. Only datasets with multiple samples from multiple studies at the same time point were included to distinguish biological changes from batch effects. For eligible datasets, raw FASTQ files were mapped to the mouse reference transcriptome (mm10) using the pre-built reference from the 10× Genomics website (https://www.10xgenomics.com/) via the cellranger count command in CellRanger v.7.2.0. Each count matrix was analyzed using Seurat (v.5.0.1) in R (v.4.3.0), following best practices for scRNA-seq (Heumos et al., 2023). Detailed uniform quality control procedures and bioinformatics analyses for scRNA-seq data, as well as bulk RNA-seq data processing and analysis, are described in the supplemental methods.

### Animals

Male C.B-17/Icr-+/+Jcl mice (10–12 weeks old, 18–33 g; Clea Japan, Tokyo, Japan, RRID: IMSR_JCL:JCL:mID-0004) were used. Our study exclusively examined male mice. It is unknown whether the findings are relevant for female mice.

### tMCAO procedure

The standard intraluminal tMCAO method was employed (Kishida et al., 2019). Mice were anesthetized with 2%–4% isoflurane (FUJIFILM Wako, Osaka, Japan; catalog no. 099-06571) in a 50% N_2_O/50% O_2_ mixture. Body temperature was maintained at 37°C–38°C using a heating pad and lamp (UNIQUE MEDICAL, Tokyo, Japan; catalog no. ATC-101B-MS). A midline incision was made to expose the left common carotid artery, where a 0.22 mm Doccol filament (Doccol, Sharon, MA, USA; catalog no. 602256PK10) was inserted up to the middle cerebral artery origin. Reperfusion was established after 60 min by filament withdrawal. tMCAO success was confirmed by laser Doppler flowmetry (Omegawave, Tokyo, Japan; catalog no. FLO-C1), ensuring at least an 80% reduction in cerebral blood flow during ischemia. Of 28 mice, 20 underwent successful tMCAO, while 8 died postoperatively.

### Immunohistochemistry

Mouse brains were collected after perfusion with PBS (Nacalai Tesque, Kyoto, Japan; catalog no. 14249-24) and 4% PFA (Nacalai Tesque; catalog no. 09154-85) and then fixed in 4% PFA for 24 h and preserved in 20% sucrose. Coronal sections (20 μm) were rinsed with PBS, blocked with 3% BSA (Nacalai Tesque; catalog no. 01281-26), and incubated overnight at 4°C in 0.3% BSA with primary antibodies, including the following:

(1) Anti-MAP-2 (Proteintech; catalog no. 17490-1-AP; RRID: AB_2137880) at 1:500
(2) Anti-PDGFRα (Bio-Techne; catalog no. AF1062; RRID: AB_2236897) at 1:200
(3) Anti-glucose transporter-1 (GLUT-1) (Merck Millipore; catalog no. 07–1401; RRID: AB_1587074) at 1:200
(4) Anti-GST-π (MBL; catalog no. 311-H; RRID: AB_591790) at 1:200
(5) Anti-doublecortin (Abcam; catalog no. ab18723; RRID: AB_732011) at 1:200
(6) Anti-Iba-1 (FUJIFILM Wako; catalog no. 011-27991; RRID: AB_2935833) at 1:200

After three PBS washes, sections were incubated for 1 hour at room temperature with secondary antibodies, including the following:

(1) Anti-rabbit Alexa Fluor 594 (Thermo Fisher Scientific; catalog no. A-21207; RRID: AB_141637) at 1:500
(2) Anti-goat Alexa Fluor 594 (Thermo Fisher Scientific; catalog no. A-11058; RRID: AB_2534105) at 1:500

The sections were washed again, mounted with DAPI (Thermo Fisher Scientific; catalog no. 62247), and imaged using a fluorescence microscope (KEYENCE BZ-X710, Keyence, Osaka, Japan) or a confocal microscope (Olympus FV1000, Olympus, Tokyo, Japan).

### Isolation of primary oligodendrocyte lineage cells

OPCs were isolated as previously described (Kishida et al., 2019). Cerebral cortices from P1 or P2 wild-type Sprague-Dawley rats (Shimizu Laboratory Supplies, Kyoto, Japan; RRID:MGI:5651135) were dissected, minced, and digested into a single-cell suspension using 0.25% trypsin-EDTA (Thermo Fisher Scientific; catalog no.25200056) and DNase I (Sigma-Aldrich; catalog no. D5219-500μg) at 37°C for 15 min. After filtration through a 40-μm cell strainer (Corning; catalog no. 352340), cells were plated in poly-D-lysine-coated (Sigma-Aldrich; catalog no. P0421-100MG) flasks with DMEM (FUJIFILM Wako; catalog no. 043-30085), 1% penicillin/streptomycin (Nacalai Tesque; catalog no. 26253-84), and 20% heat-inactivated fetal bovine serum (Biosera; catalog no. FB-1365/500). Once confluent (∼10 days), microglia were removed by shaking at 220 rpm for 1 h at 37°C, followed by a medium change and overnight shaking (20 h). Non-adherent cells were plated on uncoated culture dishes for 1 h at 37°C to eliminate residual astrocytes and microglia. The remaining cells were seeded on poly-L-ornithine-coated (Sigma-Aldrich; catalog no. P3655-100MG) plates at 20,000 cells/cm^2^ in Neurobasal Medium (Thermo Fisher Scientific; catalog no. 21103049) with 1% penicillin/streptomycin, 2 mM glutamine (Nacalai Tesque; catalog no.16948-04), 10 ng/mL FGF-2 (Thermo Fisher Scientific; catalog no. PTI-100-18B-50), 10 ng/mL PDGF-AA (Thermo Fisher Scientific; catalog no.PTI-100-13A-10), and 2% B27 supplement (Thermo Fisher Scientific; catalog no.17504044). Six days post plating, OPCs underwent 0.1% oxygen-glucose deprivation for 6 h to induce severe hypoxia, followed by exposure to 2%, 3%, 5%, 10%, or 15% FiO_2_ for 6 days under mild hypoxia. Due to the high cytotoxicity of 0.1% oxygen-glucose deprivation, cells were only assessed at 6 h. For transplantation, hypoxic-preconditioned OPCs were dissociated using 5 mL Accumax (Innovative Cell Technologies; catalog no. AM105-500ML), and 7.5×10^5^ cells were suspended in 5 μL PBS.

### OPC transplantation

tMCAO was performed in 32 mice, with 8 excluded due to death before day 3. The remaining 24 mice were randomly assigned on day 3 to one of three groups: control (*n* = 12), standard OPC (*n* = 6), and severe-hypo-OPC (*n* = 6). Under anesthesia, all mice received orbital injections as follows:

(1) Control group: 5 μL PBS
(2) Standard OPC group: 7.5 × 10^5^ CAG-EGFP-tagged standard OPCs in 5 μL PBS
(3) Severe-hypo-OPC group: 7.5 × 10^5^ CAG-EGFP-tagged severe-hypo-OPCs in 5 μL PBS

All mice received intraperitoneal FK506 (1 mg/kg/day; FUJIFILM Wako; catalog no. 063-06071) and 500 μL normal saline daily from days 1–7 post tMCAO.

### Neurobehavioral and infarct volume measurements

We assessed mNSS by a blinded evaluator on days 3, 7, 10, and 14, following a standardized 0–18 scale that includes motor, sensory, beam balance, and reflex tests. Rotarod tests were conducted on the same days using an accelerating rotarod (Ugo Basile; catalog no. 47650) set to increase from 0 to 40 rpm over 4 min. The average time to fall was recorded over two trials. Mice were sacrificed on day 14, and brains were sectioned into 20 μm coronal slices. Five sections (+1.0, +0.5, 0, −0.5, and −1.0 mm relative to bregma) were stained with anti-MAP-2. A blinded investigator captured images using a fluorescence microscope (KEYENCE BZ-X710) and analyzed them in TIFF format using ImageJ 1.53a. The infarct area was calculated as follows:

(1) The contralateral hemisphere area (A) and the ipsilateral hemisphere area excluding the infarct zone (B) were measured.
(2) Infarct area = (A − B)/A (%).
(3) Infarct areas were multiplied by the section interval (0.5 mm) and summed to determine total infarct volume.

### Evaluation of angiogenesis and oligodendrogenesis

Coronal brain sections (20 μm) were stained with anti-GLUT-1 (1:200) or anti-GST-π (1:200). Four penumbra regions surrounding the infarct were analyzed in sections at +0.5, 0, and −0.5 mm relative to the bregma. Images were captured at 20× magnification and analyzed using ImageJ. Angiogenesis was assessed by counting the total number of vessel branches in 12 regions (4 per section, 3 sections). Oligodendrogenesis was quantified by counting GST-π-positive oligodendrocytes in the same regions.

### Evaluation of spatial distribution of angiogenic and oligogenic OPCs

Coronal brain sections (20 μm) were stained with anti-BCAS1 (1:200), anti-VEGFA (1:200), and anti-OLIG2 (1:200). Four penumbra regions surrounding the infarct were analyzed in sections at +0.5 mm relative to the bregma. Images were captured at 20× magnification and analyzed. On day 3 after MCAO, the proportion of VEGFA^+^ OLIG2^+^ angiogenic OPCs among total OLIG2^+^ oligodendrocyte lineage cells was compared between the peri-infarct cortex and the peri-infarct corpus callosum with its adjacent regions. On day 14 after MCAO, the proportion of BCAS1^+^ OLIG2^+^ oligogenic OPCs was compared between these regions.

### Statistical analysis

Statistical analyses were primarily conducted by K.T., who is certified by the Japan Statistical Society (grade 2), using custom R scripts. The Mann-Whitney U test and Spearman’s rank correlation coefficients (*rho*) were used for between-group comparisons and correlation analyses, respectively, as the assumption of normal distribution was often not met. Throughout the study, multiple testing was adjusted using the Benjamini and Hochberg method. Two-sided *p* values <0.05 were considered statistically significant. Values are presented as mean ± standard deviation.

### Study approval

All procedures adhered to Kyoto University’s animal experimentation guidelines and were approved by its Ethical Committee.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Takakuni Maki ().

### Materials availability

All materials and lines generated in this study are available from the lead contact.

### Data and code availability

• All data are available in the main text or supplemental information including Supporting Data Values file. The MCAO atlas datasets—including both the full dataset and the OPC-only subset—have been deposited in the Single-Cell Portal under accession numbers SCP3078 (https://singlecell.broadinstitute.org/single_cell/study/SCP3078) and SCP3080 (https://singlecell.broadinstitute.org/single_cell/study/SCP3080), respectively.
• All R code, statistical source data, and data used to generate the figures have been deposited in the Open Science Framework (https://osf.io/a3tc8/).
• Sequence data generated in our study have been deposited in GEO under accession number GSE275670.

## Acknowledgments

The authors would like to thank other members of our department for their support. This work was funded by the 10.13039/501100001700Ministry of Education, Culture, Sports, Science and Technology Japan (Grant-in-Aid for Scientific Research C) 20K06853 (T.M.), 10.13039/501100002241Japan Science and Technology Agency (Moonshot R&D) JPMJMS2024 (T.M.), and 10.13039/501100001691Japan Society for the Promotion of Science (Grant-in-Aid for Young Scientists) JP22K18178 (K.T.). The graphical abstract preparation was supported by Editage.

## Author contributions

Conceptualization, Y.K., K.Y., K.T., and T.M.; methodology, Y.K., K.Y., K.T., and T.M.; investigation, Y.K., K.Y., K.T., and T.M.; visualization, Y.K., K.T., and A.K.; funding acquisition, K.T. and T.M.; project administration, R.T. and T.M.; supervision, R.T. and T.M.; writing – original draft, Y.K., K.T., and T.M.; writing – review and editing, Y.K., K.T., and T.M.

## Declaration of interests

The authors declare no competing interests.

## References

[bib1] Akay L.A., Effenberger A.H., Tsai L.-H. (2021). Cell of all trades: oligodendrocyte precursor cells in synaptic, vascular, and immune function. Genes Dev..

[bib2] Allan K.C., Hu L.R., Scavuzzo M.A., Morton A.R., Gevorgyan A.S., Cohn E.F., Clayton B.L.L., Bederman I.R., Hung S., Bartels C.F. (2021). Non-canonical Targets of HIF1a Impair Oligodendrocyte Progenitor Cell Function. Cell Stem Cell.

[bib3] Anthony S., Cabantan D., Monsour M., Borlongan C.V. (2022). Neuroinflammation, Stem Cells, and Stroke. Stroke.

[bib4] Baranova O., Miranda L.F., Pichiule P., Dragatsis I., Johnson R.S., Chavez J.C. (2007). Neuron-specific inactivation of the hypoxia inducible factor 1 alpha increases brain injury in a mouse model of transient focal cerebral ischemia. J. Neurosci..

[bib5] Bellut M., Bieber M., Kraft P., Weber A.N.R., Stoll G., Schuhmann M.K. (2023). Delayed NLRP3 inflammasome inhibition ameliorates subacute stroke progression in mice. J. Neuroinflammation.

[bib6] Bergles D.E., Richardson W.D. (2015). Oligodendrocyte Development and Plasticity. Cold Spring Harbor Perspect. Biol..

[bib7] Berkhemer O.A., Jansen I.G.H., Beumer D., Fransen P.S.S., van den Berg L.A., Yoo A.J., Lingsma H.F., Sprengers M.E.S., Jenniskens S.F.M., Lycklama À Nijeholt G.J. (2016). Collateral Status on Baseline Computed Tomographic Angiography and Intra-Arterial Treatment Effect in Patients With Proximal Anterior Circulation Stroke. Stroke.

[bib8] Bondareva O., Rodríguez-Aguilera J.R., Oliveira F., Liao L., Rose A., Gupta A., Singh K., Geier F., Schuster J., Boeckel J.-N. (2022). Single-cell profiling of vascular endothelial cells reveals progressive organ-specific vulnerabilities during obesity. Nat. Metab..

[bib9] Bonfanti E., Gelosa P., Fumagalli M., Dimou L., Viganò F., Tremoli E., Cimino M., Sironi L., Abbracchio M.P. (2017). The role of oligodendrocyte precursor cells expressing the GPR17 receptor in brain remodeling after stroke. Cell Death Dis..

[bib10] Buscemi L., Price M., Bezzi P., Hirt L. (2019). Spatio-temporal overview of neuroinflammation in an experimental mouse stroke model. Sci. Rep..

[bib11] Cai W., Liu S., Hu M., Huang F., Zhu Q., Qiu W., Hu X., Colello J., Zheng S.G., Lu Z. (2020). Functional Dynamics of Neutrophils After Ischemic Stroke. Transl. Stroke Res..

[bib12] Castanza A.S., Recla J.M., Eby D., Thorvaldsdóttir H., Bult C.J., Mesirov J.P. (2023). Extending support for mouse data in the Molecular Signatures Database (MSigDB). Nat. Methods.

[bib13] Chamorro Á., Lo E.H., Renú A., van Leyen K., Lyden P.D. (2021). The future of neuroprotection in stroke. J. Neurol. Neurosurg. Psychiatry.

[bib14] Chen L.-X., Ma S.-M., Zhang P., Fan Z.-C., Xiong M., Cheng G.-Q., Yang Y., Qiu Z.-L., Zhou W.-H., Li J. (2015). Neuroprotective effects of oligodendrocyte progenitor cell transplantation in premature rat brain following hypoxic-ischemic injury. PLoS One.

[bib15] Clarkson A.N., Huang B.S., Macisaac S.E., Mody I., Carmichael S.T. (2010). Reducing excessive GABA-mediated tonic inhibition promotes functional recovery after stroke. Nature.

[bib16] Doll D.N., Barr T.L., Simpkins J.W. (2014). Cytokines: their role in stroke and potential use as biomarkers and therapeutic targets. Aging Dis..

[bib17] Emery B., Agalliu D., Cahoy J.D., Watkins T.A., Dugas J.C., Mulinyawe S.B., Ibrahim A., Ligon K.L., Rowitch D.H., Barres B.A. (2009). Myelin gene regulatory factor is a critical transcriptional regulator required for CNS myelination. Cell.

[bib18] Fancy S.P.J., Baranzini S.E., Zhao C., Yuk D.-I., Irvine K.-A., Kaing S., Sanai N., Franklin R.J.M., Rowitch D.H. (2009). Dysregulation of the Wnt pathway inhibits timely myelination and remyelination in the mammalian CNS. Genes Dev..

[bib19] Fancy S.P.J., Harrington E.P., Baranzini S.E., Silbereis J.C., Shiow L.R., Yuen T.J., Huang E.J., Lomvardas S., Rowitch D.H. (2014). Parallel states of pathological Wnt signaling in neonatal brain injury and colon cancer. Nat. Neurosci..

[bib20] Fang J., Wang Z., Miao C.-Y. (2023). Angiogenesis after ischemic stroke. Acta Pharmacol. Sin..

[bib21] Fard M.K., van der Meer F., Sánchez P., Cantuti-Castelvetri L., Mandad S., Jäkel S., Fornasiero E.F., Schmitt S., Ehrlich M., Starost L. (2017). BCAS1 expression defines a population of early myelinating oligodendrocytes in multiple sclerosis lesions. Sci. Transl. Med..

[bib22] Frazier A.P., Mitchell D.N., Given K.S., Hunn G., Burch A.M., Childs C.R., Moreno-Garcia M., Corigilano M.R., Quillinan N., Macklin W.B. (2023). Chronic changes in oligodendrocyte sub-populations after middle cerebral artery occlusion in neonatal mice. Glia.

[bib23] Garcia J.H., Liu K.F., Ho K.L. (1995). Neuronal necrosis after middle cerebral artery occlusion in Wistar rats progresses at different time intervals in the caudoputamen and the cortex. Stroke.

[bib24] Greenberg D.A. (2015). Poststroke angiogenesis, pro: making the desert bloom. Stroke.

[bib25] Hamanaka G., Hernández I.C., Takase H., Ishikawa H., Benboujja F., Kimura S., Fukuda N., Guo S., Lok J., Lo E.H., Arai K. (2023). Myelination- and migration-associated genes are downregulated after phagocytosis in cultured oligodendrocyte precursor cells. J. Neurochem..

[bib26] Hase Y., Ameen-Ali K.E., Waller R., Simpson J.E., Stafford C., Mahesh A., Ryan L., Pickering L., Bodman C., Hase M. (2022). Differential perivascular microglial activation in the deep white matter in vascular dementia developed post-stroke. Brain Pathol..

[bib27] He Q., Ma Y., Liu J., Zhang D., Ren J., Zhao R., Chang J., Guo Z.-N., Yang Y. (2021). Biological Functions and Regulatory Mechanisms of Hypoxia-Inducible Factor-1α in Ischemic Stroke. Front. Immunol..

[bib28] Heumos L., Schaar A.C., Lance C., Litinetskaya A., Drost F., Zappia L., Lücken M.D., Strobl D.C., Henao J., Curion F. (2023). Best practices for single-cell analysis across modalities. Nat. Rev. Genet..

[bib29] Hosoki S., Saito S., Tonomura S., Ishiyama H., Yoshimoto T., Ikeda S., Ikenouchi H., Yamamoto Y., Hattori Y., Miwa K. (2020). Oral Carriage of Streptococcus mutans Harboring the cnm Gene Relates to an Increased Incidence of Cerebral Microbleeds. Stroke.

[bib30] Houkin K., Osanai T., Uchiyama S., Minematsu K., Taguchi A., Maruichi K., Niiya Y., Asaoka K., Kuga Y., Takizawa K. (2024). Allogeneic Stem Cell Therapy for Acute Ischemic Stroke: The Phase 2/3 TREASURE Randomized Clinical Trial. JAMA Neurol..

[bib31] Hu B., Pei J., Wan C., Liu S., Xu Z., Zou Y., Li Z., Tang Z. (2024). Mechanisms of Postischemic Stroke Angiogenesis: A Multifaceted Approach. J. Inflamm. Res..

[bib32] Ito M., Komai K., Mise-Omata S., Iizuka-Koga M., Noguchi Y., Kondo T., Sakai R., Matsuo K., Nakayama T., Yoshie O. (2019). Brain regulatory T cells suppress astrogliosis and potentiate neurological recovery. Nature.

[bib33] Jiang L., Shen F., Degos V., Schonemann M., Pleasure S.J., Mellon S.H., Young W.L., Su H. (2011). Oligogenesis and oligodendrocyte progenitor maturation vary in different brain regions and partially correlate with local angiogenesis after ischemic stroke. Transl. Stroke Res..

[bib34] Kakae M., Nakajima H., Tobori S., Kawashita A., Miyanohara J., Morishima M., Nagayasu K., Nakagawa T., Shigetomi E., Koizumi S. (2023). The astrocytic TRPA1 channel mediates an intrinsic protective response to vascular cognitive impairment via LIF production. Sci. Adv..

[bib35] Kanazawa M., Takahashi T., Ishikawa M., Onodera O., Shimohata T., Del Zoppo G.J. (2019). Angiogenesis in the ischemic core: A potential treatment target?. J. Cerebr. Blood Flow Metabol..

[bib36] Kim S., Lee W., Jo H., Sonn S.-K., Jeong S.-J., Seo S., Suh J., Jin J., Kweon H.Y., Kim T.K. (2022). The antioxidant enzyme Peroxiredoxin-1 controls stroke-associated microglia against acute ischemic stroke. Redox Biol..

[bib37] Kishida N., Maki T., Takagi Y., Yasuda K., Kinoshita H., Ayaki T., Noro T., Kinoshita Y., Ono Y., Kataoka H. (2019). Role of Perivascular Oligodendrocyte Precursor Cells in Angiogenesis After Brain Ischemia. J. Am. Heart Assoc..

[bib38] Krupinski J., Kaluza J., Kumar P., Kumar S., Wang J.M. (1994). Role of angiogenesis in patients with cerebral ischemic stroke. Stroke.

[bib39] Kumar Podder A., Mohamed M.A., Seidman R.A., Tseropoulos G., Polanco J.J., Lei P., Sim F.J., Andreadis S.T. (2024). Injectable shear-thinning hydrogels promote oligodendrocyte progenitor cell survival and remyelination in the central nervous system. Sci. Adv..

[bib40] Li H.L., Kostulas N., Huang Y.M., Xiao B.G., van der Meide P., Kostulas V., Giedraitas V., Link H. (2001). IL-17 and IFN-gamma mRNA expression is increased in the brain and systemically after permanent middle cerebral artery occlusion in the rat. J. Neuroimmunol..

[bib41] Li W., He T., Shi R., Song Y., Wang L., Zhang Z., Tang Y., Yang G.-Y., Wang Y. (2021). Oligodendrocyte Precursor Cells Transplantation Improves Stroke Recovery via Oligodendrogenesis, Neurite Growth and Synaptogenesis. Aging Dis..

[bib42] Liu Y., Huang J., Pandey R., Liu P., Therani B., Qiu Q., Rao S., Geurts A.M., Cowley A.W., Greene A.S., Liang M. (2023). Robustness of single-cell RNA-seq for identifying differentially expressed genes. BMC Genom..

[bib43] Lu X.-C.M., Williams A.J., Yao C., Berti R., Hartings J.A., Whipple R., Vahey M.T., Polavarapu R.G., Woller K.L., Tortella F.C., Dave J.R. (2004). Microarray analysis of acute and delayed gene expression profile in rats after focal ischemic brain injury and reperfusion. J. Neurosci. Res..

[bib44] Macrae I.M. (2011). Preclinical stroke research--advantages and disadvantages of the most common rodent models of focal ischaemia. Br. J. Pharmacol..

[bib45] Maki T., Liang A.C., Miyamoto N., Lo E.H., Arai K. (2013). Mechanisms of oligodendrocyte regeneration from ventricular-subventricular zone-derived progenitor cells in white matter diseases. Front. Cell. Neurosci..

[bib46] Marques S., Zeisel A., Codeluppi S., van Bruggen D., Mendanha Falcão A., Xiao L., Li H., Häring M., Hochgerner H., Romanov R.A. (2016). Oligodendrocyte heterogeneity in the mouse juvenile and adult central nervous system. Science.

[bib47] Matur A.V., Candelario-Jalil E., Paul S., Karamyan V.T., Lee J.D., Pennypacker K., Fraser J.F. (2023). Translating Animal Models of Ischemic Stroke to the Human Condition. Transl. Stroke Res..

[bib48] Meijer M., Agirre E., Kabbe M., van Tuijn C.A., Heskol A., Zheng C., Mendanha Falcão A., Bartosovic M., Kirby L., Calini D. (2022). Epigenomic priming of immune genes implicates oligodendroglia in multiple sclerosis susceptibility. Neuron.

[bib49] Menn B., Garcia-Verdugo J.M., Yaschine C., Gonzalez-Perez O., Rowitch D., Alvarez-Buylla A. (2006). Origin of oligodendrocytes in the subventricular zone of the adult brain. J. Neurosci..

[bib50] Minocha S., Valloton D., Brunet I., Eichmann A., Hornung J.-P., Lebrand C. (2015). NG2 glia are required for vessel network formation during embryonic development. eLife.

[bib51] Müller-Dott S., Tsirvouli E., Vazquez M., Ramirez Flores R.O., Badia-I-Mompel P., Fallegger R., Türei D., Lægreid A., Saez-Rodriguez J. (2023). Expanding the coverage of regulons from high-confidence prior knowledge for accurate estimation of transcription factor activities. Nucleic Acids Res..

[bib52] Nakahashi-Oda C., Fujiyama S., Nakazawa Y., Kanemaru K., Wang Y., Lyu W., Shichita T., Kitaura J., Abe F., Shibuya A. (2021). CD300a blockade enhances efferocytosis by infiltrating myeloid cells and ameliorates neuronal deficit after ischemic stroke. Sci. Immunol..

[bib53] Okazaki S., Morimoto T., Kamatani Y., Kamimura T., Kobayashi H., Harada K., Tomita T., Higashiyama A., Takahashi J.C., Nakagawara J. (2019). Moyamoya Disease Susceptibility Variant RNF213 p.R4810K Increases the Risk of Ischemic Stroke Attributable to Large-Artery Atherosclerosis. Circulation.

[bib54] Oki S., Ohta T., Shioi G., Hatanaka H., Ogasawara O., Okuda Y., Kawaji H., Nakaki R., Sese J., Meno C. (2018). ChIP-Atlas: a data-mining suite powered by full integration of public ChIP-seq data. EMBO Rep..

[bib55] Qian Z., Li H., Yang H., Yang Q., Lu Z., Wang L., Chen Y., Li X. (2021). Osteocalcin attenuates oligodendrocyte differentiation and myelination via GPR37 signaling in the mouse brain. Sci. Adv..

[bib56] Rybnikova E.A., Nalivaeva N.N., Zenko M.Y., Baranova K.A. (2022). Intermittent Hypoxic Training as an Effective Tool for Increasing the Adaptive Potential, Endurance and Working Capacity of the Brain. Front. Neurosci..

[bib57] Shi L., Sun Z., Su W., Xu F., Xie D., Zhang Q., Dai X., Iyer K., Hitchens T.K., Foley L.M. (2021). Treg cell-derived osteopontin promotes microglia-mediated white matter repair after ischemic stroke. Immunity.

[bib58] Shi X., Luo L., Wang J., Shen H., Li Y., Mamtilahun M., Liu C., Shi R., Lee J.-H., Tian H. (2021). Stroke subtype-dependent synapse elimination by reactive gliosis in mice. Nat. Commun..

[bib59] Tiedt S., Buchan A.M., Dichgans M., Lizasoain I., Moro M.A., Lo E.H. (2022). The neurovascular unit and systemic biology in stroke - implications for translation and treatment. Nat. Rev. Neurol..

[bib60] Tsai H.-H., Niu J., Munji R., Davalos D., Chang J., Zhang H., Tien A.-C., Kuo C.J., Chan J.R., Daneman R., Fancy S.P.J. (2016). Oligodendrocyte precursors migrate along vasculature in the developing nervous system. Science.

[bib61] Wang L.-P., Pan J., Li Y., Geng J., Liu C., Zhang L.-Y., Zhou P., Tang Y.-H., Wang Y., Zhang Z., Yang G.Y. (2022). Oligodendrocyte precursor cell transplantation promotes angiogenesis and remyelination via Wnt/β-catenin pathway in a mouse model of middle cerebral artery occlusion. J. Cerebr. Blood Flow Metabol..

[bib62] Wu D.-M., Liu J.-P., Liu J., Ge W.-H., Wu S.-Z., Zeng C.-J., Liang J., Liu K., Lin Q., Hong X.-W. (2023). Immune pathway activation in neurons triggers neural damage after stroke. Cell Rep..

[bib63] Xiao Y., Czopka T. (2023). Myelination-independent functions of oligodendrocyte precursor cells in health and disease. Nat. Neurosci..

[bib64] Yuen T.J., Silbereis J.C., Griveau A., Chang S.M., Daneman R., Fancy S.P.J., Zahed H., Maltepe E., Rowitch D.H. (2014). Oligodendrocyte-encoded HIF function couples postnatal myelination and white matter angiogenesis. Cell.

[bib65] Zeng F., Cao J., Hong Z., Liu Y., Hao J., Qin Z., Zou X., Tao T. (2023). Single-cell analyses reveal the dynamic functions of Itgb2+ microglia subclusters at different stages of cerebral ischemia-reperfusion injury in transient middle cerebral occlusion mice model. Front. Immunol..

[bib66] Zhang K., Zhu L., Fan M. (2011). Oxygen, a Key Factor Regulating Cell Behavior during Neurogenesis and Cerebral Diseases. Front. Mol. Neurosci..

[bib67] Zheng K., Lin L., Jiang W., Chen L., Zhang X., Zhang Q., Ren Y., Hao J. (2022). Single-cell RNA-seq reveals the transcriptional landscape in ischemic stroke. J. Cerebr. Blood Flow Metabol..

[bib68] Zou Z., Ohta T., Oki S. (2024). ChIP-Atlas 3.0: a data-mining suite to explore chromosome architecture together with large-scale regulome data. Nucleic Acids Res..

# Supplementary material for: Characterizing hypoxia-orchestrated post-stroke changes in oligodendrocyte precursor cells for optimized cell therapy
**Source:** Stem Cell Reports. 2025 Oct 30;20(11):102687. doi: 10.1016/j.stemcr.2025.102687
**Supplement:** Document S1. Figures S1–S5, Table S1, and supplemental methods

**Supplemental Information**

**Characterizing hypoxia-orchestrated post-stroke changes in oligodendrocyte precursor cells for optimized cell therapy**

**Yasuhiro Kuwata, Ken Yasuda, Kazuto Tsukita, Akihiro Kikuya, Naoki Takayama, Narufumi Yanagida, Kimitoshi Kimura, Ryosuke Takahashi, Riki Matsumoto, and Takakuni Maki**

## Supplementary Methods

### Quality control of single cell RNA sequencing (scRNAseq) data

We conducted a stringent and uniform quality control process for our data according to the single-cell best practices (Heumos et al., 2023), following these steps:

1. Filtering empty droplets: We used the “filtered\_bc\_matrix” from the Cell Ranger output.
2. Low-quality cell filtering: Outliers were excluded based on the number of detected genes, UMI counts, and mitochondrial percentage, considering values outside the median  $\pm$  5 median absolute deviations (MAD).
3. Ambient RNA correction: We used the “raw\_bc\_matrix” from the Cell Ranger output and corrected for ambient RNA using the SoupX package (version 1.6.2) (Young and Behjati, 2020).
4. Preliminary doublet removal: We removed potential doublets using the scDblFinder package (version 1.14.0) (Germain et al., 2021).

After quality control, we performed count normalization using the “NormalizeData” function in the Seurat package (version 5.0.1), specifying the LogNormalize method with a scale factor of 10,000. We then selected 3,000 variable genes for integration using the “SelectIntegrationFeatures” function in Seurat (version 5.0.1) and integrated all datasets using Harmony (version 1.2.0) (Korsunsky et al., 2019). We applied Uniform Manifold Approximation and Projection (UMAP) dimensionality reduction using Harmony-corrected axes, removed remaining droplets, and annotated cell types based on specific cell markers. Additionally, based on the final annotation, we excluded any datasets containing fewer than 10 Oligodendrocyte Precursor Cells (OPCs). Finally, we conducted unsupervised clustering using the “FindClusters” function (resolution: 1) in the Seurat package (version 5.0.1).

## **Analyses of transient middle cerebral artery occlusion (tMCAO) atlas**

We assessed the function of individual cells by scoring their expression of gene signatures associated with specific biological functions. Gene signatures were primarily retrieved from MSigDB using the `msigdb` R package (version 7.5.1) (Castanza et al., 2023) and from the CollecTRI database, which provides comprehensive information on transcription factor regulons (Müller-Dott et al., 2023). To functionally characterize OPCs, we used OPC migration/myelination-associated gene sets (Hamanaka et al., 2023) and OPC-specific HIF-1 $\alpha$ -target gene sets (Allan et al., 2021). We also reanalyzed microarray datasets from Olig2cre-DA-cat mice to extract the top 10 differentially expressed genes (DEGs) defining WNT-activated OPCs (Fancy et al., 2009, 2014; Tsai et al., 2016). 

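When the test described in the supplemental methods, limma-voom with an empirical Bayes step, was applied to all 12 mild-hypo-OPC and standard OPC libraries, 569 genes were higher and 1428 lower in mild-hypo-OPCs at an adjusted p-value under 0.05. Of these, 1956 were also called in the same direction by edgeR's quasi-likelihood test. DESeq2 with its own size factors called 795 genes higher and 1520 lower.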

For defining *ex vivo* severe-hypo-OPCs and mild-hypo-OPCs, we extracted the top 10 DEGs and genes with an adjusted *P* value < 0.05, respectively. Gene-set scores were calculated using the “AddModuleScore\_UCell” function in the UCell R package (version 2.4.0) (Andreatta and Carmona, 2021). For heatmaps, median UCell scores were calculated, normalized, and visualized with color scaling to highlight differences between groups. Statistical analyses were performed using Wilcoxon rank-sum tests, with multiple testing corrections applied using the Benjamini-Hochberg method. For DEG identification, we used the “FindMarkers” function in the Seurat package (version 5.0.1), specifying `test.use = “MAST”` and `min.pct = 0.1` (Finak et al., 2015). To infer cell-cell interactions, we applied the CellChat R package (version 1.6.1) according to its official tutorial (Jin et al., 2023). For trajectory inference, we first conducted a diffusion map using the “scanpy.tl.diffmap” function in Scanpy (version 1.9.6) in Python 3 (version 3.10.13) (Wolf et al.,

2018), followed by trajectory inference and diffusion map pseudotime calculation using the Slingshot R package (version 2.8.0) (Street et al., 2018).

### **RNA-seq library preparation and sequencing**

cDNA libraries were prepared using the Agilent SureSelect Strand Specific RNA Prep Kit (Catalog no. G9691A) with 200 ng of total RNA, following the manufacturer's guidelines. Sequencing was performed on an Illumina MiSeq platform, generating 76 bp paired-end reads with multiplexing.

### **Processing of bulk RNAseq data**

We also applied uniform and stringent data processing to all bulk RNA-seq datasets. Adapter sequences were removed, and reads were quality-trimmed using Trimmomatic (version 0.36). Post-trimming, read quality was assessed with FastQC (version 0.11.9). The primary assembly version of the *Rattus norvegicus* reference genome (mRatBN7.2) was obtained from the Ensembl database. Trimmed reads were then aligned to the reference genome using STAR aligner (version 2.7.9a), and gene expression levels were quantified using RSEM (version 1.3.3).

### **Analyses of bulk RNAseq data**

For differential gene expression analysis, we used the edgeR package (version 3.42.4). Gene counts were normalized using the "calcNormFactors" function, and low-expression genes were filtered by retaining only those with a counts-per-million value above 10 in at least one sample. A linear model was fitted using the voom method from the limma package (version 3.56.2), and differential expression was tested using an empirical Bayes approach. For gene set enrichment

analysis (GSEA), gene signatures were extracted as detailed in the “Analyses of tMCAO Atlas” subsection and analyzed using the “GSEA” function from the clusterProfiler R package (version 4.8.3).

### **Other publicly available data analyzed in this study**

In addition to the data used to create the tMCAO atlas, we analyzed the following scRNA-seq and bulk RNA-seq datasets:

- GSE114609: A bulk RNA-seq dataset of *ex vivo* severe-hypo-OPCs previously generated by our group (Kishida et al., 2019).
- GSE19403: A microarray dataset of *in vivo* OPCs from WNT- $\beta$ -catenin constitutively activated mice (Fancy et al., 2009, 2014).
- GSE75330: An scRNA-seq dataset of *in vivo* OPCs from spinal cords (Marques et al., 2016).
- GSE173182: A bulk RNA-seq dataset of *ex vivo* OPCs treated with IFN- $\gamma$  or dexamethasone (Meijer et al., 2022).
- Multi-organ endothelial cell atlas: An scRNA-seq dataset of endothelial cells from seven organs (Bondareva et al., 2022).

For these datasets, we downloaded the corresponding FASTQ files and processed them through the pipeline described earlier.

## Supplementary References

Allan, K.C., Hu, L.R., Scavuzzo, M.A., Morton, A.R., Gevorgyan, A.S., Cohn, E.F., Clayton, B.L.L., Bederman, I.R., Hung, S., Bartels, C.F., et al. (2021). Non-canonical targets of HIF1a impair oligodendrocyte progenitor cell function. *Cell Stem Cell* 28, 257–272.e11.

Andreatta, M., and Carmona, S.J. (2021). UCell: robust and scalable single-cell gene signature scoring. *Comput. Struct. Biotechnol. J.* 19, 3796–3798.

Bondareva, O., Rodríguez-Aguilera, J.R., Oliveira, F., Liao, L., Rose, A., Gupta, A., Singh, K., Geier, F., Schuster, J., Boeckel, J.-N., et al. (2022). Single-cell profiling of vascular endothelial cells reveals progressive organ-specific vulnerabilities during obesity. *Nat. Metab.* 4, 1591–1610.

Castanza, A.S., Recla, J.M., Eby, D., Thorvaldsdóttir, H., Bult, C.J., and Mesirov, J.P. (2023). Extending support for mouse data in the Molecular Signatures Database (MSigDB). *Nat. Methods* 20, 1619–1620.

Fancy, S.P.J., Baranzini, S.E., Zhao, C., Yuk, D.-I., Irvine, K.-A., Kaing, S., Sanai, N., Franklin, R.J.M., and Rowitch, D.H. (2009). Dysregulation of the Wnt pathway inhibits timely myelination and remyelination in the mammalian CNS. *Genes Dev.* 23, 1571–1585.

Fancy, S.P.J., Harrington, E.P., Baranzini, S.E., Silbereis, J.C., Shiow, L.R., Yuen, T.J., Huang, E.J., Lomvardas, S., and Rowitch, D.H. (2014). Parallel states of pathological Wnt signaling in neonatal brain injury and colon cancer. *Nat. Neurosci.* 17, 506–512.

Finak, G., McDavid, A., Yajima, M., Deng, J., Gersuk, V., Shalek, A.K., Slichter, C.K., Miller, H.W., McElrath, M.J., Prlic, M., et al. (2015). MAST: a flexible statistical framework for assessing transcriptional changes and characterizing heterogeneity in single-cell RNA sequencing data. *Genome Biol.* 16, 278.

Germain, P.-L., Lun, A., Garcia Meixide, C., Macnair, W., and Robinson, M.D. (2021). Doublet identification in single-cell sequencing data using scDblFinder. *F1000Res* 10, 979.

Hamanaka, G., Hernández, I.C., Takase, H., Ishikawa, H., Benboujja, F., Kimura, S., Fukuda, N., Guo, S., Lok, J., Lo, E.H., et al. (2023). Myelination- and migration-associated genes are downregulated after phagocytosis in cultured oligodendrocyte precursor cells. *J. Neurochem.* 167, 571–581.

Heumos, L., Schaar, A.C., Lance, C., Litinetskaya, A., Drost, F., Zappia, L., Lücken, M.D., Strobl, D.C., Henao, J., Curion, F., et al. (2023). Best practices for single-cell analysis across modalities. *Nat. Rev. Genet.* 24, 550–572.

Jin, S., Plikus, M.V., and Nie, Q. (2023). CellChat for systematic analysis of cell-cell communication from single-cell and spatially resolved transcriptomics. *bioRxiv*. <https://doi.org/10.1101/2023.11.05.565674>

Kishida, N., Maki, T., Takagi, Y., Yasuda, K., Kinoshita, H., Ayaki, T., Noro, T., Kinoshita, Y., Ono, Y., Kataoka, H., et al. (2019). Role of perivascular oligodendrocyte precursor cells in angiogenesis after brain ischemia. *J. Am. Heart Assoc.* 8, e011824.

Korsunsky, I., Millard, N., Fan, J., Slowikowski, K., Zhang, F., Wei, K., Baglaenko, Y., Brenner, M., Loh, P.-R., and Raychaudhuri, S. (2019). Fast, sensitive and accurate integration of single-cell data with Harmony. *Nat. Methods* 16, 1289–1296.

Marques, S., Zeisel, A., Codeluppi, S., van Bruggen, D., Mendanha Falcão, A., Xiao, L., Li, H., Häring, M., Hochgerner, H., Romanov, R.A., et al. (2016). Oligodendrocyte heterogeneity in the mouse juvenile and adult central nervous system. *Science* 352, 1326–1329.

Meijer, M., Agirre, E., Kabbe, M., van Tuijn, C.A., Heskol, A., Zheng, C., Mendanha Falcão, A., Bartosovic, M., Kirby, L., Calini, D., et al. (2022). Epigenomic priming of immune

genes implicates oligodendroglia in multiple sclerosis susceptibility. *Neuron* 110, 1193–1210.e13.

Müller-Dott, S., Tsirvouli, E., Vazquez, M., Ramirez Flores, R.O., Badia-I-Mompel, P., Fallegger, R., Türei, D., Lægreid, A., and Saez-Rodriguez, J. (2023). Expanding the coverage of regulons from high-confidence prior knowledge for accurate estimation of transcription factor activities. *Nucleic Acids Res.* 51, 10934–10949.

Street, K., Risso, D., Fletcher, R.B., Das, D., Ngai, J., Yosef, N., Purdom, E., and Dudoit, S. (2018). Slingshot: cell lineage and pseudotime inference for single-cell transcriptomics. *BMC Genomics* 19, 477.

Tsai, H.-H., Niu, J., Munji, R., Davalos, D., Chang, J., Zhang, H., Tien, A.-C., Kuo, C.J., Chan, J.R., Daneman, R., et al. (2016). Oligodendrocyte precursors migrate along vasculature in the developing nervous system. *Science* 351, 379–384.

Wolf, F.A., Angerer, P., and Theis, F.J. (2018). SCANPY: large-scale single-cell gene expression data analysis. *Genome Biol.* 19, 15.

Young, M.D., and Behjati, S. (2020). SoupX removes ambient RNA contamination from droplet-based single-cell RNA sequencing data. *Gigascience* 9, giaa151.

**Table S1. Single-cell RNA sequencing datasets considered in this paper.**

| BioProject,<br>project ID | Sample ID  | Mouse (strain,<br>genotype, age,<br>sex)  | Characteristics       | FACS              | Ischemia<br>duration | Included?       |
|---------------------------|------------|-------------------------------------------|-----------------------|-------------------|----------------------|-----------------|
| PRJNA597034               | GSM4227433 | C57BL/6, WT,<br>6 weeks, male             | Contralateral         | Not applied       | 1.0 hour             | No <sup>1</sup> |
| PRJNA597034               | GSM4227434 | C57BL/6, WT,<br>6 weeks, male             | post-tMCAO 4<br>hrs   | Not applied       | 1.0 hour             | No <sup>2</sup> |
| PRJNA597034               | GSM4227435 | C57BL/6, WT,<br>6 weeks, male             | Contralateral         | Not applied       | 1.0 hour             | No <sup>1</sup> |
| PRJNA597034               | GSM4227436 | C57BL/6, WT,<br>6 weeks, male             | post-tMCAO 1<br>days  | Not applied       | 1.0 hour             | Yes             |
| PRJNA597034               | GSM4227437 | C57BL/6, WT,<br>6 weeks, male             | Contralateral         | Not applied       | 1.0 hour             | No <sup>1</sup> |
| PRJNA597034               | GSM4227438 | C57BL/6, WT,<br>6 weeks, male             | post-tMCAO 3<br>days  | Not applied       | 1.0 hour             | Yes             |
| PRJNA597034               | GSM4227439 | C57BL/6, WT,<br>6 weeks, male             | Contralateral         | Not applied       | 1.0 hour             | No <sup>1</sup> |
| PRJNA597034               | GSM4227440 | C57BL/6, WT,<br>6 weeks, male             | post-tMCAO 7<br>days  | Not applied       | 1.0 hour             | Yes             |
| PRJNA597034               | GSM4227441 | C57BL/6, WT,<br>6 weeks, male             | Sham                  | Not applied       | –                    | Yes             |
| PRJNA597034               | GSM4227442 | C57BL/6, WT,<br>6 weeks, male             | Sham                  | Not applied       | –                    | Yes             |
| PRJNA597034               | GSM4227443 | C57BL/6,<br>Cd300a-fl/f, 6<br>weeks, male | Sham                  | Not applied       | –                    | Yes             |
| PRJNA646185               | GSM4670418 | C57BL/6,<br>Cd300a-fl/f,<br>NS, NS        | Sham                  | CD45-<br>positive | –                    | No <sup>3</sup> |
| PRJNA646185               | GSM4670420 | C57BL/6,<br>Cd300a-fl/f,<br>NS, NS        | post-tMCAO 1<br>hr    | CD45-<br>positive | 1.0 hour             | No <sup>3</sup> |
| PRJNA646185               | GSM4670422 | C57BL/6,<br>Cd300a-fl/f,<br>NS, NS        | post-tMCAO 3<br>hrs   | CD45-<br>positive | 1.0 hour             | No <sup>3</sup> |
| PRJNA705094               | GSM5111158 | C57BL/6, WT,<br>10 weeks, male            | Sham                  | Not applied       | –                    | Yes             |
| PRJNA705094               | GSM5111159 | C57BL/6, WT,<br>10 weeks, male            | post-tMCAO<br>14 days | Not applied       | 1.5 hour             | Yes             |
| PRJNA718585               | GSM5220257 | C57BL/6, WT,<br>NS, NS                    | post-tMCAO 5<br>days  | CD45-<br>positive | 1.0 hour             | No <sup>3</sup> |
| PRJNA718585               | GSM5220258 | C57BL/6, WT,<br>NS, NS                    | post-tMCAO 5<br>days  | CD45-<br>positive | 1.0 hour             | No <sup>3</sup> |
| PRJNA718585               | GSM5220259 | C57BL/6, WT,<br>NS, NS                    | post-tMCAO 5<br>days  | CD45-<br>positive | 1.0 hour             | No <sup>3</sup> |
| PRJNA718585               | GSM5220260 | C57BL/6, WT,<br>NS, NS                    | post-tMCAO 5<br>days  | CD45-<br>positive | 1.0 hour             | No <sup>3</sup> |
| PRJNA730565               | GSM5319987 | C57BL/6, WT,<br>6-8 weeks, NS             | Sham                  | Not applied       | –                    | Yes             |
| PRJNA730565               | GSM5319988 | C57BL/6, WT,<br>6-8 weeks, NS             | Sham                  | Not applied       | –                    | Yes             |

|             |              |                            |                    |                               |                |                 |
|-------------|--------------|----------------------------|--------------------|-------------------------------|----------------|-----------------|
| PRJNA730565 | GSM5319989   | C57BL/6, WT, 6-8 weeks, NS | Sham               | Not applied                   | –              | Yes             |
| PRJNA730565 | GSM5319990   | C57BL/6, WT, 6-8 weeks, NS | post-tMCAO 1 day   | Not applied                   | 1.0 hour       | Yes             |
| PRJNA730565 | GSM5319991   | C57BL/6, WT, 6-8 weeks, NS | post-tMCAO 1 day   | Not applied                   | 1.0 hour       | Yes             |
| PRJNA730565 | GSM5319992   | C57BL/6, WT, 6-8 weeks, NS | post-tMCAO 1 day   | Not applied                   | 1.0 hour       | Yes             |
| PRJNA783004 | GSM5701739   | C57BL/6, WT, NS, NS        | Sham               | CD45-positive                 | –              | No <sup>3</sup> |
| PRJNA783004 | GSM5701741   | C57BL/6, WT, NS, NS        | Sham               | CD45-positive                 | –              | No <sup>3</sup> |
| PRJNA783004 | GSM5701742   | C57BL/6, WT, NS, NS        | post-tMCAO 1 day   | CD45-positive                 | 0.5–0.75 hours | No <sup>3</sup> |
| PRJNA783004 | GSM5701746   | C57BL/6, WT, NS, NS        | post-tMCAO 3 day   | CD45-positive                 | 0.5–0.75 hours | No <sup>3</sup> |
| PRJNA811768 | GSM5701743   | C57BL/6, WT, NS, NS        | post-tMCAO 1 day   | Not applied                   | 1.0 hour       | No <sup>3</sup> |
| PRJNA811768 | GSM5929214   | C57BL/6, WT, NS, NS        | post-tMCAO 1 day   | Not applied                   | 1.0 hour       | No <sup>3</sup> |
| PRJNA811768 | GSM5929217   | C57BL/6, WT, NS, NS        | Sham               | Not applied                   | –              | No <sup>3</sup> |
| PRJNA811768 | GSM5929218   | C57BL/6, WT, NS, NS        | post-tMCAO 2 days  | Not applied                   | 1.0 hour       | No <sup>3</sup> |
| PRJNA858806 | GSM6339290   | C57BL/6, WT, NS, NS        | Contralateral      | A2B5, O4, CD45-positive cells | 1.0 hour       | No <sup>1</sup> |
| PRJNA858806 | GSM6339291   | C57BL/6, WT, NS, NS        | post-tMCAO 14 days | A2B5, O4, CD45-positive cells | 1.0 hour       | Yes             |
| PRJNA946281 | GSM7104632   | C57BL/6, WT, 8 weeks, NS   | post-tMCAO 1 day   | Not applied                   | 1.5 hour       | Yes             |
| PRJNA946281 | GSM7104633   | C57BL/6, WT, 8 weeks, NS   | post-tMCAO 3 days  | Not applied                   | 1.5 hour       | Yes             |
| PRJNA946281 | GSM7104634   | C57BL/6, WT, 8 weeks, NS   | post-tMCAO 7 days  | Not applied                   | 1.5 hour       | Yes             |
| PRJNA946281 | GSM7104635   | C57BL/6, WT, 8 weeks, NS   | Sham               | Not applied                   | –              | Yes             |
| PRJEB42257  | SAMEA7747040 | C57BL/6, WT, NS, male      | Sham               | CD31/45-negative              | –              | Yes             |
| PRJEB42257  | SAMEA7747041 | C57BL/6, WT, NS, male      | post-tMCAO 3 days  | CD31/45-negative              | NS             | Yes             |

<sup>1</sup>Contralateral hemisphere, <sup>2</sup>No other datasets collected in this time point, <sup>3</sup>Not sufficient OPCs.

Abbreviations: FACS, Fluorescence-Activated Cell Sorting; WT, Wild Type; NS, Not Specified; tMCAO, transient Middle Cerebral Artery Occlusion.

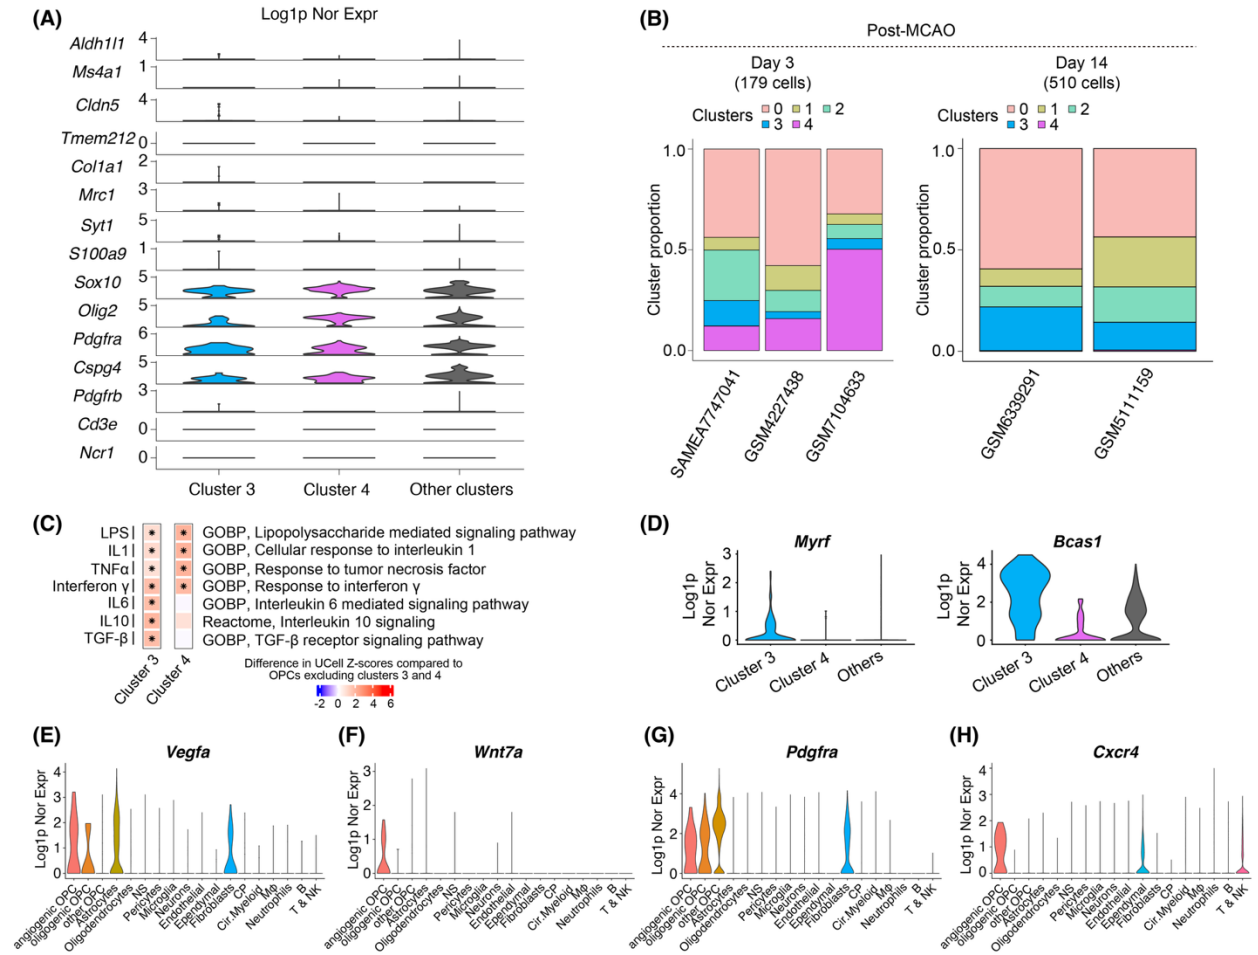

**Fig. S1. Characterization of clusters 3 and 4 within oligodendrocyte precursor cells (OPCs).**

(A) OPC subclusters, including clusters 3 and 4, do not express genes specific to non-OPC cell types. (B) An increase in the proportion of clusters 3 and 4 is observed across all samples, with cluster 4 expanding at 3 days post-transient middle cerebral artery occlusion (tMCAO) and cluster 3 at 14 days post-tMCAO. Abbreviations: Log1p Nor Expr, Log1p-transformed normalized expression. (C) Both clusters are significantly influenced by various cytokines. Notably, cluster 4, corresponding to “angiogenic” OPCs, is more affected by cytokines involved in the acute inflammatory response, such as interleukin (IL)-1 $\beta$  and tumor necrosis factor (TNF)- $\alpha$ . In contrast, cluster 3, corresponding to “oligogenic” OPCs, is specifically influenced by IL-

10 and TGF- $\beta$ . (D) *Myrf* and *Bcas1*, genes reported to be crucial for OPC maturation, are specifically expressed in cluster 3, with *Myrf* showing cluster-specific expression and *Bcas1* being upregulated. (E, F) Cluster 4 of OPCs, corresponding to “angiogenic” OPCs, upregulates *Vegfa* (E) and *Wnt7a* (F), even compared to all other cell types. (G, H) *Pdgfra*, a marker gene for OPCs (G), and *Cxcr4*, a marker gene distinguishing “angiogenic” OPCs from other OPC types (H), distinctively mark “angiogenic” OPCs. Abbreviations: Log1p Nor Expr, Log1p-transformed normalized expression; GOBP, Gene Ontology Biological Process; Reactome, Reactome pathway database; NS, Neural Stem cells; CP, Choroid Plexus cells; Cir.Myeloid, Circulating Myeloid cells; M $\phi$ , Macrophages; B, B cells; T & NK, T cells and NK cells.

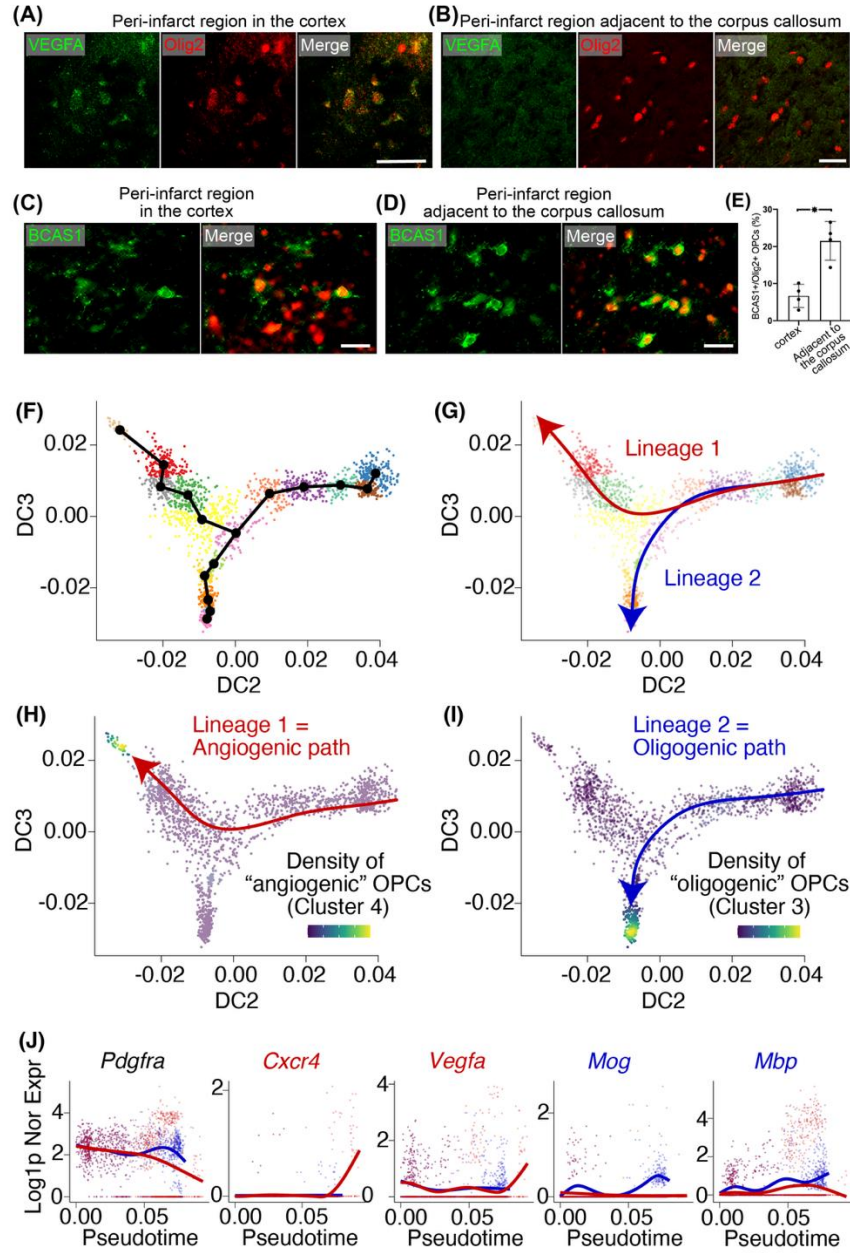

**Fig. S2. Spatial distribution and trajectory analysis of angiogenic and oligogenic oligodendrocyte precursor cells (OPCs) following transient middle cerebral artery occlusion (tMCAO).** (A, B) Representative immunofluorescence images showing VEGFA<sup>+</sup> OLIG2<sup>+</sup> “angiogenic” OPCs at day 3 post-tMCAO in the peri-infarct cortex (A) and the peri-infarct corpus callosum with its adjacent regions (B). (C, D) Representative immunofluorescence

images showing BCAS1<sup>+</sup> OLIG2<sup>+</sup> “oligogenic” OPCs at day 14 post-MCAO in the peri-infarct cortex (C) and the peri-infarct corpus callosum with its adjacent regions (D). (E) Quantification of the proportions of BCAS1<sup>+</sup> OLIG2<sup>+</sup> “oligogenic” OPCs (day 14) among total OLIG2<sup>+</sup> oligodendrocyte lineage cells in the peri-infarct cortex versus peri-infarct corpus callosum with its adjacent regions. N = 4. Scale bars = 50  $\mu$ m. (F) Dimensional reduction using diffusion maps, followed by trajectory inference, identified a single branching point. (G) The “getCurves” function in the Slingshot R package revealed two distinct paths. (H, I) One path terminates in angiogenic OPCs, while the other terminates in oligogenic OPCs. (J) Gene expression changes along the diffusion map pseudotime show an increase in *Cxcr4* and *Vegfa* along the angiogenic path, whereas *Mog* and *Mbp* increase along the oligogenic path. Abbreviations: DC, Diffusion Component; Log1p Nor Expr, Log1p-transformed normalized expression.

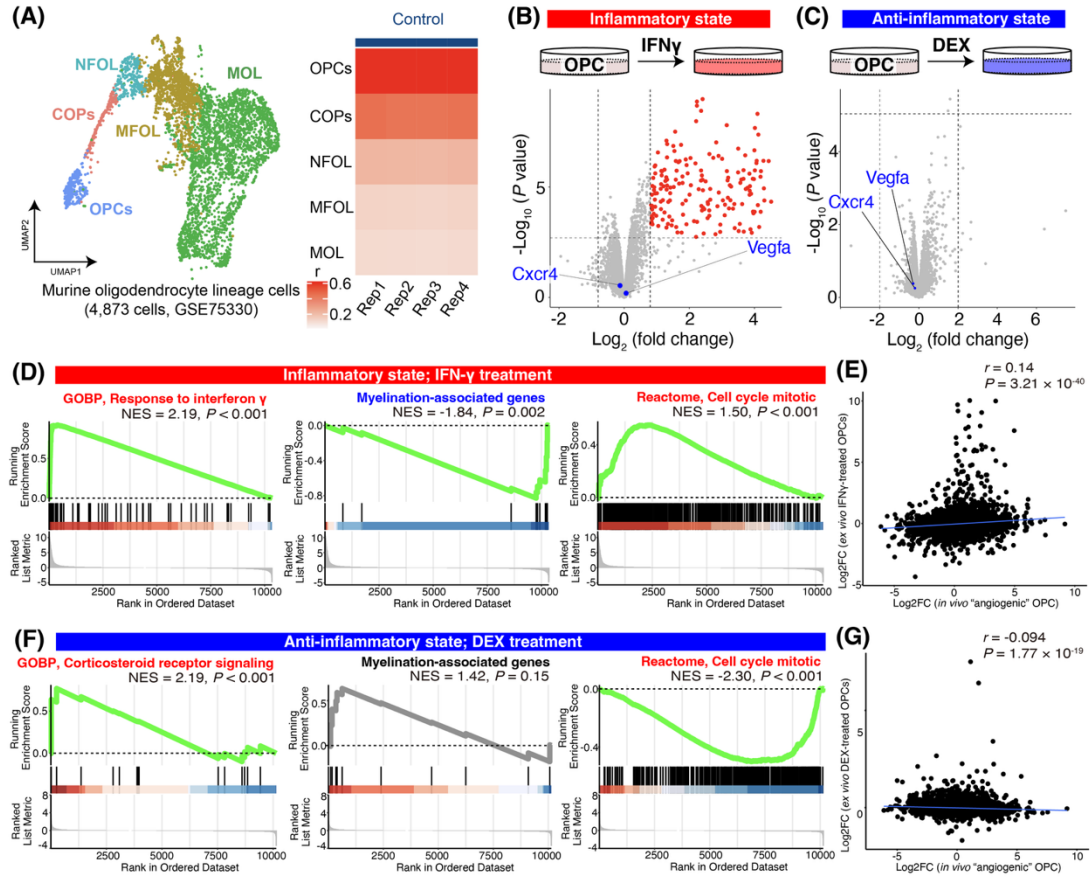

**Fig. S3. Validation of *ex vivo* oligodendrocyte precursor cells (OPC) cultures and their transcriptomic responses to inflammatory and anti-inflammatory states.** (A) Correlation analysis revealed that our *ex vivo* OPC cultures accurately capture the transcriptional profile of *in vivo* OPCs in the murine brain. (B, C) Inflammatory and anti-inflammatory states were induced using interferon- $\gamma$  (IFN- $\gamma$ ) and dexamethasone (DEX), respectively. Differentially expressed gene (DEG) analysis revealed no significant transcriptomic changes in *Vegfa* and *Cxcr4*. (D) The inflammatory state led to the downregulation of myelination-associated genes and the upregulation of mitosis-associated genes. (E) Correlation analysis revealed weak but significant positive correlations of log2 fold changes (log2FC) between *in vivo* “angiogenic” OPCs and *ex vivo* IFN- $\gamma$ -treated OPCs. (F) The anti-inflammatory state resulted in the downregulation of mitosis-associated genes. (G) Correlation analysis revealed weak but significant negative

correlations of log2FC between *in vivo* “angiogenic” OPCs and *ex vivo* DEX-treated OPCs.

Abbreviations: GSE, Gene expression omnibus SEries; COPs, Committed Oligodendrocyte

Precursors; NFOL, Newly Forming Oligodendrocytes; MFOL, Myelin-Forming

Oligodendrocytes; MOL, Mature Oligodendrocytes; GOBP, Gene Ontology Biological Process;

Reactome, Reactome pathway database; NES, Normalized Enrichment Score; *rho*, Spearman’s rank correlation coefficient.

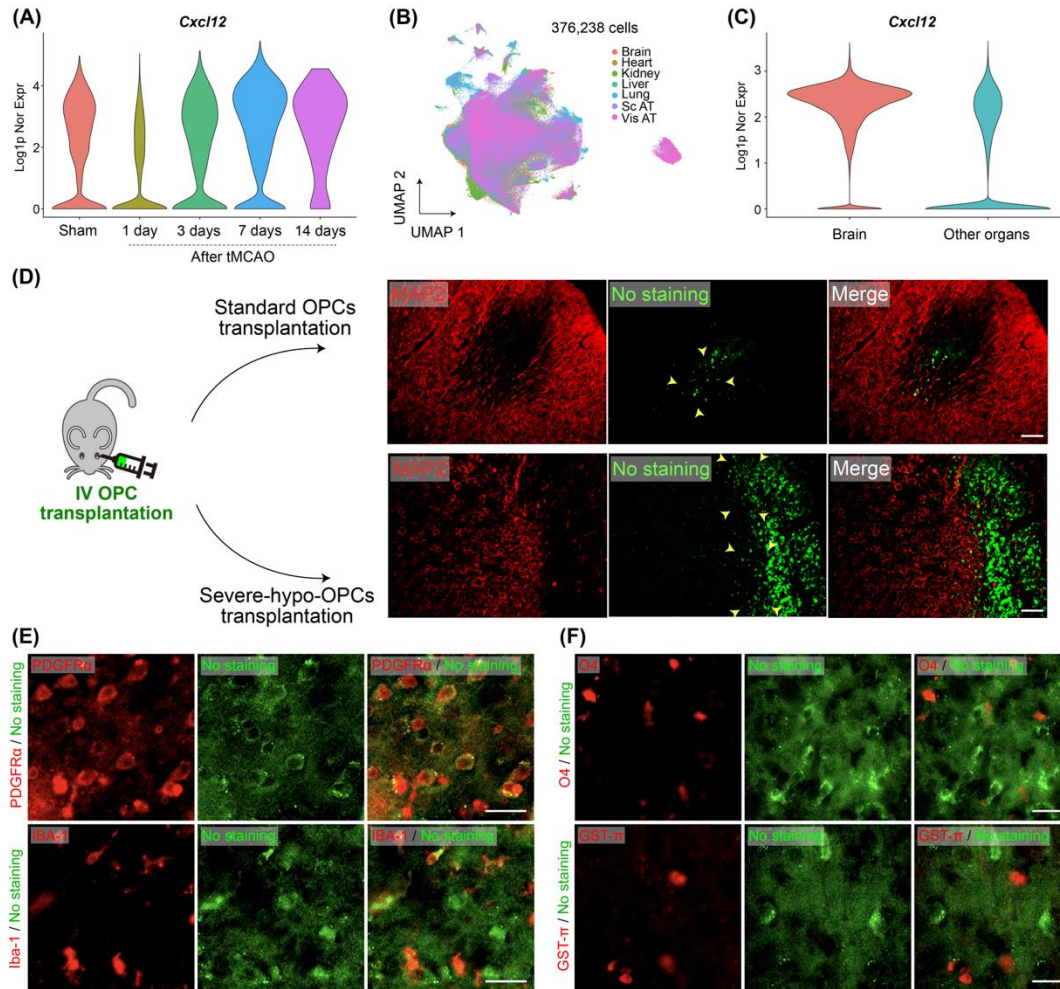

**Fig. S4. Brain endothelial *Cxcl12* expression and behavior of transplanted oligodendrocyte precursor cells (OPCs) in the ischemic brain.** (A) *Cxcl12* expression in endothelial cells was upregulated 3 days post-tMCAO. (B, C) Reanalysis of a publicly available cross-organ endothelial cell atlas (B) revealed that brain endothelial cells exhibit high *Cxcl12* expression (C). (D) Representative immunofluorescence images of EGFP-labeled standard OPCs and OPCs subjected to severe hypoxic preconditioning *ex vivo* (severe-hypo-OPCs), shown at day 14 after intravenous transplantation (3 days post-MCAO). GFP-positive transplanted OPCs were detected without additional anti-GFP staining (“No staining”). GFP<sup>+</sup> transplanted cells were observed in the ischemic border and peri-infarct penumbra (regions outlined by arrowheads). Please note that

the lesion shown in the upper panel represents a small remote infarct located slightly apart from the main ischemic core; this area was selected as representative because of its low background signal. Scale bar = 100  $\mu$ m. (E) GFP-positive transplanted severe-hypo-OPCs were detected without additional anti-GFP staining (No staining), retained PDGFR $\alpha$  expression, and some were phagocytosed by IBA1-positive microglia. Scale bar = 30  $\mu$ m. (F) GFP-positive transplanted severe-hypo-OPCs did not express oligodendrocyte maturation markers O4 and GST- $\pi$ . Scale bar = 30  $\mu$ m. Abbreviations: Log1p Nor Expr, Log1p-transformed normalized expression; Sc AT, Subcutaneous Adipose Tissue; Vis AT, Visceral Adipose Tissue.

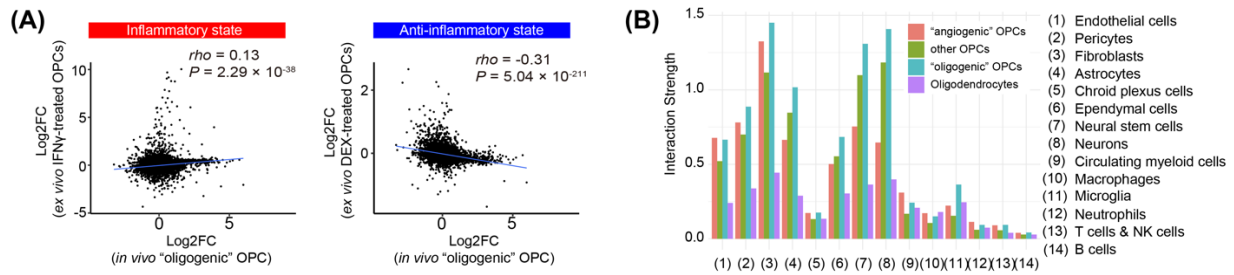

**Fig. S5. The inflammatory state and cell-cell interactions may influence the transcriptomic characteristics of *in vivo* “oligogenic” oligodendrocyte precursor cells (OPCs).** (A) Correlation analysis revealed significant positive correlations of log<sub>2</sub> fold changes (log<sub>2</sub>FC) between *in vivo* “oligogenic” OPCs and *ex vivo* interferon- $\gamma$  (IFN- $\gamma$ )-treated OPCs, as well as notable negative correlations of log<sub>2</sub>FC between *in vivo* “oligogenic” OPCs and *ex vivo* dexamethasone (DEX)-treated OPCs. (B) Cell-cell interaction analysis revealed enhanced interactions between “oligogenic” OPCs and various cell types. Abbreviations:  $\rho$ , Spearman’s rank correlation coefficient.

# Supplementary material for: Characterizing hypoxia-orchestrated post-stroke changes in oligodendrocyte precursor cells for optimized cell therapy
**Source:** Stem Cell Reports. 2025 Oct 30;20(11):102687. doi: 10.1016/j.stemcr.2025.102687
**Supplement:** Document S2. Article plus supplemental information

# Characterizing hypoxia-orchestrated post-stroke changes in oligodendrocyte precursor cells for optimized cell therapy

Yasuhiro Kuwata,<sup>1,5</sup> Ken Yasuda,<sup>1,5,\*</sup> Kazuto Tsukita,<sup>1,2,3,5,\*</sup> Akihiro Kikuya,<sup>1</sup> Naoki Takayama,<sup>4</sup> Narufumi Yanagida,<sup>1</sup> Kimitoshi Kimura,<sup>1</sup> Ryosuke Takahashi,<sup>1</sup> Riki Matsumoto,<sup>1</sup> and Takakuni Maki<sup>1,6,\*</sup>

<sup>5</sup>These authors contributed equally

<https://doi.org/10.1016/j.stemcr.2025.102687>

## SUMMARY

Oligodendrocyte precursor cells (OPCs) are highly adaptable, engaging in diverse functions beyond myelination. However, how OPCs adjust their roles after ischemic stroke and contribute to recovery remains largely unknown. To address this gap, we constructed a “transient middle cerebral artery occlusion (tMCAO) atlas” by integrating mouse single-cell RNA sequencing (scRNA-seq) datasets and combined it with *ex vivo* OPC cultures and *in vivo* cell transplantation experiments. This approach revealed the emergence of “angiogenic” OPCs in the subacute phase and “oligogenic” OPCs in the chronic phase, driven by distinct levels of hypoxia—severe hypoxia inducing angiogenic OPCs and mild hypoxia promoting oligogenic OPCs. *Ex vivo*, severe hypoxic preconditioning faithfully induced angiogenic OPCs, and their intravenous transplantation enhanced angiogenesis and improved recovery in tMCAO mice. These findings highlight “oxygen tone” as a key regulator of OPC dynamic adaptation after ischemic stroke, offering a promising strategy to harness OPCs for stroke cell therapy.

## INTRODUCTION

Oligodendrocyte precursor cells (OPCs) originate during embryogenesis and persist as resident cells in the adult brain parenchyma (Akay et al., 2021; Bergles and Richardson, 2015). Initially generated in the subventricular zones of the embryonic neural tube, OPCs migrate throughout the brain and spinal cord (Tsai et al., 2016), continuing to proliferate and develop into oligodendrocytes during postnatal development (Akay et al., 2021; Bergles and Richardson, 2015). While the rate of oligodendrocyte production significantly declines as the brain matures, OPCs remain abundant in the adult brain (Akay et al., 2021; Bergles and Richardson, 2015). OPCs’ primary role is to differentiate into oligodendrocytes and contribute to myelination (Akay et al., 2021; Bergles and Richardson, 2015); however, it is increasingly recognized that OPCs actively modify their characteristics in response to the surrounding environment, participating in various aspects of brain development, structure, and function through interactions with other cells (Akay et al., 2021; Xiao and Czopka, 2023).

Among various environmental cues influencing OPCs, growing evidence suggests that they utilize hypoxia-inducible factor 1 $\alpha$  (HIF-1 $\alpha$ ), a key regulator of cellular responses to hypoxia, to shift toward an angiogenic phenotype during embryonic development (Yuen et al., 2014). In the fetal brain, extremely low oxygen levels (partial pressure of oxygen  $\leq$  7.60 mmHg, equivalent to a fraction of inspiratory

oxygen [FiO<sub>2</sub>]  $\leq$  1.00%) render HIF activity indispensable for brain development (Zhang et al., 2011). During embryonic development, HIF-1 $\alpha$ -instructed OPCs inhibit their maturation into oligodendrocytes by upregulating WNT signaling in an autocrine manner and/or by suppressing *Sox10* expression via non-canonical HIF-1 $\alpha$  targets (Allan et al., 2021; Yuen et al., 2014). At the same time, they promote angiogenesis in a paracrine manner by activating WNT and/or vascular endothelial growth factor receptor signaling in endothelial cells (Allan et al., 2021; Minocha et al., 2015; Yuen et al., 2014). Notably, autocrine activation of WNT signaling in OPCs upregulates *Cxcr4*, facilitating OPC association with endothelial cells through the CXCR4-CXCL12 axis (Fancy et al., 2009; 2014; Tsai et al., 2016). Thus, a key role of OPCs in embryonic brain development is to associate with vasculature and promote angiogenesis, driven by severe hypoxia in the fetal brain and coordinated by HIF-1 $\alpha$ , WNT signaling, and *Cxcr4*.

Importantly, cerebral ischemia is another condition where hypoxia-driven cellular modulation becomes prominent (Baranova et al., 2007). Interestingly, although prolonged extreme hypoxia leads to cell death, sub-lethal hypoxic conditions can shift brain tissue toward greater resilience against cerebral ischemia (Rybnikova et al., 2022). Although the mechanisms of hypoxia-induced tolerance to ischemic stroke have mainly focused on neuronal cells, it has also been reported that neuronal changes alone do not fully explain the observed resilience (He et al., 2021). This highlights the important role of other cell types

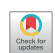

within the neurovascular unit, including OPCs, in stroke pathophysiology (Tiedt et al., 2022; Kishida et al., 2019; Okazaki et al., 2019; Hase et al., 2022).

Current acute ischemic stroke therapies primarily aim to rapidly restore cerebral blood flow to minimize damage (Chamorro et al., 2021). While their success depends on how quickly and effectively blood flow is restored, complete recovery is not always achievable in all patients, underscoring the need for additional therapies to provide “neuroprotection” (Chamorro et al., 2021). Among potential therapeutic approaches, stem cell transplantation is particularly promising, as it can provide the necessary cellular components that are otherwise insufficient in the post-stroke brain (Anthony et al., 2022). Although the potential of stem cell transplantation for ischemic stroke treatment is unquestionable (Anthony et al., 2022), its clinical translation to humans remains challenging (Houkin et al., 2024), highlighting the unmet need for further refinement of cell-based therapies. To this end, we propose two key steps: (1) identifying specific cells that inherently protect ischemic tissue but are insufficient on their own and (2) understanding their adaptive responses (Kakae et al., 2023; Kumar Podder et al., 2024). Following ischemic stroke, the brain undergoes dynamic biological changes driven by both local interactions within the neurovascular unit and systemic metabolic shifts (Hosoki et al., 2020; Tiedt et al., 2022). Therefore, a thorough understanding of these biological events is crucial to identifying protective responses that should be supported. In this context, a promising strategy to improve stem cell transplantation is to modify these cells *ex vivo* to mimic *in vivo* adaptations, thereby enhancing their protective functions and optimizing therapeutic outcomes.

Here, we focused on OPCs for two reasons: (1) under physiological conditions, only a limited number of OPCs migrate to ischemic regions (Wang et al., 2022); and (2) our previous studies demonstrated that *ex vivo* OPCs preconditioned with severe hypoxia secrete a variety of pro-angiogenic factors (Kishida et al., 2019). These findings suggest that hypoxia-induced phenotypic changes in OPCs can enhance ischemic tolerance in brain tissue, though their natural response remains suboptimal.

In this study, we first compiled and analyzed publicly available single-cell RNA sequencing (scRNA-seq) datasets to construct a “transient middle cerebral artery occlusion (tMCAO) atlas” and profile OPC transcriptional changes during ischemic stroke. We chose tMCAO as the model for acute ischemic stroke as it is a well-established and widely used model (Frazier et al., 2023; Kim et al., 2022; Nakahashi-Oda et al., 2021; Shi et al., 2021a; 2021b; Wu et al., 2023; Zeng et al., 2023; Zheng et al., 2022). This model induces ischemic injury in the ipsilateral cortex, striatum (including the caudoputamen), and adjacent

white matter, thereby closely reproducing the distribution of infarcts typically observed in patients with middle cerebral artery territory stroke. Importantly, tMCAO allows reperfusion, which is highly relevant to current clinical practice involving thrombolysis and thrombectomy. Using the tMCAO atlas, we found that a subset of OPCs altered their transcriptome in the subacute stage after tMCAO (day 3), adopting a distinct hypoxia-induced, HIF-1 $\alpha$ -driven “angiogenic” transcriptional profile that mirrors OPC characteristics reported in embryonic brain development (Yuen et al., 2014). In contrast, in the chronic stage after tMCAO (day 14), OPCs transitioned into a distinct “oligogenic” transcriptional profile. Importantly, *ex vivo*, we successfully induced OPCs to acquire transcriptomic characteristics similar to those of *in vivo* “angiogenic” OPCs by utilizing severe hypoxia preconditioning. Notably, intravenous transplantation of these cells efficiently promoted angiogenesis, reduced infarct volume, and ameliorated functional decline after tMCAO. Finally, we demonstrated that varying oxygen levels critically influence OPC maturation *ex vivo*, with mild hypoxia optimally promoting OPC maturation and, at least in part, contributing to the emergence of *in vivo* “oligogenic” OPCs. These findings underscore the crucial role of “oxygen tone” in shaping temporally dynamic reparative OPC phenotypes and highlight the therapeutic potential of hypoxia-preconditioned OPCs for enhancing post-stroke recovery.

## RESULTS

### Creation of the tMCAO atlas

We systematically searched the BioProject database to identify scRNA-seq datasets that investigated post-tMCAO transcriptional changes and utilized the droplet-based 10 $\times$  Genomics Chromium approach (see Methods) (Frazier et al., 2023; Kim et al., 2022; Nakahashi-Oda et al., 2021; Shi et al., 2021a; 2021b; Wu et al., 2023; Zeng et al., 2023; Zheng et al., 2022). To minimize batch effects across studies as much as possible, we downloaded raw FASTQ data and processed all datasets using the same pipeline for mapping, followed by uniform and stringent quality control according to single-cell best practices (see Methods) (Heumos et al., 2023). For our meta-analysis, we analyzed scRNA-seq datasets derived primarily from the ipsilateral hemisphere after tMCAO, encompassing both the infarct core and peri-infarct regions. Contralateral hemispheres from tMCAO mice were excluded, and control datasets were obtained from the ipsilateral hemisphere of sham-operated mice. Ultimately, we included 21 samples from 6 studies that provided sufficient OPCs to construct the tMCAO atlas (Table S1). After quality control, our tMCAO atlas comprised 106,905 cells from

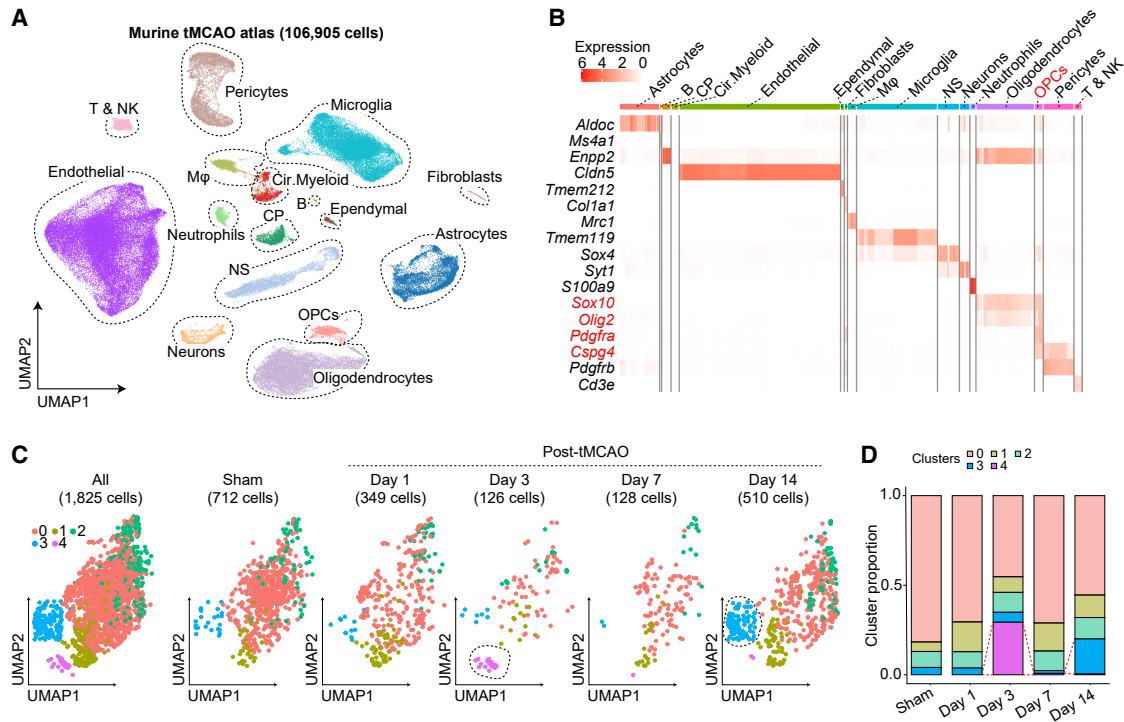

**Figure 1. Murine transient middle cerebral artery occlusion atlas identifies distinct subclusters of oligodendrocyte precursor cells**

(A) The transient middle cerebral artery occlusion (tMCAO) atlas comprises 106,905 cells from 21 oligodendrocyte precursor cell (OPC)-containing samples across six studies.

(B) OPCs were extracted based on the expression of *Sox10*, *Olig2*, *Pdgfra*, and *Cspg4* genes.

(C) Dimensional reduction using uniform manifold approximation and projection (UMAP) reveals distinct OPC clusters, including cluster 4 at day 3 post tMCAO and cluster 3 at day 14 post tMCAO.

(D) The proportion of cluster 4 increases on day 3 post tMCAO, whereas cluster 3 becomes more prominent on day 14 post tMCAO. Abbreviations: B, B cells; CP, choroid plexus cells; Cir.Myeloid, circulating myeloid cells; Endothelial, endothelial cells; Ependymal, ependymal cells; Mφ, macrophages; NP, neural progenitor cells; T & NK, T cells and NK cells.

sham-operated, 1-day, 3-day, 7-day, and 14-day post-tMCAO groups (Figures 1A and 1B).

### Transcriptomic characterization of angiogenic OPCs on day 3 and oligogenic OPCs on day 14 after tMCAO

We identified OPCs based on the expression of *Pdgfra*, *Cspg4*, *Sox10*, and *Olig2* genes and primarily focused on OPCs for subsequent analyses (Figure 1B). Notably, we noted two distinct clusters: one that increased on day 3 after tMCAO (cluster 4) and another that increased on day 14 after tMCAO (cluster 3) (Figures 1C and 1D). Importantly, neither cluster 4 nor cluster 3 expressed genes specific to non-OPC cell types (Figure S1A), and both were consistently detected in samples at 3 and 14 days post tMCAO, respectively (Figure S1B), indicating that these clusters likely represent significant time-course-specific biological changes rather than batch effects.

To investigate the overall functional properties of these distinct clusters, we conducted gene set scoring analysis us-

ing pathways retrieved from the Molecular Signatures Database (Castanza et al., 2023), including Hallmark gene sets, Gene Ontology gene sets, and WIKI pathways gene sets. Additionally, to infer transcription factor activity, we used the CollecTRI database for transcription factor regulons (Müller-Dott et al., 2023). Finally, to examine OPC-specific functions, we manually curated gene sets, including OPC migration/myelination-associated gene sets (Hamanaka et al., 2023) and OPC-specific HIF-1α target gene sets (Allan et al., 2021; Hamanaka et al., 2023). We also extracted signature of WNT-activated OPCs via reanalyzing microarray datasets of mouse WNT-activated OPCs from *Olig2cre*-DA-cat mice (Fancy et al., 2009; 2014; Tsai et al., 2016), in which dominant-active β-catenin allows constitutive activation of the WNT pathway only in oligodendrocyte lineage cells.

These analyses revealed that OPCs in cluster 4, a distinct population present 3 days post-tMCAO, specifically upregulate HIF-1α activity, as evidenced by increased expression

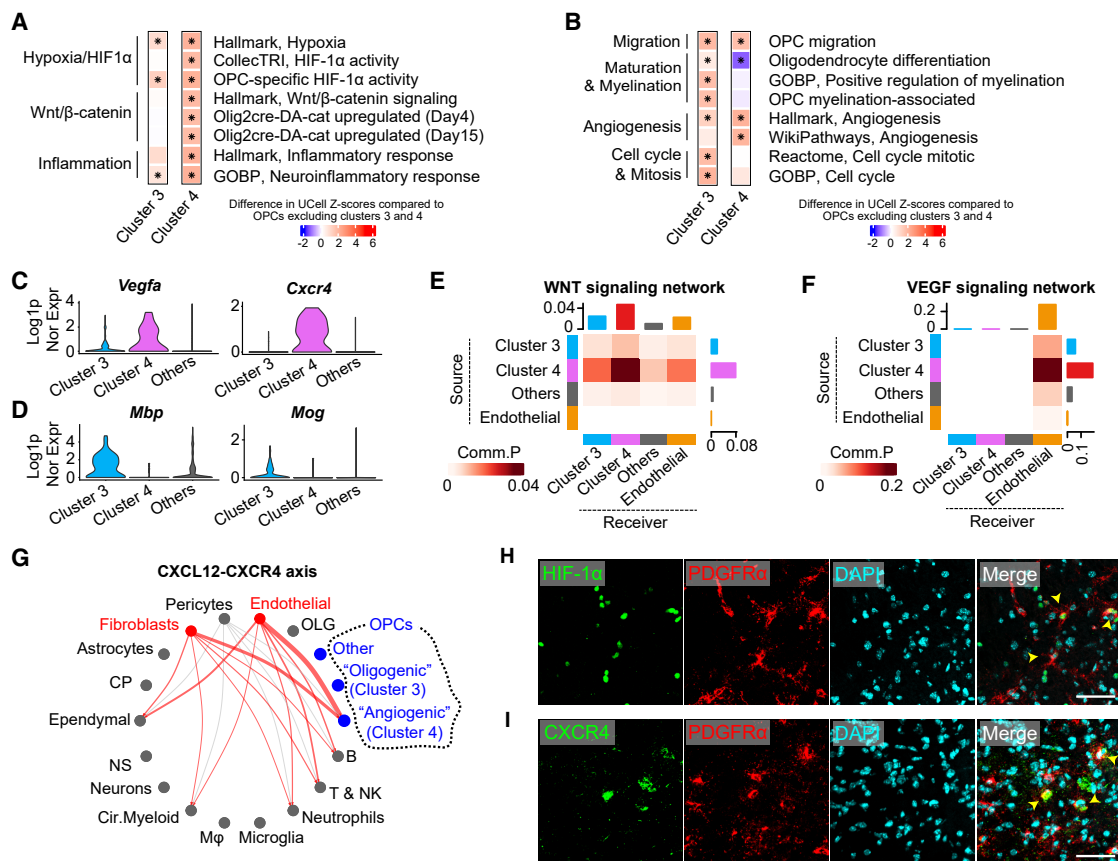

**Figure 2. Bioinformatic analyses predict the functions of distinct OPC subclusters as angiogenic and oligogenic**

(A) Gene set scoring analyses revealed upregulated pathways in OPC subclusters compared to other OPCs outside clusters 3 and 4. Mann-Whitney U test with multiple comparisons adjusted using the Benjamini & Hochberg method,  $p < 0.05$ .

(B) Gene set scoring analyses identified upregulated OPC-relevant functional properties in OPC subclusters compared to other OPCs outside clusters 3 and 4. Mann-Whitney U test with multiple comparisons adjusted using the Benjamini and Hochberg method,  $p < 0.05$ .

(C) *Vegfa* and *Cxcr4* were specifically upregulated in cluster 4 OPCs.

(D) *Mog* and *Mbp* were specifically upregulated in cluster 3 OPCs.

(E and F) Cell-cell interaction analyses revealed that cluster 4 OPCs act as critical signaling sources in the WNT and VEGF signaling networks, with endothelial cells serving as key recipients.

(G) The CXCL12-CXCR4 axis was specifically upregulated from endothelial cells and fibroblasts to cluster 4 OPCs.

(H and I) Immunohistochemistry demonstrated upregulated HIF-1α activity and CXCR4 expression in subsets of OPCs accumulating at the ischemic border. Scale bars, 50  $\mu\text{m}$ .

of both canonical and OPC-specific HIF-1α target genes (Figure 2A), including marked upregulation of the *Vegfa* gene (Figure 2C). Consistent with previous reports on HIF-1α-instructed OPCs (Yuen et al., 2014), this cluster also exhibits heightened WNT pathway activity (Figure 2A), with a drastic increase in *Cxcr4* expression (Figure 2C) (Tsai et al., 2016). Collectively, these findings collectively indicate that severe hypoxia plays a key role in inducing cluster 4 of OPCs.

Notably, cluster 4 also exhibits specific upregulation of genes involved in the inflammatory response (Figure 2A) and is predicted to be influenced by cytokines, such as interleukin-1β (IL-1β), tumor necrosis factor alpha

(TNF-α), and interferon-γ (IFN-γ), which have been widely implicated in the pathological processes during the acute phase of ischemic stroke (Doll et al., 2014; Li et al., 2001) (Figure S1C). This suggests that inflammation associated with the acute phase of ischemic stroke may also modify the characteristics of this cluster.

Functionally, cluster 4 upregulated genes associated with OPC migration (Figure 2B). In line with the characteristics of HIF-1α-instructed OPCs observed in the developing brain (Allan et al., 2021; Yuen et al., 2014), OPCs in cluster 4 appeared to halt gene programs related to oligodendrocyte differentiation and subsequent myelination (Figure 2B), as evidenced by the reduced expression of

myelination-associated *Mbp* and *Mog* genes (Figure 2D). Instead, the defining feature of OPCs in this cluster appears to be their active involvement in angiogenesis (Figure 2B). Consistently, cell-cell interaction analyses revealed that OPCs in this cluster closely associate with endothelial cells, acting as a signaling source through the WNT and vascular endothelial growth factor (VEGF) pathways (Figures 2E and 2F), both of which are essential for OPC-driven angiogenesis in the developing brain (Allan et al., 2021; Yuen et al., 2014). Conversely, endothelial cells appear to attract OPCs in cluster 4 via the CXCL12-CXCR4 axis (Figure 2G), a key pathway for the close anatomical association between OPCs and endothelial cells in the developing brain (Tsai et al., 2016). It is also noteworthy that, even in comparison to other cell types, OPCs in cluster 4 represent a significant source of *Vegfa* at 3 days after tMCAO (Figure S1E), alongside astrocytes and fibroblasts, and are the primary source of *Wnt7a* at 3 days after tMCAO (Figure S1F), both of which are key factors in post-stroke angiogenesis (Hu et al., 2024). Altogether, we concluded that cluster 4 represents the OPCs primarily instructed by HIF-1 $\alpha$ , resembling the angiogenesis-inducing OPCs previously characterized in the developing brain (Allan et al., 2021; Minocha et al., 2015; Tsai et al., 2016; Yuen et al., 2014), with additional functional modulation likely influenced by inflammation. We therefore annotated cluster 4 as angiogenic OPCs.

To validate the presence and investigate the spatial distribution of angiogenic OPCs, we next conducted immunofluorescence analysis 3–5 days post tMCAO. Nuclear HIF-1 $\alpha$  signals were observed in a subset of platelet-derived growth factor receptor alpha (PDGFR $\alpha$ )-positive cells exhibiting morphological characteristics consistent with OPCs at the peri-infarct region (Figure 2H). Additionally, in the peri-infarct cortex, we identified cells double-positive for VEGFA and OLIG2 (Figure S2A), as well as cells double-positive for CXCR4 and PDGFR $\alpha$  (Figure 2I)—a combination that effectively distinguishes angiogenic OPCs from other cell types (Figures S1E, S1G, and S1H)—but not in the ischemic core or in the peri-infarct corpus callosum with its adjacent regions (Figure S2B).

Interestingly, OPCs in cluster 3, a distinct population observed 14 days post tMCAO, exhibit functional characteristics that are markedly different from the angiogenic OPCs seen at 3 days post tMCAO. This cluster appears to be only mildly affected by hypoxia, moderately upregulates OPC-specific HIF-1 $\alpha$  target genes, and slightly increases the expression of angiogenesis-related genes (Figure 2A). However, its defining feature is the elevated expression of genes involved in oligodendrocyte differentiation and myelination (Figure 2B), such as *Mbp* and *Mog* genes (Figure 2D), accompanied by pronounced cellular renewal through cell division (Figure 2B). Prominently, *Myrf*, a key transcription factor for oligodendrocyte myelination and myelin

maintenance (Emery et al., 2009; Qian et al., 2021), and *Bcas1*, a marker of the active phase of oligodendrocyte generation and myelination, are specifically upregulated in OPCs in cluster 3 (Fard et al., 2017) (Figure S1D). Additionally, these cells are predicted to be influenced not only by acute-phase cytokines like IL-1 $\beta$ , TNF- $\alpha$ , and IFN- $\gamma$  but also by cytokines more associated with the chronic phase, such as IL-10 and transforming growth factor  $\beta$  (Doll et al., 2014; Hu et al., 2024) (Figure S1C). Based on these observations, we annotated cluster 3 as oligogenic OPCs, which are likely to play an integral role in remyelination following the acute stage of ischemic stroke. This role appears to be shaped by a milder hypoxic environment than that of angiogenic OPCs, as well as the influence of chronic-phase cytokines.

We next turned to immunohistochemical analyses to confirm the presence of oligogenic OPCs *in vivo* and assess their spatial distribution 14 days post tMCAO. In contrast to angiogenic OPCs, BCAS1<sup>+</sup>OLIG2<sup>+</sup> oligogenic OPCs were more prominently increased in the peri-infarct corpus callosum with its adjacent regions, relative to the peri-infarct cortex, at day 14 post tMCAO (Figures S2C–S2E). These results confirmed the presence of the identified OPC subtypes and further indicated that the temporal transitions of OPC phenotypes after ischemic stroke are coupled with distinct spatial distributions, with angiogenic OPCs predominantly localized to peri-infarct cortical regions at day 3 and oligogenic OPCs enriched in peri-infarct white matter at day 14.

Interestingly, trajectory analysis predicted two distinct differentiation trajectories (Figures S2F and S2G). The first follows an angiogenic trajectory, culminating in angiogenic OPCs (Figure S2H), while the second represents an oligogenic trajectory, leading to oligogenic OPCs (Figure S2I). In both trajectories, key genes characteristic of each OPC population show progressively increased expression as differentiation advances (Figure S2J).

### **Ex vivo induction of HIF-1 $\alpha$ -instructed angiogenic OPCs via severe hypoxic preconditioning**

Encouraged by the *in vivo* detection of HIF-1 $\alpha$ -instructed angiogenic OPCs after tMCAO, we reanalyzed bulk RNA sequencing (RNA-seq) data of OPCs subjected to severe hypoxic preconditioning *ex vivo* (severe-hypO-OPCs), previously generated by our group (Figure 3A) (Kishida et al., 2019).

First, we aimed to confirm that our *ex vivo* OPC cultures faithfully reflect the transcriptional characteristics of *in vivo* OPCs in the murine brain. Analysis of scRNA-seq data from murine oligodendrocyte lineage cells (Marques et al., 2016) demonstrated that our *ex vivo* OPCs closely resemble the transcriptional profile of *in vivo* OPCs, although some cells exhibit signs of differentiation into committed

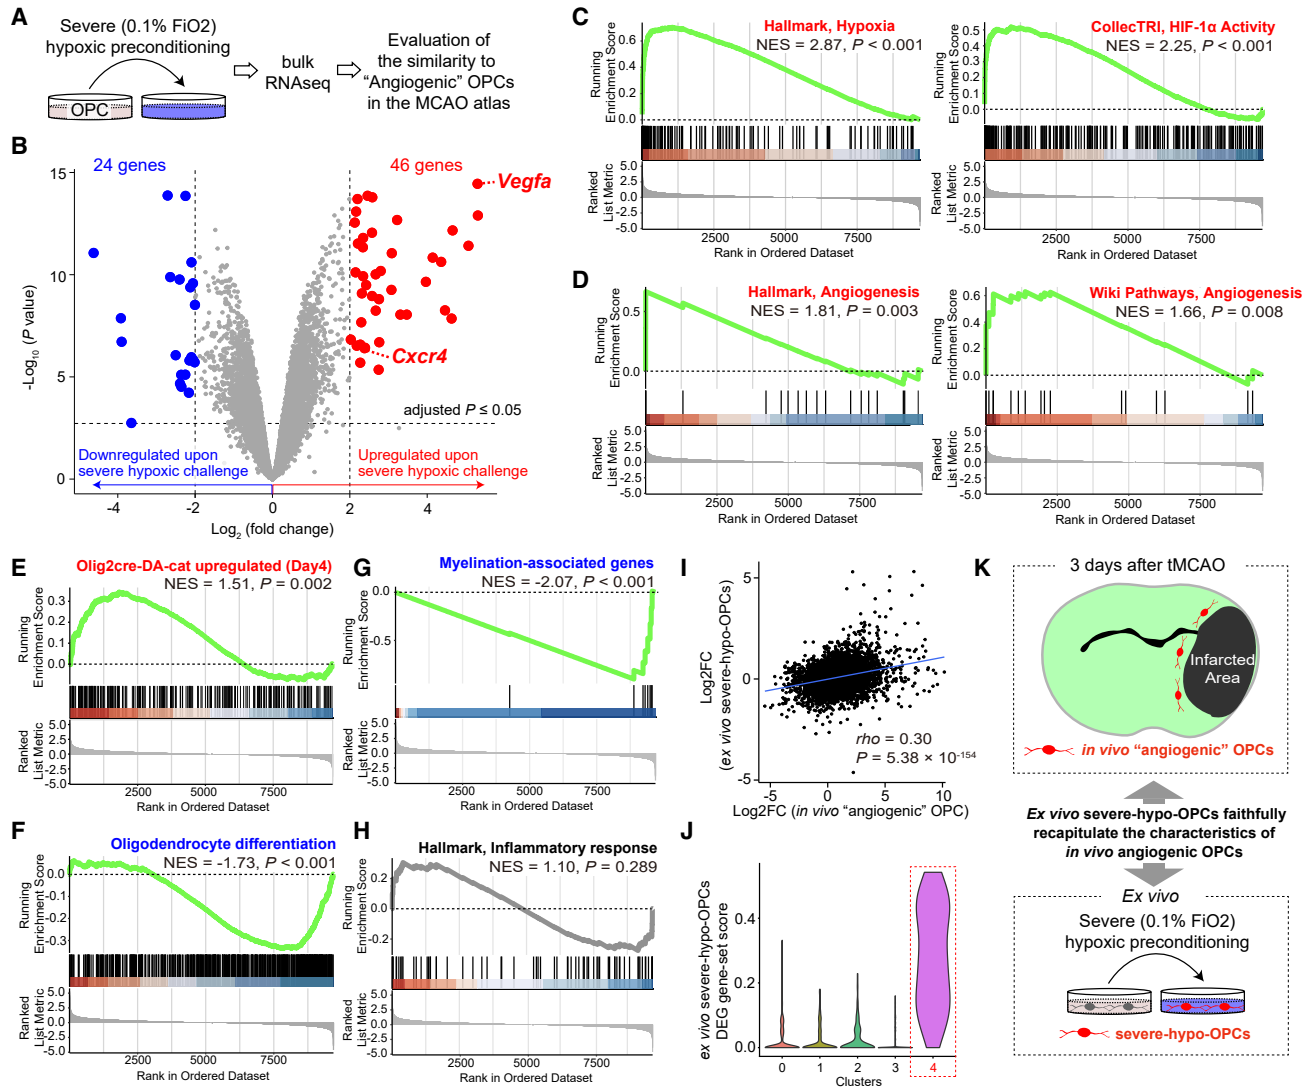

**Figure 3. *Ex vivo* OPCs acquire functional characteristics similar to *in vivo* angiogenic OPCs following severe hypoxic preconditioning**

(A and B) Bulk RNA-seq-based differentially expressed gene (DEG) analysis revealed marked transcriptional changes in *ex vivo* severe hypoxia-preconditioned OPCs (severe-hypo-OPCs), including significant upregulation of *Vegfa* and *Cxcr4* and hallmark genes of *in vivo* angiogenic OPCs. Red points indicate significantly different genes identified using a linear model with multiple comparisons adjusted by the Benjamini and Hochberg method, with significance set at  $p < 0.05$  and  $\log_2$  fold change  $> 2$ .  $n = 3$  (control, biological replicates) and  $n = 3$  (0.1%, biological replicates).

(C–H) Gene set enrichment analysis (GSEA) revealed increased hypoxia and HIF-1 $\alpha$  pathway activities (C), angiogenesis pathway activities (D), and WNT pathway activities (E); decreased OPC differentiation toward oligodendrocytes (F); decreased myelination-associated gene expression (G) in severe-hypo-OPCs, faithfully mirroring the functional characteristics of *in vivo* angiogenic OPCs. However, no upregulation of the inflammatory response was detected (H).

(I) Correlation analysis revealed a significant positive correlation of  $\log_2$  fold changes ( $\log_2$ FC) between *in vivo* angiogenic OPCs and *ex vivo* severe-hypo-OPCs.

(J) Gene set scores calculated from DEGs in *ex vivo* severe-hypo-OPCs were specifically upregulated in cluster 4 OPCs in the transient middle cerebral artery occlusion (tMCAO) atlas.

(K) Illustration showing that *ex vivo* severe-hypo-OPCs faithfully recapitulate the characteristics of *in vivo* angiogenic OPCs, which emerge at the peri-infarct region 3 days post tMCAO. FiO<sub>2</sub>, fraction of inspiratory oxygen; NES, normalized enrichment score; Hallmark, Hallmark gene sets; CollecTRI, CollecTRI database; DA-cat, dominant-active  $\beta$ -catenin; GOBP, Gene Ontology Biological Process; WikiPathways;  $\rho$ , Spearman's rank correlation coefficient.

oligodendrocyte precursors and newly formed oligodendrocytes (Figure S3A). These findings validate our *ex vivo* OPC cultures as a suitable model for evaluating functional changes in OPCs *in vivo*.

Crucially, differentially expressed gene (DEG) analysis revealed substantial transcriptional changes within severe-hypo-OPCs compared with standard OPCs, including significant upregulation of *Vegfa* and *Cxcr4* (Figure 3B). As expected, gene set enrichment analysis (GSEA) suggested that hypoxia-induced changes underlie these marked transcriptional alterations, and HIF-1 $\alpha$  activation played an orchestrating role (Figure 3C). Notably, severe-hypo-OPCs dramatically upregulated angiogenesis activity (Figure 3D) and WNT pathway activity (Figure 3E), along with apparent downregulation of genes associated with oligodendrocyte differentiation and subsequent myelination (Figures 3F and 3G), mirroring the functional characteristics of *in vivo* angiogenic OPCs detected 3 days post tMCAO. Although we did not observe upregulation of inflammatory response genes in severe-hypo-OPCs (Figure 3H), correlation analyses between the log<sub>2</sub>-fold changes of DEGs in these *ex vivo* severe-hypo-OPCs and those in the *in vivo* angiogenic OPCs revealed significant positive correlations ( $\rho = 0.30$ , Figure 3I). Given that cross-platform correlations between scRNA-seq and bulk RNA-seq log<sub>2</sub> fold changes are typically around  $\rho \approx 0.6$  even for identical samples—primarily due to the substantial difference in sequencing depth between the two platforms (Liu et al., 2023)—the observed correlation of  $\rho = 0.30$  should be interpreted as biologically relevant. Furthermore, the gene set score calculated from DEGs in *ex vivo* severe-hypo-OPCs confirmed a marked increase in the coordinated upregulation of these DEGs in *in vivo* angiogenic OPCs (Figure 3J).

To further investigate the contribution of the inflammatory response in shaping *in vivo* angiogenic OPCs, we reanalyzed bulk RNA-seq data from OPCs treated with IFN- $\gamma$  (pro-inflammatory) or dexamethasone (DEX; anti-inflammatory) (Meijer et al., 2022). In both conditions, there were no changes in the expression of *Vegfa* and *Cxcr4* (Figures S3B and S3C), indicating that inflammation is unlikely to be the main driver of gene expression changes in *in vivo* angiogenic OPCs. Nevertheless, IFN- $\gamma$  treatment did suppress the expression of myelination-associated genes (Figures S3D and S3F), and the gene expression changes observed in *ex vivo* IFN- $\gamma$ - and DEX-treated OPCs showed weak positive and negative correlations, respectively, with those observed in *in vivo* angiogenic OPCs (Figures S3E and S3G). Collectively, we concluded that *ex vivo* severe-hypo-OPCs faithfully replicate the functional characteristics of *in vivo* angiogenic OPCs detected 3 days post tMCAO, although additional modifications influenced by inflammatory responses may further alter the properties of *in vivo* angiogenic OPCs (Figure 3K).

### Transplantation of severe-hypo-OPCs effectively ameliorated tMCAO outcome through increasing angiogenesis

Considering the well-known benefits of angiogenesis (Fang et al., 2023; Kanazawa et al., 2019; Krupinski et al., 1994), we hypothesized that *in vivo* angiogenic OPCs play a protective role. Encouraged by the finding that *ex vivo* severe-hypo-OPCs exhibit similar functional characteristics to *in vivo* angiogenic OPCs, we transplanted these severe-hypo-OPCs and compared their efficacy with standard OPCs. The angiogenic OPCs emerge at 3 days post tMCAO, and angiogenesis is reported to be detectable around 3–4 days after tMCAO (Fang et al., 2023; Kanazawa et al., 2019; Krupinski et al., 1994); therefore, we chose to administer severe-hypo-OPCs at 3 days post tMCAO. While previous OPC transplantation studies have primarily employed intracranial injection (Chen et al., 2015; Li et al., 2021; Wang et al., 2022), we opted for intravenous transplantation due to the following reasons: (1) severe-hypo-OPCs are likely to interact readily with brain endothelial cells and fibroblasts through the CXCR4-CXCL12 axis (Figure 2G); (2) the tMCAO atlas indicates upregulation of *Cxcl12* expression in brain endothelial cells and fibroblasts at 3 days post tMCAO (Figure S4A); and (3) brain endothelial cells express *Cxcl12* at higher levels than endothelial cells from other organs, as shown by public scRNA-seq data on multi-organ endothelial cells (Figures S4B and S4C) (Bondareva et al., 2022). Importantly, intravenous injection also has far greater clinical translation potential compared to intracranial injection.

We administered a retro-orbital injection of  $7.5 \times 10^5$  CAG-enhanced green fluorescent protein (EGFP)-tagged severe-hypo-OPCs suspended in 5  $\mu$ L PBS (severe-hypo-OPC group), CAG-EGFP-tagged standard OPCs suspended in 5  $\mu$ L PBS (standard OPC group), or 5  $\mu$ L PBS alone (control group) on day 3 post tMCAO. Neurological function was assessed over time, and on day 14, we measured the percentage of infarcted areas in each mouse, a commonly used endpoint around the time when brain repair processes typically activate (Clarkson et al., 2010; Shi et al., 2021a) (Figure 4A). At 14 days after transplantation, co-staining with microtubule-associated protein-2 (MAP-2) revealed that GFP+-transplanted OPCs were distributed not only within the ischemic core and border but also extended into the peri-infarct penumbra, indicating that the transplanted OPCs survived and remained engrafted in the host tissue at day 14 (Figure S4D). Neurobehavioral tests revealed that the severe-hypo-OPC group exhibited the greatest recovery compared to the standard OPC and control groups. This was evident both in modified neurological severity scores (mNSS) (at day 14:  $-2.17 \pm 0.41$  [severe-hypo-OPC] vs.  $-1.33 \pm 0.52$  [standard OPC] vs.  $0.00 \pm 0.60$  [control]) and in the Rotarod test (time to fall

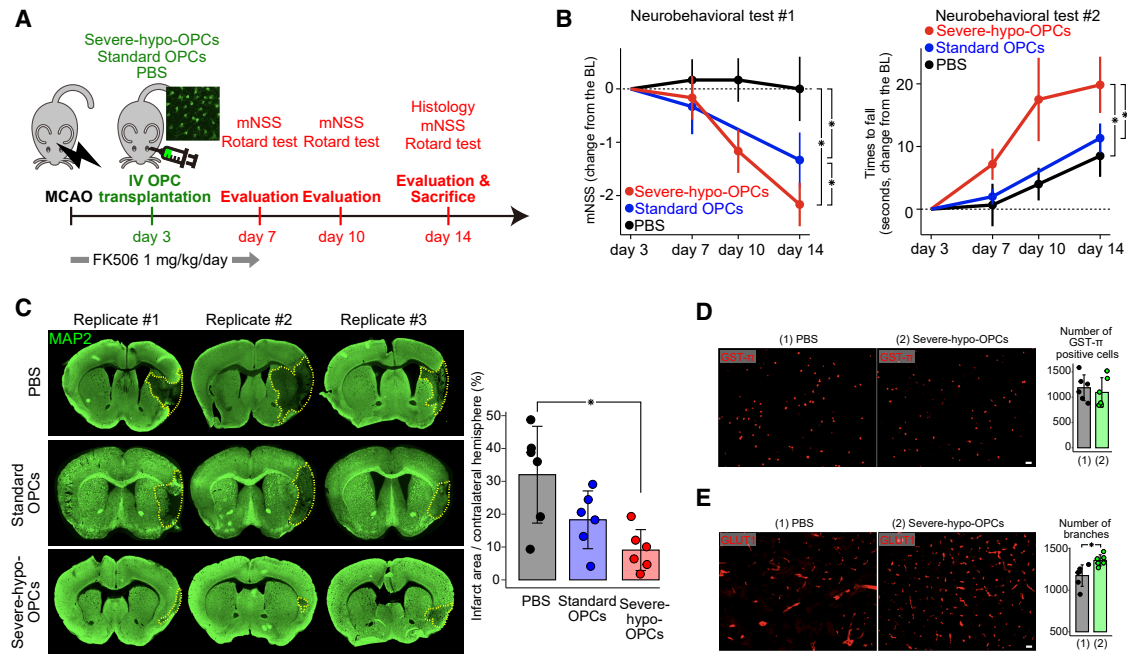

**Figure 4. Intravenous transplantation of severe-hypo-OPCs facilitates post-tMCAO recovery by promoting angiogenesis**

(A) Intravenous (i.v.) transplantation of OPCs (severe-hypo-OPCs, standard OPCs, and PBS) was performed on day 3 post tMCAO. Serial neurobehavioral assessments and histological quantifications of the infarcted area were subsequently conducted.

(B) Neurobehavioral tests confirmed accelerated recovery in the severe-hypo-OPC group. Circles indicate the mean, and error bars represent the standard deviation. Mann-Whitney U test with multiple comparisons adjusted using the Benjamini and Hochberg method,  $p < 0.05$ ;  $n = 12$  (control, biological replicates),  $n = 6$  (severe-hypo-OPC, biological replicates),  $n = 6$  (standard OPC, biological replicates).

(C) MAP-2 immunofluorescence-based quantification of the infarcted area showed a reduced infarct size in the severe-hypo-OPC group. The yellow dashed line indicates the infarcted area. The tops of the bars represent the mean, and error bars indicate the standard deviation. Mann-Whitney U test with multiple comparisons adjusted using the Benjamini and Hochberg method,  $p < 0.05$ ;  $n = 6$  (control, biological replicates),  $n = 6$  (severe-hypo-OPC, biological replicates),  $n = 6$  (standard OPC, biological replicates).

(D) The number of GST- $\pi$ -positive cells remained unchanged between the control (phosphate-buffered saline [PBS]) and severe-hypo-OPC groups. The tops of the bars indicate the mean, and the error bars indicate the standard deviation. Scale bars, 50  $\mu\text{m}$ .  $n = 3$  (severe-hypo-OPC),  $n = 3$  (standard OPC).

(E) The number of branches in blood vessels was significantly higher in mice intravenously injected with severe-hypo-OPCs. The tops of the bars indicate the mean, and the error bars indicate the standard deviation. Scale bars, 50  $\mu\text{m}$ . Mann-Whitney U test,  $*p < 0.05$ ;  $n = 3$  (severe-hypo-OPC),  $n = 3$  (standard OPC).

at day 14:  $19.83 \pm 4.49$  [severe-hypo-OPC] vs.  $11.33 \pm 2.34$  [standard OPC] vs.  $8.50 \pm 3.34$  [control]) (Figure 4B). Critically, the severe-hypo-OPC group exhibited the smallest infarcted area among the three groups (% infarcted area at day 14:  $10.57 \pm 6.36$  [severe-hypo-OPC] vs.  $18.28 \pm 8.80$  [standard OPC] vs.  $32.02 \pm 14.74$  [control]).

Immunofluorescence analyses revealed that transplanted severe-hypo-OPCs expressed PDGFR $\alpha$  (Figure S4E) but did not express O4 or glutathione-S transferase (GST)- $\pi$  (Figure S4F), suggesting that they remained immature and did not differentiate into oligodendrocytes. Approximately half of the transplanted severe-hypo-OPCs colocalized with ionized calcium-binding adaptor molecule-1 (Iba-1)-positive cells (Figure S4E), indicating that they were phagocytosed by microglia. Regarding the therapeutic mechanism

of transplanted severe-hypo-OPCs, immunofluorescence showed no change in the number of GST- $\pi$ -positive cells (Figure 4D), but vascular density and branching were significantly increased following severe-hypo-OPC transplantation (Figure 4E). Thus, these findings collectively indicated that intravenous transplantation of severe-hypo-OPCs efficiently reduced infarct size and improved stroke outcomes primarily by promoting angiogenesis rather than oligodendrogenesis.

### Oxygen tone contributes to regulating OPC phenotypic change during the tMCAO time course

Although the hypoxic response in *in vivo* oligogenic OPCs appeared lower compared to angiogenic OPCs, we still observed a marginally higher hypoxic response in *in vivo*

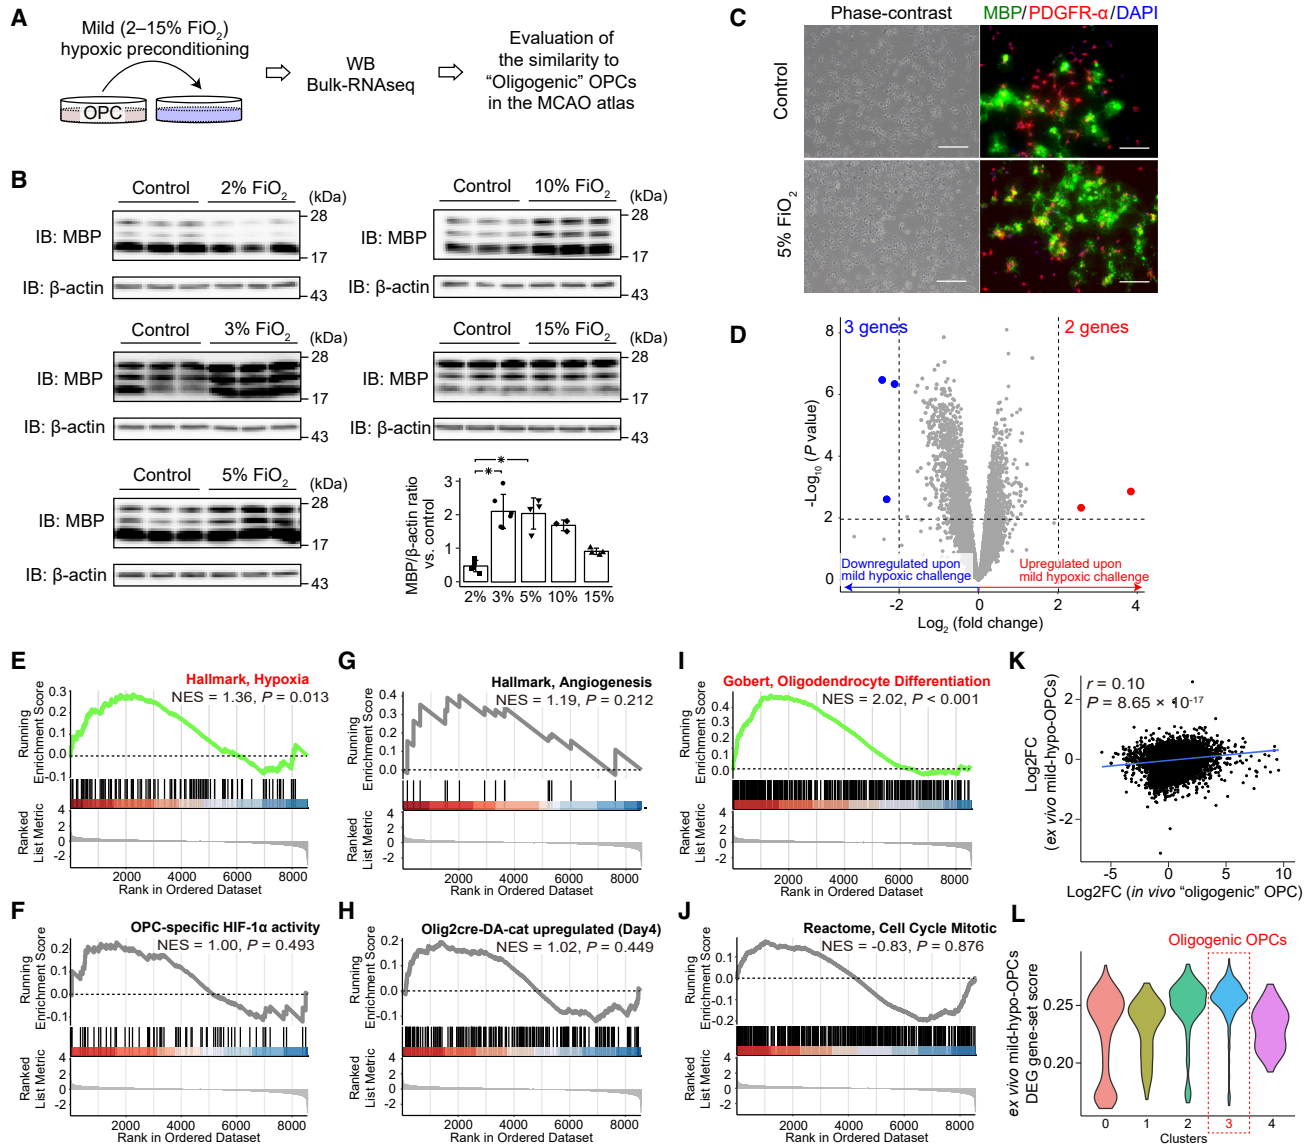

**Figure 5. Mild hypoxic preconditioning directs *ex vivo* OPCs toward oligogenic OPCs**

To examine how mild hypoxia affects OPC maturation, we conducted MBP western blotting (WB), immunostaining, and bulk RNA-seq, comparing *ex vivo* mild hypoxia-preconditioned OPCs (mild-hypo-OPCs) with *in vivo* oligogenic OPCs.

(A) Experimental design overview.

(B) WB analysis showed that FiO<sub>2</sub> levels of 3%–5% significantly increased MBP expression. Error bars represent standard deviation. Mann-Whitney U test with multiple comparisons adjusted using the Benjamini and Hochberg method,  $p < 0.05$ ;  $n = 5$  (control in 2%, biological replicates),  $n = 5$  (2%, biological replicates),  $n = 6$  (control in 3%, biological replicates),  $n = 6$  (3%, biological replicates),  $n = 4$  (control in 5%, biological replicates),  $n = 4$  (5%, biological replicates),  $n = 3$  (control in 10%, biological replicates),  $n = 3$  (10%, biological replicates),  $n = 4$  (control in 15%, biological replicates),  $n = 4$  (15%, biological replicates).

(C) Immunostaining confirmed robust MBP induction at 5% FiO<sub>2</sub>.

(D) Bulk RNA-seq-based differentially expressed gene (DEG) analysis revealed minimal transcriptomic changes in *ex vivo* mild-hypo-OPCs.  $n = 3$  (per group, biological replicates).

(E–J) Gene set enrichment analysis (GSEA) showed increased activity in general hypoxia-related pathways (E), but no upregulation of HIF-1α signaling (F), angiogenesis (G), or WNT signaling (H). Importantly, GSEA revealed enhanced OPC differentiation toward oligodendrocytes (I), consistent with an oligogenic phenotype, without increases in mitotic activity (J).

(legend continued on next page)

oligogenic OPCs (cluster 3), as evidenced by OPC-specific HIF-1 $\alpha$  activity (Figure 2A). This prompted us to investigate whether varying oxygen levels might differentially regulate OPC phenotypes and specifically contribute to the induction of *in vivo* oligogenic OPCs. To test this, we adjusted the oxygen concentration (2%, 3%, 5%, 10%, and 15% FiO<sub>2</sub>) in our *ex vivo* OPC cultures and quantified MBP protein levels as a marker of OPC maturation (Figure 5A). Strikingly, MBP protein levels varied significantly with oxygen concentration, with 3%–5% oxygen most effectively increasing MBP levels (Figures 5B and 5C), indicating that mild hypoxic preconditioning may enhance OPC maturation *ex vivo*.

To confirm whether mild hypoxic preconditioning truly accelerates OPC maturation and to determine whether the transcriptomic changes resemble those of *in vivo* oligogenic OPCs, we conducted bulk RNA-seq analysis of these mild hypoxic-preconditioned OPCs (mild-hypo-OPCs). DEG analysis revealed minimal overall gene expression changes compared to those induced by severe hypoxic preconditioning (Figure 5D). GSEA and DEG analyses relative to standard OPCs showed that mild hypoxic preconditioning induced subtle hypoxia-associated transcriptomic changes (Figure 5E) but did not significantly increase HIF-1 $\alpha$  activity (Figure 5F), angiogenesis (Figure 5G), or WNT pathway activity (Figure 5H). Consistent with the observed increase in MBP protein levels (Figure 5B), GSEA analysis demonstrated a clear promotion of OPC differentiation toward oligodendrocytes (Figure 5I). Although no upregulation of cell cycle activity was observed in mild-hypo-OPCs (Figure 5J), correlation analysis of log<sub>2</sub> fold changes in DEGs between mild-hypo-OPCs and *in vivo* oligogenic OPCs revealed a weak but significant positive correlation ( $\rho = 0.10$ , Figure 5K). Furthermore, gene set scoring analysis showed a mild upregulation of DEG scores from *ex vivo* mild-hypo-OPCs in *in vivo* oligogenic OPCs (Figure 5L).

Consistent with our prediction from the tMCAO atlas that the characteristics of *in vivo* oligogenic OPCs may be influenced by cytokines (Figure 2A), correlation analysis of log<sub>2</sub> fold changes in DEGs between *ex vivo* IFN- $\gamma$ -treated OPCs, DEX-treated OPCs, and *in vivo* oligogenic OPCs revealed significant positive correlations for IFN- $\gamma$  treatment and negative correlations for DEX treatment (Figure S5A). Cell-cell interaction analysis of the tMCAO atlas indicated increased interaction strength between oligogenic OPCs and various glial cells, including microglia, astrocytes, and neurons (Figure S5B), consistent with the notion that oligogenic OPCs may promote myelination through interactions with multiple cell types during the subacute

and chronic phases (Shi et al., 2021a). Thus, these findings collectively suggest that while mild hypoxia likely contributes, at least partially, to the emergence of *in vivo* oligogenic OPCs in the chronic stage post tMCAO, mild hypoxia preconditioning alone was insufficient to faithfully recapitulate the characteristics of *in vivo* oligogenic OPCs in our *ex vivo* OPC cultures. Therefore, cytokines and interactions with other cell types also play a crucial role in the induction of *in vivo* oligogenic OPCs.

## DISCUSSION

In this study, by assembling and analyzing scRNA-seq data after tMCAO, we successfully transcriptionally characterized distinct OPC populations that preferentially emerged at specific time points following acute ischemic stroke. One population, termed angiogenic OPCs, appeared 3 days post tMCAO and was predicted to be induced by severe hypoxia. These OPCs appeared to be regulated by HIF-1 $\alpha$ , promoting angiogenesis through the WNT and VEGF signaling pathways while also being attracted to endothelial cells via the CXCR4-CXCL12 axis. Notably, severe hypoxic preconditioning enabled *ex vivo* OPCs to acquire transcriptomes faithfully mirroring those of *in vivo* angiogenic OPCs. Importantly, transplantation of these *ex vivo* severe-hypo-OPCs effectively mitigated tMCAO-induced motor deficits and reduced infarct size, primarily through their pro-angiogenic activity. It is noteworthy that in the tMCAO model, at day 3–5 after stroke, the infarct is not yet fully matured; additional neuronal loss continues beyond this time point (Bellut et al., 2023; Buscemi et al., 2019). Therefore, it is reasonable to consider that OPC transplantation at day 3 may not directly rescue pan-necrotic tissue but could instead promote the initiation of repair processes, such as angiogenesis, thereby preventing ongoing secondary neuronal injury and facilitating tissue recovery. Another population, termed oligogenic OPCs, emerged 14 days post tMCAO and was predicted to contribute to myelination. Integration with *ex vivo* experiments suggested that mild hypoxic preconditioning partially contributed to the generation of *in vivo* oligogenic OPCs. Thus, our study highlights oxygen tone as a crucial determinant in OPCs acquiring protective phenotypes appropriate to specific time points after ischemic stroke, underscoring that a deep understanding and replication of this adaptive response are key to successfully developing OPC-based cell transplantation therapies.

(K) DEG log<sub>2</sub> fold changes between *in vivo* oligogenic OPCs and *ex vivo* mild-hypo-OPCs were weakly but significantly correlated.

(L) Gene set scoring analysis in the transient middle cerebral artery occlusion (tMCAO) atlas showed a marginally increased DEG score of *ex vivo* mild-hypo-OPCs in oligogenic OPCs. NES, normalized enrichment score; Hallmark, Hallmark gene sets; DA-cat, dominant-active  $\beta$ -catenin; Reactome, Reactome pathway database.

Extensive previous research has documented the dynamic and complex biological changes occurring over the course of acute ischemic stroke, using various models, including the widely used tMCAO model. In the acute phase (within 24 h), there is a marked upregulation of inflammation- and apoptosis-related genes in the ischemic brain (Lu et al., 2004), driven by the infiltration of inflammatory cells, predominantly neutrophils and other innate immune cells (Cai et al., 2020), along with substantial neuronal loss (Buscemi et al., 2019; Garcia et al., 1995). In the subacute phase (3–7 days later), angiogenesis becomes detectable (Kanazawa et al., 2019). In the chronic phase, the infiltration of adaptive immune cells increases, and brain repair processes, such as remyelination, are activated (Ito et al., 2019; Shi et al., 2021a). Regarding OPCs, existing evidence indicates that OPCs proliferate, migrate toward the lesion, and accumulate in the peri-infarct region following cerebral ischemia (Bonfanti et al., 2017; Jiang et al., 2011). Notably, prior reports suggest that nearly all OPCs migrating into the peri-infarct region fail to differentiate or mature until the chronic phase (Bonfanti et al., 2017; Jiang et al., 2011), implying functional roles beyond myelination during the acute and subacute phases.

Despite this, surprisingly few studies have specifically examined the spatiotemporal transcriptional changes in OPCs after tMCAO. This lack of research likely stems from the fact that OPCs represent a relatively small and underrepresented cell population, making them challenging to study in isolation. Consequently, a meta-analysis approach, such as ours, provides a powerful strategy to uncover the dynamic changes within these rare cell populations (Oki et al., 2018; Zou et al., 2024). Importantly, our meta-analysis approach, for the first time at the transcriptomic level, highlights the remarkable adaptability of OPCs as they dynamically shift their functions—playing a critical role in angiogenesis during the subacute phase and contributing to remyelination during the chronic phase. Moreover, our study reveals that oxygen tone serves as a crucial factor sensed by OPCs to spatiotemporally acquire specific characteristics post stroke, a phenomenon partially shared with the developing brain (Allan et al., 2021; Yuen et al., 2014), to facilitate recovery after acute ischemic stroke. Critically, our tMCAO atlas revealed that these functional adaptations naturally occur in only a small subset of OPCs in the adult brain following ischemic stroke. This limited natural adaptation underscores the therapeutic potential of our proposed strategy—preconditioning OPCs *ex vivo* to induce “protective functional adaptations” before transplantation—positioning them as an ideal target for cell-based therapies aimed at enhancing stroke recovery. In this context, given that (1) both human and mouse studies have shown that post-stroke angiogenesis correlates with improved outcomes (Berkhemer et al., 2016; Greenberg,

2015), (2) our findings indicate that angiogenic OPCs are among the primary contributors to angiogenesis within brain-resident cells, and (3) severe hypoxic preconditioning *ex vivo* faithfully induced angiogenic OPCs, we propose that enhancing angiogenesis through the transplantation of *ex vivo* severely hypoxia-preconditioned angiogenic OPCs represents a theoretically robust strategy.

How the deposited data were processed for this re-analysis (not part of the article)

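Bulk RNA-seq libraries of primary rat OPCs were compared between 2 conditions, mild-hypo-OPCs kept at an FiO2 of 5% (6 libraries) and standard OPCs (6 libraries). The condition and replicate number of each library were taken from the deposited labels and checked against the paper. The authors trimmed the reads with Trimmomatic, aligned them with STAR to mRatBN7.2 and quantified genes with RSEM, and the deposited table holds the resulting whole-number counts per Ensembl gene, without normalization. The table has 30562 genes and 12 columns, 1 per library, and 0 columns were left unused. Counts of 2 libraries of the same group differed by more than sampling noise in each of the 15 pairs per group (chi-square per degree of freedom from 3.22 to 19.7 in mild-hypo-OPCs and from 3.78 to 18.8 in standard OPCs), so none was taken for a repeat deposit of another. Libraries were counted as replicates by their labels. This comparison does not show that they came from separate cultures, and the legend of Figure 5D gives 3 biological replicates per group.

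From these counts, differential expression was computed in R 4.3.3 with edgeR 4.0.16. Genes with a CPM above 10 in at least 1 library were kept, TMM factors were computed, and glmQLFit and glmQLFTest were run with the condition as the only term and Benjamini-Hochberg adjustment at 0.05. The standard error of a log2 fold change is the one implied by the quasi-likelihood F statistic. A second threshold of 2 on the absolute log2 fold change follows the paper's volcano plots. Gene lists were tested by preranked GSEA (fgsea 1.28.0, at least 3 genes per list) on the log2 fold changes, and by the mean log2 CPM (prior count 2) of the list in each library with a two-sided exact permutation test in SciPy 1.17.1. limma 3.58.1 (voom, camera and fry) and DESeq2 1.42.0 were used as alternatives, and figures were drawn with matplotlib 3.10.9.

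The 6 primary lists cover the hypoxia response, HIF-1 targets, angiogenic factors, WNT targets, oligodendrocyte differentiation and the cell cycle. A further 9 lists cover OPC identity, astrocytes, microglia, mesenchymal and endothelial cells, neurons, sterol synthesis, the interferon response, the integrated stress response and oxidative phosphorylation, and were adjusted separately. The lists were assembled by hand before the data were examined, as were the designs and most of the alternatives, and they are not the gene sets of the paper. Genes named in the text are those the paper names for OPC states, every gene past both thresholds, and the 5 higher and 5 lower genes with the largest change among the called genes whose libraries separated completely. Other genes of the lists were named as examples after their values were seen. Symbols came from the deposited table. Gene span and biotype came from a RefSeq table of the GRCr8 assembly matched by symbol, which gave a span for 96.22% of the genes kept and for every tested gene of the lists. The span includes introns and is not the length of the transcript. No coordinates from that table are used.

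Total counts per library bound the precision. A count of 3 was set as a floor, applied only where every library of a group lies at or below it. No named gene met that rule, so fold changes are also given for genes with lower counts in single libraries. Intervals and errors cover the libraries deposited and not the unequal depth of the groups. The alternatives were limma-voom, DESeq2 with median-ratio size factors, upper-quartile scaling, library size only, 3 other filters on low counts, the replicate number as a block, replicates 1 to 3 or 4 to 6 only, and leaving out each library in turn. For lists, camera, fry and a ranking by the signed root of F were added, and for list means a prior count of 0.5, z-scores and medians. Alternatives chosen after seeing the data were thinning every library to the smallest total, protein-coding genes only, removal of the trend on gene span, log2 total count as a covariate, limma-voom on genes with a symbol, either summed by symbol or not, and a p-value threshold of 0.01, adjusted or not, in edgeR and limma-voom. Leaving out single genes or libraries as outliers was not done in any main value.

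The methods were tested on simulated counts drawn from the means and totals of the real libraries, with 200 of 8843 tested genes changed. edgeR's quasi-likelihood test recovered 196 of them with 10 false calls among 206, limma-voom recovered 196, and DESeq2 recovered 197 with 18 false calls among 215. With simulated shifts of 0.25, 0.5 and 1 on the log2 scale, GSEA, camera and fry each called 6 of 6 shifted lists and 0 of 18 unshifted ones. Simulated genes were drawn independently of one another and without a trend on depth. The single genes changed were all among the better expressed, and camera was run with its preset correlation only. These rates therefore do not carry over to correlated genes, to genes with few reads or to a difference that goes with depth. An earlier simulation, in which genes below the filter were given the highest dispersion, had GSEA miss a shift of 0.5 in the WNT-target list, after which the simulation was revised, and a repeat with that dispersion called all 6. The exact permutation test called 5.5% of 200 simulated comparisons without a difference. Severe-hypoxia libraries and the in vivo atlas were not analysed here.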

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

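The explanations weighed in this part were all tested after the results had been seen. Among 102 groups of 6 libraries, 6 had a highest or lowest library farther from its neighbour than Dixon's 95% critical value allows, where chance gives 5.1, so these libraries are no more than chance would give. The total count of mild-hypo-OPC replicate 1 was 9022324, and the gap to the next library was 0.723 of the group's range. Without this library, 574 genes were higher and 1175 lower. No biological explanation was tested for single libraries.

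The other 5 of these values belong to genes with few reads or to a single gene. ENSRNOG00000066757 had 62 counts in mild-hypo-OPC replicate 6 and 19 to 34 in the other mild-hypo-OPC libraries, a gap of 0.751 of the range. Prelid1, scaled for depth, was highest in the same library (30 counts, gap of 0.683). Among standard OPCs Prelid1 had 0 counts in replicate 4 (gap of 0.693), which is the library with the smallest total, 1356079. Hspa8-ps22 had 8 counts in standard OPC replicate 3 and 0 in the others, a gap of 1 (the whole range). Tagln, the only tested gene of the mesenchymal and endothelial list, was highest in mild-hypo-OPC replicate 6 at 5.40 log2 CPM (gap of 0.713). Without mild-hypo-OPC replicate 6, 0 genes were higher and 25 lower beyond a log2 fold change of 2.

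The neuron list, in data the paper did not examine for other cell types, was higher in mild-hypo-OPCs by 0.362 log2 CPM, in 6 of 6 libraries and without overlap of the groups (exact permutation test, adjusted p = 0.00649). Its adjusted p by GSEA (gene permutation) was 0.00713 and lay between 0.000148 and 0.767 over 27 alternatives. That call was lost without the expression filter (0.767), with at least 10 counts in every library (0.460) and in replicates 4 to 6 (0.205). In place of GSEA, camera with a preset correlation (0.00787) and fry (0.00114) called the list higher, and camera with an estimated correlation did not call it (0.147). The list mean stayed higher with upper-quartile scaling (0.43) and with library size only (0.78), while the difference of medians over its genes was -0.02. Lower counts and gene span do not account for it, since the difference was 0.39 with every library thinned to the smallest total and 0.41 with the trend on gene span removed. Transcript length was not tested. With log2 total count as a covariate, the GSEA call was lost (adjusted p = 0.114), so a difference that goes with depth stays open. A larger share of neurons would raise by the same factor those transcripts that come from neurons alone. The 11 tested genes differed by more than their errors (chi-square per degree of freedom of 5.26 around their weighted mean), from 0.82 for Dlx1 and 0.72 for Tubb3, which were called higher, to 0.03 for Syp and -0.41 for Elavl4 (adjusted p = 0.0955 from edgeR). How much of each transcript comes from the OPCs is not known, so a larger share of neurons and a change of these genes within the OPCs cannot be told apart. The most abundant, Map2 and Tubb3, stood at 7.06 and 6.63 log2 CPM in mild-hypo-OPCs and 6.82 and 5.89 in standard OPCs. Of the 19 genes listed, 11 passed the expression filter in these cultures. The effect of oxygen itself also stays open.

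The astrocyte list was higher by 0.0886 log2 CPM in 6 of 6 libraries (exact permutation test, adjusted p = 0.0351), and was not called by GSEA (gene permutation, adjusted p = 0.594) or by camera (0.259 with a preset and 0.371 with an estimated correlation) but was by fry (0.0366). A larger share of astrocytes would raise together those transcripts that come from astrocytes alone. The called genes went both ways. How much of each transcript comes from the OPCs is not known, so these values neither show nor exclude a larger share. Aqp4, Clu and Slc1a3 were called higher with log2 fold changes of 0.79, 0.60 and 0.25, while 2 genes, S100b and Id3, were called lower with -0.46 and -0.56. The most abundant gene, Gfap, changed by 0.12 (adjusted p = 0.283 from edgeR). The difference kept its sign under upper-quartile scaling (0.16) and library size only (0.52), and was -0.01 with the median over genes. The call was lost after thinning (exact permutation test, adjusted p = 0.109), under filterByExpr (exact permutation test, adjusted p = 0.0740) and without standard OPC replicate 1, 3, 5 or 6 (exact permutation tests, adjusted p = 0.0584, 0.0623, 0.0649 and 0.0623). An effect of oxygen on single genes was not tested further.

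The mesenchymal and endothelial list was higher by 0.503 log2 CPM in 6 of 6 libraries (exact permutation test, adjusted p = 0.00649), but only Tagln of its 18 genes was tested, so the value is that of a single gene. With filterByExpr, which keeps more genes, the difference was 0.27 (exact permutation test, adjusted p = 0.182), and with protein-coding genes only, chosen after seeing the data, it was 0.29 (exact permutation test, adjusted p = 0.128). GSEA was possible only without the expression filter, where 13 genes of the list gave an NES of 0.97 (gene permutation, adjusted p = 0.767). On Tagln alone fry gave an adjusted p of 0.0229 and camera 0.186 with a preset and 0.302 with an estimated correlation. No cell type can be assigned from this gene, and no further explanation was tested.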

How the results depend on the processing

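The thinned, protein-coding, gene-span, total-count and symbol settings and the threshold of 0.01 were chosen after seeing the data. Counts of called genes stayed within 1.5 times the count reported in 104 comparisons and moved further in 28, and in the settings just named 34 stayed and 26 moved. Across the 12 fits that each left out 1 library, the number of genes at an adjusted p under 0.05 went from 1672 (without standard OPC replicate 5) to 2487 (without standard OPC replicate 1), with 436 to 823 higher and 1165 to 1664 lower. Beyond a log2 fold change of 2 it went from 12 to 25 genes, with 0 (without mild-hypo-OPC replicate 6) to 2 (without standard OPC replicate 2) higher and 11 to 25 lower (25 without mild-hypo-OPC replicate 6 and 23 without standard OPC replicate 5). The cause of the changes below was not tested, except where fewer libraries or genes were used.

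With library size only, 5920 genes were called, 5515 higher and 405 lower, as the median log2 fold change of all genes moved from near 0 to 0.43, and 10 genes were beyond 2 (2 higher and 8 lower). The share of lower calls was 70.8% with TMM, 52.5% with upper-quartile scaling (1136 higher), 60.6% with the gene-span trend removed and 6.84% with library size only. Replicates 1 to 3 only gave 396 genes, 53 higher and 343 lower, with 56 beyond 2 (0 higher and 56 lower). Replicates 4 to 6 only gave 10 beyond 2 (2 higher and 8 lower). With log2 total count as a covariate 43 genes were called (0 higher, or 217 at an unadjusted p under 0.05, and 43 lower), 35 of them beyond 2 (0 higher and 35 lower). Thinning to the smallest total gave 393 higher genes and 2 higher beyond 2. The total count differs between the groups without overlap, so this covariate takes up much of the group difference by construction.

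Beyond a log2 fold change of 2, the count depended on the filter. Without it 126 genes passed (26 higher and 100 lower), and with at least 10 counts in every library 4 passed (0 higher and 4 lower). limma-voom gave 3 higher. Protein-coding genes only gave 9 (0 higher and 9 lower), limma-voom on rows summed by symbol 6 (2 higher and 4 lower) and limma-voom on genes with a symbol 8 (2 higher and 6 lower). At an adjusted p under 0.01 edgeR called 1135 genes (205 higher and 930 lower) and limma-voom 998 (178 higher and 820 lower), of which 10 were beyond 2 in limma-voom (9 lower). At an unadjusted p under 0.01 limma-voom gave 3 higher genes beyond 2.

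Replicate numbers did not pair the libraries, since the deviations of same-numbered libraries correlated between -0.276 and 0.296. With the replicate number as a block, edgeR called 572 genes higher and 1471 lower. The paired exact permutation test of list means gave an adjusted p of 0.125 for the cell-cycle list (difference 0.18), the oligodendrocyte-differentiation list (0.1845) and the WNT-target list (0.12), where 6 pairs allow no unadjusted p under 0.03125. The block changed no other call of the 6 primary lists. The astrocyte (0.113), mesenchymal and endothelial, neuron, oxidative-phosphorylation and sterol-synthesis (each 0.0703) list means also lost their calls in that exact permutation test.

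Several single genes changed sign. Bcas1 was 0.038 with upper-quartile scaling, 0.404 with library size only (adjusted p = 0.00248 from edgeR), 0.003 without the filter and 0.055 in replicates 4 to 6, and went from -0.067 to 0.018 across the fits that left out 1 library. Vegfa was 0.242 with library size only, and Pdgfra -0.02 with the gene-span trend removed. With log2 total count as a covariate Hif1a was -0.038, Mog -0.111, Myrf -0.407, Pdgfra -0.028 and Sox10 -0.164. Of the other values of named genes, 653 kept direction and call, 29 were weaker and 21 stronger, and in the settings chosen after seeing the data 99 kept both, 17 were weaker and 3 stronger.

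By GSEA, the cell-cycle call held under each of 27 alternatives (gene permutation, adjusted p from 1.41e-08 to 0.00896, and from 3.15e-07 to 7.71e-05 across the fits that left out 1 library), and camera and fry also called this list. The oligodendrocyte-differentiation call was lost with camera's estimated correlation (adjusted p = 0.313), without the filter (adjusted p = 0.228 by gene permutation) and with log2 total count as a covariate (adjusted p = 0.167 by gene permutation), and held in each fit that left out 1 library (from 1.09e-06 to 0.00375). The WNT-target list was called under fry (0.0335) and by GSEA without the filter (0.0397), and turned lower with log2 total count as a covariate (0.448), under which the HIF-1 target (0.00896) and hypoxia-response (0.0357) lists were called higher. The hypoxia-response list turned lower, without a call, under filterByExpr (0.899) and with protein-coding genes only (0.831). The angiogenic-factor list turned lower, without a call, with at least 10 counts in every library (0.721), under fry (0.528), with the ranking by root F (0.718) and without standard OPC replicate 3 (its range was 0.427 to 0.898).

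For the list means, library size only gave adjusted exact permutation p-values under 0.05 for the angiogenic-factor (difference 0.490), HIF-1 target (0.493) and hypoxia-response (0.465) lists. Upper-quartile scaling did so for the HIF-1 target (0.129) and hypoxia-response (0.103) lists, removal of the gene-span trend for the same lists (0.0843 and 0.0906), and the analysis without the filter for the angiogenic-factor (0.201), HIF-1 target (0.140) and hypoxia-response (0.0969) lists. The WNT-target difference lost its call under filterByExpr (0.127), with protein-coding genes only (0.146) and after thinning (0.0953). With the median over genes, the HIF-1 target list was called lower (-0.204, exact permutation test, adjusted p = 0.0390), the angiogenic-factor list turned lower without a call (-0.0933) and the oligodendrocyte-differentiation difference lost its call (0.0399). With at least 10 counts in every library the angiogenic-factor difference was -0.0832. Across the fits that left out 1 library, differences went from 0.0483 to 0.103 for HIF-1 targets, from 0.0221 to 0.0679 for the hypoxia response and from 0.107 to 0.159 for WNT targets. The HIF-1 target list was called without mild-hypo-OPC replicate 1 (0.100), 2 (0.0925) or 5 (0.103) or standard OPC replicate 5 (0.0810), and the hypoxia-response list without mild-hypo-OPC replicate 1 (0.0679) or 2 (0.0617) or standard OPC replicate 5 (0.0457). The WNT call was lost without standard OPC replicate 3 (0.114), 4 (0.115) or 6 (0.107).

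The remaining lists changed sign as follows. The interferon-response list, with 4 tested genes, turned higher by GSEA (gene permutation) with adjusted p-values of 0.449 with library size only, 0.957 with filterByExpr, 0.0430 without the filter, 0.993 thinned, 0.765 with the gene-span trend removed and 0.00114 with the covariate, and had 0.650 to 1 across the fits that left out 1 library. Its mean was higher by 0.0626 with upper-quartile scaling, 0.416 with library size only (called), 0.236 without the filter, 0.119 with filterByExpr, 0.145 with the median over genes, 0.0040 thinned, 0.0545 with protein-coding genes and 0.0920 with the gene-span trend removed, and differed by -0.0332 to 0.0539 across those fits. The OPC-identity list turned higher by GSEA with library size only (0.603), in replicates 4 to 6 (0.995) and with the gene-span trend removed (0.815), ranging from 0.650 to 1 across those fits, and its mean was higher by 0.0258 with upper-quartile scaling, 0.392 with library size only (called), 0.0041 without the filter and 0.0186 with the gene-span trend removed. The integrated-stress list turned lower with filterByExpr (0.957), and the oxidative-phosphorylation list higher with the covariate (0.893), both without a call. The microglia list turned lower with at least 10 counts in every library (0.944 by GSEA, difference -0.0991). Sterol synthesis was called higher by 0.219 with library size only. The median over genes gave -0.0071 for astrocytes and -0.0155 for neurons. Of the other results of these lists by GSEA, camera or fry, 18 were stronger and 11 weaker, and in the settings chosen after seeing the data 3 were stronger and 2 weaker. Their means were stronger in 9 and weaker in 13, and in the settings chosen after seeing the data stronger in 3 and weaker in 2. No list mean was computed with the covariate, and the mesenchymal and endothelial list had too few tested genes for GSEA except without the filter (13 genes, adjusted p = 0.767 by gene permutation).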

Differences from the paper's values

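The tests in this part that used gene symbols or a threshold of 0.01 were chosen after the values of Fig. 5D had been seen. The number of genes higher in mild-hypo-OPCs beyond a log2 fold change of 2 was 1, against the paper's about 2 in Fig. 5D, read by eye. Of the alternatives set before the data were examined, limma-voom gave 3, library size only 2 and replicates 4 to 6 only 2, as did the fit without standard OPC replicate 2, and the others did not close the gap. Fig. 5D draws its line at a P value of about 0.01, read by eye, and its legend states no threshold, so the counts in the figure and those given here, at an adjusted p under 0.05, are not the same measure. The number of genes lower was 15, against the paper's about 3 in Fig. 5D, read by eye. Of the alternatives set before the data were examined, only at least 10 counts in every library closed this gap, with 4 genes, and it gave 0 higher genes. limma-voom, the test in the paper's methods, gave 12 lower genes. Among settings chosen after seeing the values, limma-voom on rows summed by symbol gave 2 higher and 4 lower genes, limma-voom on genes with a symbol gave 2 higher and 6 lower, and thinning to the smallest total gave 2 higher. With a threshold of 0.01, also chosen after seeing the values, edgeR gave 1 higher and 12 lower genes for the adjusted p and 1 higher and 14 lower for the unadjusted p. limma-voom gave 1 higher and 9 lower genes for the adjusted p, and 3 higher and 12 lower for the unadjusted p, so that only the number of higher genes came within 1.5 times that of the figure, and only in the last of these.

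The paper gives 3 libraries per group for this comparison, mild-hypo-OPC and standard OPC alike, and 6 per group were analysed here. Replicates 1 to 3 only gave 0 higher and 56 lower genes beyond 2, and replicates 4 to 6 only gave 2 higher and 8 lower.

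The paper describes hypoxia-associated expression as raised in mild-hypo-OPCs. The hypoxia-response list used here is a different gene set and had an NES of 0.98 (gene permutation, adjusted p = 0.570). Its list mean was called higher with upper-quartile scaling (0.103), library size only (0.465), without the filter (0.0969), without mild-hypo-OPC replicate 1 (0.0679) or 2 (0.0617) and without standard OPC replicate 5 (0.0457), and, in settings chosen after seeing the values, with the gene-span trend removed (0.0906) and by GSEA with log2 total count as a covariate (adjusted p = 0.0357 by gene permutation). The paper reports no increase in cell cycle activity, whereas the cell-cycle list used here had an NES of 2.22 (gene permutation, adjusted p = 3.41e-06). It reports no increase in WNT pathway activity, whereas the mean of the WNT-target list was higher by 0.12 log2 CPM (exact permutation test, adjusted p = 0.0346). By GSEA this list was not called (gene permutation, adjusted p = 0.321), and its mean was not called under filterByExpr, with the replicate number as a block or without standard OPC replicate 3, 4 or 6, nor, in settings chosen after seeing the values, after thinning or with protein-coding genes only.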

Other observations

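The tests in this part on the scaling of ribosomal protein genes, thinning, protein-coding genes, gene span for called genes and for the cell-cycle and oligodendrocyte-differentiation lists, total count, and the slopes on depth were chosen after the results had been seen. Of 100 splits of the 12 libraries into 6 and 6, drawn with the real one included, 1 gave as many called genes as the real split (the real one itself, with 2146), and the next largest gave 1021. For genes beyond a log2 fold change of 2, 1 of 100 splits gave as many (the real one itself, with 16), and the next largest gave 3.

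Depth and other technical differences were then weighed for these calls. With every library thinned to the smallest total, 1584 genes were called, 1480 of them shared with the calls at full depth. With protein-coding genes only, 1855 calls were shared with the analysis of all genes, and with the trend on gene span removed 1694 were shared. Each of these values argues against lower counts, ribosomal RNA or gene span as the whole cause. Gene span includes introns, so a bias by transcript length was not tested. The trend on gene span was nevertheless present, since the log2 fold change correlated with gene span across genes (Spearman's rho of 0.302 over 8600 genes, which are not independent replicates). Among the 2150 genes with the shortest span, 96 were called higher and 758 lower. A library-to-library difference in quality or preparation that goes with depth stays open. Within each group alone, the slopes of the genes on log2 total count correlated between the groups (rho of 0.416 across genes), but permuting the totals gave p-values of 0.1 and 0.0889 (exact permutation tests), and the total counts of the groups do not overlap. This difference and the effect of 5% FiO2 therefore cannot be told apart for the called genes as a whole.

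Ribosomal protein genes, which the paper does not discuss, were lower in mild-hypo-OPCs as a family, and this group was chosen after its values were seen. All 68 tested genes were called lower, with a median log2 fold change of -0.95. The family's median moves with the scaling. It was -0.87 with upper-quartile scaling, -0.93 with relative-log-expression factors and -0.501 with library size only. With library size only, 54 of the 68 genes were still called lower. Relative to the median of all genes, the family's median stayed between -0.949 (TMM) and -0.93 (library size only). The choice among these scalings is therefore not the whole cause. Random sets of the same size matched on gene span and expression had medians down to -0.342 (the lower end of their middle 95%). Gene span is therefore not the whole cause either, and transcript length was not tested. Reads shared with pseudogene copies were not tested. The mean of these genes ranged over 0.965 log2 CPM within standard OPCs alone. Within standard OPCs it fell with log2 total count (Pearson's r = -0.865, exact permutation p = 0.0333, adjusted p = 0.233 over 8 relations; Spearman's rho = -0.771, exact permutation p = 0.103, adjusted p = 0.206), and r was -0.839 without the 2 libraries farthest from the median depth. Within mild-hypo-OPCs r was -0.712 (exact permutation p = 0.169, adjusted p = 0.271), and -0.098 without the 2 farthest libraries, so there the relation rests on those libraries.

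The oxidative-phosphorylation list differed by -0.62 log2 CPM (exact permutation test, adjusted p = 0.00974), with 0 of 6 mild-hypo-OPC libraries above the mean of standard OPCs, an NES of -2.12 (gene permutation, adjusted p = 4.77e-07, from 7.86e-12 to 0.893 over 27 alternatives) and 27 of 34 tested genes called lower. The list was also called by camera with a preset correlation (adjusted p = 1.04e-12) and by fry (0.00431), and not by camera with an estimated correlation (0.302). Its mean was not called with library size only (-0.18, exact permutation test, adjusted p = 0.258). Relative to the median of all genes, the list's median was -0.574 with TMM and -0.567 with library size only. By GSEA with log2 total count as a covariate the list turned higher without a call (gene permutation, adjusted p = 0.893). The list's median was -0.58, below the -0.274 that random sets matched on gene span and expression reached, which argues against gene span as the whole cause. Transcript length was not tested. Within standard OPCs the list fell with log2 total count (Pearson's r = -0.827, exact permutation p = 0.0583, adjusted p = 0.233; Spearman's rho = -0.771, exact permutation p = 0.103), and within mild-hypo-OPCs r was -0.662 (exact permutation p = 0.158). Without the 2 libraries farthest from the median depth, r was -0.897 and -0.049. A difference in preparation that goes with depth and an effect of oxygen on mitochondrial genes cannot be told apart for this list, since 6 libraries per group are too few to settle the trend.

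The cell-cycle list was higher in mild-hypo-OPCs. Of 100 splits, 4 gave as large an absolute NES. Its GSEA call held with the trend on gene span removed (NES of 2.24, gene permutation, adjusted p = 7.30e-06, against a range of 1.41e-08 to 0.00896 over 27 alternatives). With log2 total count as a covariate the NES fell from 2.22 to 1.65 (gene permutation, adjusted p = 0.00896). Other lists gained calls under the same covariate. An absolute NES of that size was reached by 36 of the 100 splits, fitted without the covariate. Most of these splits kept most mild-hypo-OPC libraries on the same side, so their number does not show what regrouping alone gives. Within standard OPCs the list mean had r = 0.128 on log2 total count (exact permutation p = 0.850), or 0.893 without the 2 libraries farthest from the median depth, and within mild-hypo-OPCs r = 0.440 (exact permutation p = 0.339). The tests of splits and gene span argue against chance and gene span, in turn, as the whole cause. Transcript length was not tested. An effect of mild hypoxia and a difference in preparation that goes with depth cannot be told apart for this list, since the total counts of the groups do not overlap. An unrecorded difference between culture batches was not tested, since neither the labels nor the paper's text names batches.

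The oligodendrocyte-differentiation list is less secure, since its call was lost with camera's estimated correlation (adjusted p = 0.313) and without the filter (gene permutation, adjusted p = 0.228). Of 100 splits, 14 gave as large an absolute NES, the real one included. The others all kept most mild-hypo-OPC libraries on the same side, and the sign of the NES followed that side. They carry part of the group difference, so their number cannot decide whether regrouping alone gives such a score. No split with 3 mild-hypo-OPC libraries on each side reached it, and the farthest from 0 had -2.021. The list mean passed its exact permutation test. Gene span is not the whole cause, since the call held with the trend on gene span removed (gene permutation, adjusted p = 9.09e-06, against a range of 1.66e-08 to 0.228 over 27 alternatives). Transcript length was not tested. A difference that goes with depth stays open. Within standard OPCs the list rose with log2 total count (Pearson's r = 0.734, exact permutation p = 0.0889, adjusted p = 0.237; Spearman's rho = 0.829, exact permutation p = 0.0583), but r was -0.244 without the 2 libraries farthest from the median depth, so the relation rests on those libraries. Within mild-hypo-OPCs r was -0.439 (exact permutation p = 0.356). An effect of mild hypoxia and a difference in preparation cannot be told apart for this list, since 6 libraries per group leave the trend unsettled.

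Results for the other lists, which have no place at a claim, were as follows. The sterol-synthesis list differed by -0.22 log2 CPM without overlap of the groups (exact permutation test, adjusted p = 0.00649), with an NES of -1.56 (gene permutation, adjusted p = 0.0514), and 10 of its 24 tested genes were called lower, with log2 fold changes of -0.65 for Insig1 and -0.60 for Fdps. With library size only it was called higher by 0.22, and with the median over genes the difference was not called (-0.12, exact permutation test, adjusted p = 0.0857). By GSEA (gene permutation) the list was called lower with limma-voom (0.0316), DESeq2 (0.0369), upper-quartile scaling (0.0491), filterByExpr (0.0322), the replicate number as a block (0.0358), replicates 1 to 3 (0.0429) and the ranking by root F (0.00700), and, in settings chosen after seeing the data, after thinning (0.0203), with protein-coding genes only (0.0172) and with the gene-span trend removed (0.0416). It was also called by camera with a preset correlation (0.00331) and by fry (0.00104), and not by camera with an estimated correlation (0.302). The GSEA call was gained as well without mild-hypo-OPC replicate 1, 3, 4 or 6 (0.0308, 0.0234, 0.0155 and 0.0274) or standard OPC replicate 2, 3, 4 or 6 (0.0374, 0.0301, 0.0189 and 0.0434). The microglia list had an NES of 1.93 (gene permutation, adjusted p = 0.0177, and 0.111 without mild-hypo-OPC replicate 2) and a difference of 0.28 (exact permutation test, adjusted p = 0.0682, and 0.0455 without standard OPC replicate 2). In this list 4 genes were called higher, Csf1r, Cd68, C1qb and Ctss (0.61, 0.67, 0.77 and 0.55), and 1 lower, Tyrobp (-0.69). A larger share of microglia was not tested. The GSEA call was also lost in replicates 4 to 6 (0.205), with the ranking by root F (0.0979) and, in a setting chosen after seeing the data, with log2 total count as a covariate (0.114), and with at least 10 counts in every library the list turned lower (0.944). Neither camera (0.139 with a preset and 0.478 with an estimated correlation) nor fry (0.170) called it. Its mean was called higher with upper-quartile scaling (0.35), library size only (0.70), no filter (0.36), filterByExpr (0.29) and the median over genes (0.46), and, in settings chosen after seeing the data, with protein-coding genes only (0.28) and the gene-span trend removed (0.43). The OPC-identity list differed by -0.05 (exact permutation test, adjusted p = 0.451) with an NES of -0.70 (gene permutation, adjusted p = 0.888). The integrated-stress list differed by 0.05 (exact permutation test, adjusted p = 0.295) with an NES of 0.67 (gene permutation, adjusted p = 0.888), and its mean was called higher with upper-quartile scaling (0.12), library size only (0.49), no filter (0.13) and, chosen after seeing the data, the gene-span trend removed (0.11). The interferon-response list differed by -0.01 (exact permutation test, adjusted p = 0.929) with an NES of -0.73 (gene permutation, adjusted p = 0.888). Neither camera nor fry called the OPC-identity, integrated-stress or interferon-response list. The means of the OPC-identity and interferon-response lists were called higher with library size only (0.39 and 0.42), and by GSEA (gene permutation) the interferon-response list was called higher without the filter (0.0430) and with log2 total count as a covariate (0.00114), the latter chosen after seeing the data.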
